# A Positive Regulatory Feedback Loop between EKLF/KLF1 and TAL1/SCL Sustaining the Erythropoiesis

**DOI:** 10.3390/ijms22158024

**Published:** 2021-07-27

**Authors:** Chun-Hao Hung, Tung-Liang Lee, Anna Yu-Szu Huang, Kang-Chung Yang, Yu-Chiau Shyu, Shau-Ching Wen, Mu-Jie Lu, Shinsheng Yuan, Che-Kun James Shen

**Keywords:** erythroid differentiation, EKLF/KLF1, gene knockout, TAL1/SCL, global gene expression profiling, direct target genes, genomic footprinting of *Tal*1 promoter, transcriptional regulation

## Abstract

The erythroid Krüppel-like factor EKLF/KLF1 is a hematopoietic transcription factor binding to the CACCC DNA motif and participating in the regulation of erythroid differentiation. With combined use of microarray-based gene expression profiling and the promoter-based ChIP-chip assay of E14.5 fetal liver cells from wild type (WT) and EKLF-knockout (*Eklf*^−/−^) mouse embryos, we identified the pathways and direct target genes activated or repressed by EKLF. This genome-wide study together with the molecular/cellular analysis of the mouse erythroleukemic cells (MEL) indicate that among the downstream direct target genes of EKLF is *Tal1*/*Scl*. *Tal1*/*Scl* encodes another DNA-binding hematopoietic transcription factor TAL1/SCL, known to be an *Eklf* activator and essential for definitive erythroid differentiation. Further identification of the authentic Tal gene promoter in combination with the in vivo genomic footprinting approach and DNA reporter assay demonstrate that EKLF activates the Tal gene through binding to a specific CACCC motif located in its promoter. These data establish the existence of a previously unknow positive regulatory feedback loop between two DNA-binding hematopoietic transcription factors, which sustains mammalian erythropoiesis.

## 1. Introduction

Erythropoiesis is a dynamic process sustained throughout the whole lifetime of vertebrates for the generation of red blood cells from pluripotent hematopoietic stem cells (HSCs). In the ontogeny of mouse erythropoiesis, the major locations of HSC change orderly several times, convert from embryonic yolk sac to fetal liver, and then to the spleen and bone marrow in adult mice [1]. At each of these tissues, the multistep differentiation process of erythropoiesis is accompanied with a series of lineage-specific activations and the restriction of gene expression, as mediated by several erythroid-specific/erythroid-enriched transcription factors, including GATA1, TAL1/SCL, NF-E2, and EKLF [2,3,4,5]. Among the factors regulating erythropoiesis is the Erythroid Krüppel-like factor (EKLF/KLF1), a pivotal regulator that functions in erythroid differentiation and fate decision through the bipotential megakaryocyte-erythroid progenitors (MEPs) [6,7,8,9,10], as well as the homeostasis of HSC [11]. *Eklf* is the first identified member of the KLF family of genes expressed in the erythroid cells, mast cells, and their precursors [12,13], as well as some of the other types of the hematopoietic cells, but at low levels [6,14] (Bio GPS). The critical function of *Eklf* in erythropoiesis was initially demonstrated through gene abolition studies, with the *Eklf*-knockout mice (*Eklf*^−/−^) displaying severe anemia and dying in utero at around embryonic (E) day 14.5 (E14.5) [15,16]. The impairment of the definitive erythropoietic differentiation is a major cause of embryonic lethality in *Eklf*^−/−^ mice, in addition to β-thalassemia [17,18].

EKLF regulates its downstream genes, including the adult β globin genes, through binding of its C-terminal C_2_H_2_ zinc finger domain to the canonical binding sequence CCNCNCCC located in the promoters or enhancers [18,19,20] and the recruitment of co-activators, e.g., CBP/p300 [21] and SWI/SNF-related chromatin remodeling complex [22,23], or co-repressors [7,18]. Moreover, clinical associations exist between the *Eklf* gene and different human hematopoietic phenotypes or diseases [10,24,25]. In erythroid progenitors, e.g., CFU-E and Pro-E, EKLF is mainly located in the cytoplasm. Upon differentiation of Pro-E to Baso-E, EKLF is imported into the nucleus and forms distinct nuclear bodies [20,26]. Genome-wide analysis of the global functions of mouse EKLF through the identification of the direct transcription target genes has been conducted using ChIP-Seq in combination with gene expression profiling [27,28]. The results from these studies suggest that EKLF functions mainly as a transcription activator in cooperation with TAL1/SCL and/or GATA1 to target genes including those required for terminal erythroid differentiation [27,29]. However, much remains to be reconciled between the two studies with respect to the diversity of the genomic EKLF-binding locations and the deduced EKLF regulatory networks. 

Besides EKLF, there are several other factors that have been shown to regulate erythropoiesis [2,5]. In particular, the T-cell Acute Lymphocytic Leukemia 1 (TAL1), also known as the Stem Cell Leukemia (SCL) protein, plays a central role in erythroid differentiation as well. The role of *Tal1*/Scl in primitive erythropoiesis has been demonstrated by the lethality of *Tal1*^−/−^ mice at E9.5 [30,31]. Studies using erythroid cell lines [32] or adult-stage conditional *Tal1* gene knockout mice [33,34] have shown the requirement of *Tal1* in definitive erythropoiesis. Another transcription factor known to play important roles in erythropoiesis is the zinc-finger DNA-binding protein GATA1, which recognizes the consensus binding box ((T/A)GATA(A/G)) [35,36,37]. The cooperative functioning of TAL1 and GATA-1 in the regulation of erythroiepoiesis is closely associated with their physical associations at thousands of genomic loci [38]. Interestingly, *Eklf* appears to be a downstream target gene of the TAL1 factor. Whole-genome ChIP-seq analysis has identified the binding of the TAL1 protein on the *Eklf* promoter in primary fetal liver erythroid cells [39]. Furthermore, in the *Eklf* gene promoter, the composite sequence of GATA-E box-GATA exists, which is a potential binding site of the GATA1-TAL1 protein complex required for the expression of the Eklf gene in a transgenic mouse system [40]. 

In the study reported below, we combined a promoter-based ChIP-chip technique using a high-specificity anti-EKLF antibody and microarray-based gene expression profiling to provide a genome-wide overview of the genes targeted by EKLF in the E14.5 mouse fetal liver cells. Remarkably, *Tal1* has turned out to be a direct target gene of EKLF, indicating the existence of a positive feedback loop between *Eklf* and *Tal1* for the regulation of erythropoiesis in mammals.

## 2. Result

### 2.1. Genome-Wide Identification of EKLF Target Genes by Microarray Hybridization and Promoter-Based ChIP-Chip Analyses

We first carried out a gene profiling analysis to identify the genes regulated by EKLF. The microarrays were hybridized with cDNAs derived from the E14.5 fetal liver RNAs of four wild-type (WT) and four *Eklf* knockout (KO or *Eklf*^−/−^) embryos (Figure 1A). 

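Klf1, the gene that encodes EKLF, was 9.82-fold lower in the KO fetal livers. Its log2 signal on the 1 probe set that measures it was 14.04, 13.87, 13.98 and 13.90 in WT replicates 1 to 4, and 10.81, 10.56, 10.65 and 10.59 in KO replicates 2 to 5. The means were 13.95 ± 0.076 (SD, n = 4 embryos) in WT and 10.65 ± 0.11 (SD, n = 4 embryos) in KO, a log2 difference (KO minus WT) of -3.29, SE 0.099, adjusted p = 5.9e-07 from limma. Every KO array lay below every WT array (exact permutation test over 70 assignments, two-sided, p = 0.029, the smallest p that 4 arrays against 4 allow). Where this probe set lies relative to the deleted part of Klf1 is not given in the sources used here, and a probe set outside that part would not check the labels. Xist and the Y-linked genes Eif2s3y, Kdm5d and Uty set WT replicate 1 apart from the other 3 WT arrays. Its log2 signal was 13.03 for Xist and 3.41 for Kdm5d, against 6.17 to 6.84 and 8.93 to 9.17 in the others.

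Each array was hybridized with fetal liver RNA of 1 embryo at E14.5. The values cover 45101 probe sets, those of the full mouse genome array, whereas the methods name its smaller A version. The authors computed MAS5.0 signals on a linear intensity scale. The mean after leaving out 2% of the probe sets at each end was 500.003 to 500.004 in every array. At this common scale the median signal was 79.5 to 84.1 in WT and 96.7 to 114.0 in KO. The highest signal was 54914 to 60411 in WT and 32642 to 39185 in KO. The share of probe sets above a signal of 100 was 45.7% to 46.5% in WT and 49.5% to 52.6% in KO. From there the signals were log2-transformed. The 23379 probe sets with a WT or KO mean above log2 of 100 were tested with limma, with Benjamini-Hochberg adjustment at 0.05. They cover 11292 genes, each represented by its brightest probe set. Over these probe sets the median Pearson correlation was 0.976 (0.974 to 0.978) between WT arrays, 0.962 (0.956 to 0.978) between KO arrays and 0.879 (0.859 to 0.909) between a WT and a KO array. The number of arrays limits the precision of every difference.

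Probe sets for 18S ribosomal RNA read 11.90 ± 0.093 (SD, n = 4) in WT and 8.00 ± 0.35 (SD, n = 4) in KO on the log2 scale (exact permutation test, p = 0.029). The hybridisation controls, bacterial transcripts added to each hybridization mix, read 12.43 ± 0.084 (SD, n = 4) in WT and 11.68 ± 0.13 (SD, n = 4) in KO (exact permutation test, p = 0.029). The poly-A controls, added before labelling, differed by 0.086 (exact permutation test, p = 0.57). As a sign of RNA quality, the 3-prime less the 5-prime probe set of Actb was 0.85 ± 0.080 in WT and 0.55 ± 0.062 in KO (SD, n = 4 each, exact permutation test, p = 0.029). That of Tfrc was 1.79 ± 0.092 in WT and 2.21 ± 0.35 in KO (SD, n = 4 each, exact permutation test, p = 0.029), and that of Gapdh differed by -0.034 (exact permutation test, p = 0.40). The sample labels carry 1 code for all WT arrays and another for all KO arrays, so that preparation and genotype cannot be told apart. Replicate numbers 2, 3 and 4 occur in both groups, and nothing in the sources used here says that they pair the embryos.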

Overall, there were 6975 genes with differential expressions levels between the WT and KO mice (Figure 1B–D). 

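Genes of the red cell were among the largest falls in the KO fetal liver. Dmtn, which encodes the membrane skeleton protein dematin, was at least 52.3-fold lower, and Hbb-b2, an adult beta-globin gene, was 34.9-fold lower (log2 difference -5.12, SE 0.34, adjusted p = 1.2e-05 from limma). Alad, which encodes an enzyme of heme synthesis, was 10.7-fold lower on the ranked probe set and its log2 difference was -2.62 on its brightest. Among the largest rises, Hspa1b and Hspa1a, which encode inducible heat shock proteins, were 25.9-fold and at least 13.4-fold higher, and Trib3, a stress-induced pseudokinase gene, was 14.3-fold higher on the ranked probe set but 7.88-fold on its brightest. These rises differed between the KO arrays, where replicates 2 to 5 read 10.78, 13.08, 11.47 and 12.93 for Hspa1b, on its brightest probe set, and 9.24, 11.88, 9.34 and 11.08 for Hspa1a on the log2 scale. The other genes among the 10 largest falls were Apol8 (at least 60.8-fold), Nxpe2 (at least 44.4-fold), Fn3k (at least 17.4-fold), Rgcc (14.9-fold), Mgst3 (13.8-fold), Slc22a4 (at least 12.8-fold) and Kctd14 (10.6-fold). Taf15 was at least 16-fold higher on its brightest probe set. Its other tested probe set had a log2 difference of 0.82 (adjusted p = 0.026 from limma), with a WT mean below a signal of 100. For 8 of the 10 largest rises, Taf15 and Hspa1a excepted, the ranked probe set was not the brightest of its gene, and the brightest of Hspa1b was 21.7-fold higher. Rbm39 rose at least 16.8-fold, Grb10 12.1-fold, Fn1 at least 11.5-fold, Ssbp2 14.1-fold, Scai at least 12-fold and Dcbld2 at least 14.6-fold on the ranked probe set. The brightest probe sets of these 6 had log2 differences of 0.12 (adjusted p = 0.32 from limma), 0.012 (adjusted p = 0.92), 0.39, 1.04, 2.25 and 0.49. A fold written as at least sets the brighter group against a signal of 100 because the dimmer group lay below it, and the probe set of Hbb-b2 can also read its near-identical copies. Among the genes named here, the call on the brightest probe set was lost with 75th percentile scaling and with poly-A control scaling for Fn1 and Dcbld2 (limma).

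Most genes that make a red cell were lower. Of 12 measured genes of heme synthesis, 9 were lower and none higher in KO (10 lower and none higher adjusted over the list alone), among them Slc25a37, the mitochondrial iron importer (-2.71), and Alas2, the first enzyme of the pathway in erythroid cells (-0.86). For heme synthesis the median log2 difference was -0.76, -0.49 after quantile normalization but 0.019 with hybridisation control scaling, with adjusted p = 6.8e-06 from camera and adjusted p = 0.14 with an estimated correlation. Of 11 genes of the red cell membrane skeleton, 9 were lower and 1 higher in KO (and as many adjusted over the list alone), among them Ank1, the gene of ankyrin (-3.02), and Epb42 (-2.25), while Tpm1 was higher (0.40). For the red cell membrane skeleton the median log2 difference was -1.07, -0.62 after quantile normalization and -0.30 with hybridisation control scaling, with adjusted p = 8.3e-06 from camera and adjusted p = 0.1 with an estimated correlation. Of 16 genes of blood group and red cell surface proteins, 11 were lower and 1 higher in KO (12 lower and 1 higher adjusted over the list alone), with falls of Icam4 (-3.14) and Kcnn4 (-3.12) and a rise of Xk. For blood group and red cell surface proteins the median log2 difference was -0.95 and -0.17 with hybridisation control scaling, with adjusted p = 9.1e-06 from camera and adjusted p = 0.13 with an estimated correlation. Both measured adult alpha- and beta-globin genes, Hba-a2 and Hbb-b2, were lower, also when adjusted over the list alone. The probe set of Hba-a2 was dim, at 8.60 in WT and 5.80 in KO on the log2 scale, the latter below a signal of 100. As only 2 of the 7 genes listed were measured, the list does not describe the adult globins as a whole. For the adult globins the median log2 difference was -3.96 (-3.54 with group means below 100 set to 100), with adjusted p = 0.0046 from camera and adjusted p = 0.19 with an estimated correlation. Among 3 embryonic globin genes, Hbb-bh1 was higher (0.74), Hbb-y was lower (-0.45, but 0.11 after quantile normalization and 0.33 with hybridisation control scaling) and Hba-x did not pass the test (-0.095, the median of the list), also when adjusted over the list alone. For embryonic globins the median log2 difference was -0.095 but 0.14 after quantile normalization and 0.68 with hybridisation control scaling, with adjusted p = 0.88 from camera. Of 10 genes of iron uptake and storage, 5 were lower and 1 higher in KO (and as many adjusted over the list alone), with a fall of Tfrc, the transferrin receptor (-1.74), and a rise of Hmox1, heme oxygenase (1.34). For iron uptake and storage the median log2 difference was -0.52 but 0.26 with hybridisation control scaling, with adjusted p = 0.021 from camera and adjusted p = 0.17 with an estimated correlation. Of 16 genes of terminal erythroid maturation and organelle clearance, 9 were lower and 1 higher in KO (and as many adjusted over the list alone), where Trim10 fell (-1.57) and Car1, carbonic anhydrase, rose (3.15). For terminal erythroid maturation and organelle clearance the median log2 difference was -0.57, -0.36 after quantile normalization but 0.21 with hybridisation control scaling, with adjusted p = 0.0015 from camera and adjusted p = 0.13 with an estimated correlation. The markers of erythroid progenitors went both ways, since of 13 genes 6 were higher and 4 lower in KO (and as many adjusted over the list alone), with Kdr, which endothelium also expresses, higher (1.19) and Itga4 lower on its brightest probe set (-0.96), against 0.18 for the mean of its probe sets. For erythroid progenitors the median log2 difference was 0.26 but -0.0075 with 75th percentile scaling, with adjusted p = 0.8 from camera. By scaling, single calls were lost on the brightest probe set after quantile normalization for Hbb-y, with 75th percentile scaling for Tpm1, with hybridisation control scaling for Alas2, Hbb-y and Itga4, and with poly-A control scaling for Tpm1, Hbb-bh1 and Hbb-y (limma). Counted again by scaling, the calls higher and lower were, with 75th percentile scaling, 3 and 5 for erythroid progenitors, 1 and 12 for blood group and red cell surface proteins and 0 and 10 for the membrane skeleton. With hybridisation control scaling they were 2 and 3 for heme synthesis, 4 and 1 for iron uptake and storage and 7 and 4 for terminal erythroid maturation and organelle clearance. They were then 9 and 1 for erythroid progenitors, 5 and 7 for blood group and red cell surface proteins and 2 and 5 for the membrane skeleton.

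Markers of other fetal liver cells moved as well. Of 12 endothelial markers, 9 were higher and none lower in KO (and as many adjusted over the list alone), with Pecam1 at 1.73. For endothelium the median log2 difference was 0.61, 0.39 after quantile normalization and 0.34 with 75th percentile scaling, with adjusted p = 0.0022 from camera and adjusted p = 0.19 with an estimated correlation. Of 18 markers of hepatoblasts and hepatocytes, 12 were lower and 2 higher in KO (13 lower and 2 higher adjusted over the list alone), with Alb, the albumin gene, at -0.63 (but 0.15 with hybridisation control scaling) and Apob at 0.62. For hepatoblasts and hepatocytes the median log2 difference was -0.48, -0.079 after quantile normalization but 0.30 with hybridisation control scaling, with adjusted p = 0.0011 from camera and adjusted p = 0.16 with an estimated correlation. Of 15 macrophage markers, 2 were lower and none higher in KO (and as many adjusted over the list alone), the lower ones being Timd4 (-1.23) and Ctsb (-0.80). For macrophages the median log2 difference was -0.39 but 0.39 with hybridisation control scaling, with adjusted p = 0.048 from camera and adjusted p = 0.63 with an estimated correlation. After quantile normalization the hepatocyte list no longer stood apart (median -0.079, adjusted p = 0.54), nor did the iron, terminal maturation and macrophage lists (adjusted p = 0.22, 0.14 and 0.21). The macrophage list also missed the threshold with 75th percentile scaling (adjusted p = 0.12 from camera), and without WT replicate 1 or 4 or KO replicate 2 or 4 (adjusted p = 0.085, 0.058, 0.18 and 0.14 from camera). Over WT the macrophage medians were -0.82, -0.31, -0.66 and 0.29 in KO replicates 2 to 5, so that the list was at -0.57 without KO replicate 5 (adjusted p = 5.5e-04 from camera), and at -0.76 with KO replicates 2 and 4 alone against -0.01 with 3 and 5 alone (adjusted p = 2.9e-05 and 0.8 from camera). Calls on the brightest probe set were lost after quantile normalization for Alb, with 75th percentile scaling and with poly-A control scaling for Apob, and with hybridisation control scaling for Alb and Ctsb (limma). After quantile normalization the calls higher and lower were 2 and 0 for hepatoblasts and hepatocytes and 0 and 4 for macrophages. With 75th percentile scaling they were 0 and 9 for macrophages. With hybridisation control scaling they were 5 and 1 for macrophages and 7 and 0 for hepatoblasts and hepatocytes. With poly-A control scaling they were 0 and 5 for macrophages and 4 and 0 for endothelium.

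In all, 12195 of the 23379 probe sets were called, 8049 higher and 4146 lower in KO (66.0% higher, 95% binomial interval 65.2% to 66.8%). The interval counts probe sets as independent and leaves out the dependence on scaling given below. They belong to 6709 genes, of which 6371 had called probe sets in a single direction, 3977 higher and 2394 lower. The KO arrays form 2 pairs, and with 1 pair at a time against WT, chosen after seeing the data, 10155 probe sets were called for replicates 2 and 4 (6685 higher) and 13042 for replicates 3 and 5 (7995 higher). In 7574 probe sets every KO array lay above every WT array and in 4065 below, which is 49.8% of those tested against 2.86% by chance. The share of calls that were higher depended on the scaling, with 51.1% after quantile normalization, 41.9% with all arrays set to the same 75th percentile and 97.1% with all arrays set to the same hybridisation control signal. The median log2 difference of all tested probe sets was 0.17 on the MAS5.0 scale, -0.0075, -0.098 and 0.94 with these scalings, and 0.085 with a poly-A control scaling chosen after seeing the data. The last 3 of these scalings move every difference by -0.27, 0.78 and -0.084.

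**Figure D1:**
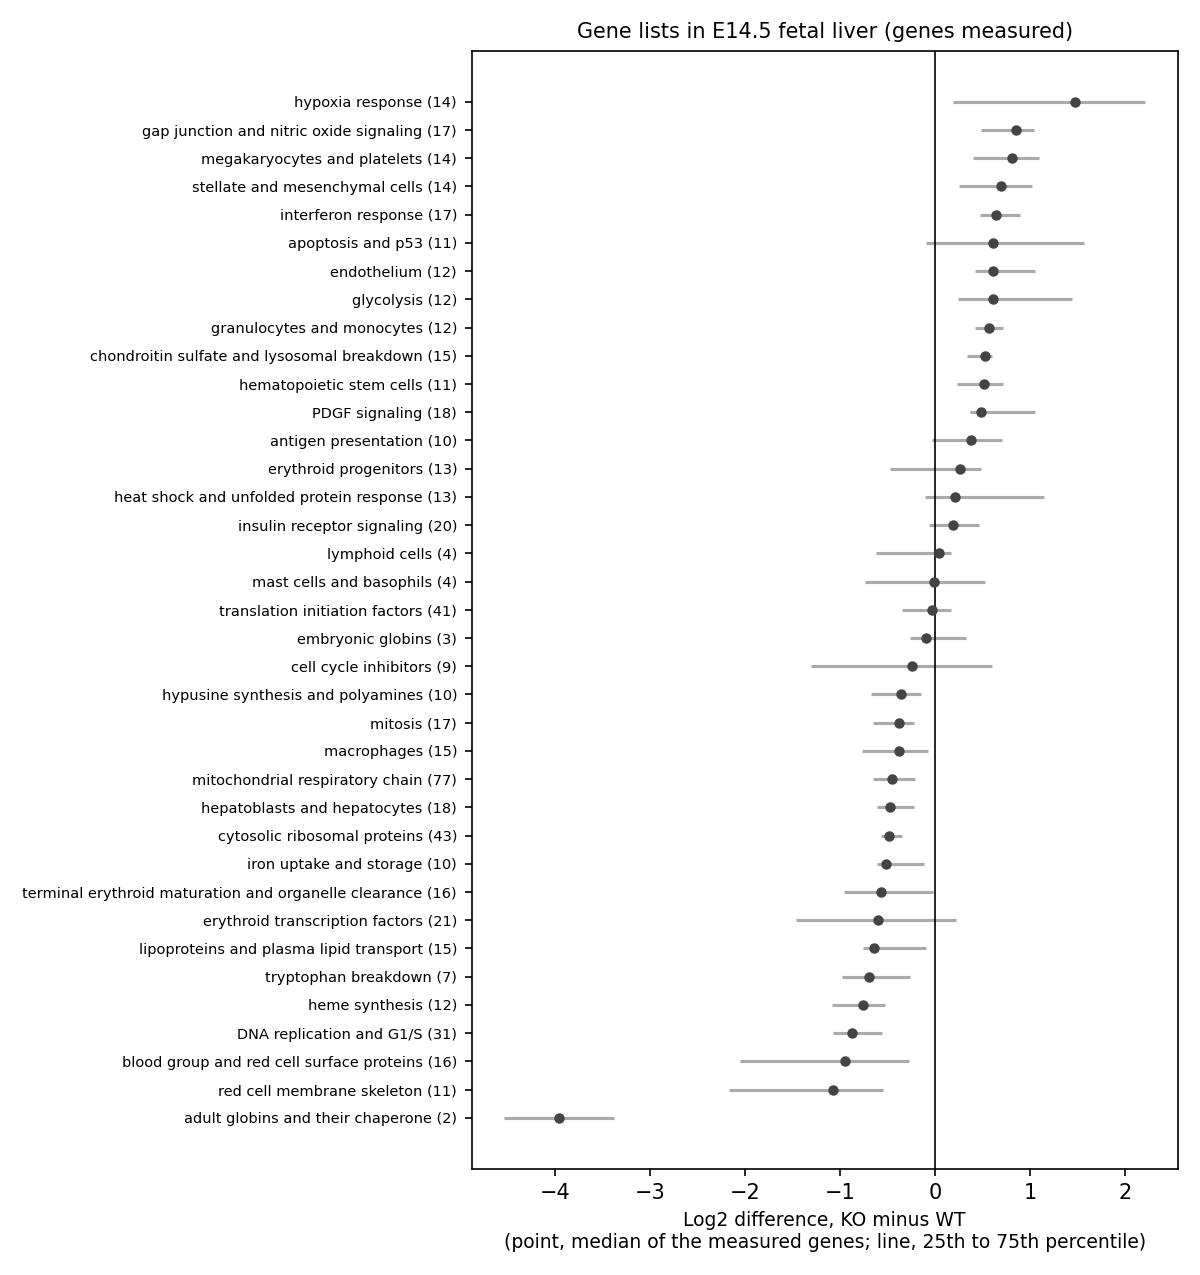
Median log2 difference (KO minus WT, x axis) of the measured genes of each list not drawn from the study's tables, the sex-linked genes left out, with a line from the 25th to the 75th percentile of its genes and the number of genes measured in parentheses (y axis). The medians drawn, with group means below 100 left as they are, run from -3.96 for the adult globins to 1.47 for the hypoxia response, and with hybridisation control scaling the medians left of 0 move above it except those of the adult globins, the red cell membrane skeleton, blood group and red cell surface proteins and DNA replication, while medians of embryonic globins, lymphoid cells, cytosolic ribosomal proteins and translation initiation factors change sign after quantile normalization, those of erythroid progenitors, lymphoid cells, insulin receptor signaling and the heat shock and unfolded protein response with 75th percentile scaling, and that of lymphoid cells with poly-A control scaling.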

Notably, the confidence index of the microarray hybridization analysis was approximately 70%, as the upregulation/downregulation of 8 out of 12 genes could be validated by semi-quantitation RT-PCR analysis (data not shown).

We then performed a ChIP-chip analysis (Figure 1C) using a promoter-based microarray and the high-specificity polyclonal anti-mouse EKLF antibody (anti-AEK) [19,26]; (Figure 1). The probes on the ChIP-chip array were grouped into 21,536 sequence IDs (SEQ_ID). The promoter of each annotated gene was defined as the region from −3.75 kb upstream to 0.75 kb downstream of the transcription start site (TSS). The SEQ_IDs with at least one significant peak were defined as the potential target binding sites of EKLF. Overall, enriched EKLF-binding was present in 5323 SEQ_IDs, corresponding to 4578 promoters (Figure 1C,D). We also validated the ChIP-chip data by ChIP-qPCR; 9 of 13 promoters on the ChIP-chip list were bound with EKLF, as shown by this assay (data not shown).

The data from the ChIP-chip and the microarray gene profiling experiments were then combined to identify the putative EKLF target genes. After matching between the 11,549 differentially expressed probe sets from the microarray data and the 5323 significant SEQ_IDs from the ChIP-chip array data, 2391 SEQ_IDs (11.1%) from the ChIP-chip data and 3467 probe sets (7.7%) from the microarray hybridization data remained. In the end, the combination of the two data sets resulted in 2644 distinct genes (Figure 1C and Table S1A). This gene list included only genes with an altered expression level in the *Eklf*^−/−^ fetal liver at the *p* < 0.05 level, and with at least one statistically significant EKLF-binding site (*p* < 0.0017) in the promoter region, without considering the fold change of expression and enrichment of binding.

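E2f2, a cell cycle transcription factor gene, and Xpo7, a nuclear exportin gene that takes part in red cell maturation, were both lower in the KO fetal liver. Their log2 differences were -3.07 (SE 0.17, adjusted p = 5.9e-06 from limma) and -2.47 (SE 0.11, adjusted p = 3.0e-06 from limma). All 5 tested probe sets of Xpo7 were lower, 3 of them from -2.47 to -2.002 and 2, whose KO means lay below a signal of 100, at least 2.19-fold and at least 1.32-fold. Of the 3467 probe sets of the target list, the first 1998 rows were used here, and all of these are among the tested probe sets. In them 1239 probe sets had the higher mean in KO and 759 the lower, over 1651 gene symbols. With limma, 1158 were called higher and 687 lower in KO, and 153 did not pass the adjusted threshold. The group means of 1776 rows equal those of the deposited signals within 0.0002 on the log2 scale, and the largest difference of a group mean was 0.082. The study chose these probe sets by their difference on the same 8 arrays, so the counts are not independent evidence of a difference.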

Upon filtering with the effect sizes of the ChIP-chip data (>0.25) and microarray profiling data (>0.5), the number of EKLF-bound and regulated targets was reduced from 2644 to 1866, among which 1156 were down-regulated and 710 were up-regulated in the E14.5 WT fetal liver (Figure 1C,D, Table S1B,C). The above data support the scenario that the promoter-bound EKLFs could function as either a repressors or activators in vivo. 

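Csf2rb, the common beta chain of cytokine receptors, was higher in the KO fetal liver (log2 difference 0.92, SE 0.22, adjusted p = 0.0076 from limma). Of the 8 measured genes of Table S7, Csf2rb was higher, and E2f2, Xpo7, Fn3k, Tal1 and Nfe2 were lower. The other 2, Actb and Tnfaip1, did not pass the test on their brightest probe sets. Actb had a log2 difference of -0.26 (adjusted p = 0.11 from limma), but 0.21 after quantile normalization and 0.52 with hybridisation control scaling. Its other tested probe set was at -0.11, and the array's 5-prime, middle and 3-prime control probe sets of Actb at 0.41, 0.65 and 0.10 (exact permutation test, p = 0.029, 0.029 and 0.43). Tnfaip1 had 0.31 (adjusted p = 0.099 from limma). Among the target probe sets used here, 944 were called higher in KO and 494 lower with an effect size above 0.5, and as the study chose them on the same arrays, these counts are not independent evidence.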

Notably, the promoters bound with and regulated by EKLF were distributed throughout the mouse genome, with no obvious preference for any chromosome (Figure 2A,B).

### 2.2. Functional and Pathway Analysis of EKLF Target Genes

Previous reports by others using the Ingenuity Pathway analysis (IPA) and GeneGo MetaCore analysis platform showed that EKLF target genes were associated with a variety of cellular activities or pathways, including general cellular metabolism, cell maintenance, cell cycle control, DNA replication, general cell development, and the development of a hematologic system [28,41]. To gain further insight into the potential biological roles and functions of EKLF, we applied the IPA software for the analysis of the putative 1866 direct target genes of EKLF. The analysis identified the top five over-represented networks of the down-regulated EKLF targets and the up-regulated EKLF targets, respectively (Table S2). The significance of the relevant networks was strengthened with use of the higher cut-off score of 25 to ensure that reliable functional networks built by IPA were eligible (Table S2 and Table S3A,B). Our network analysis confirmed the previously established association of the hematological system development/function with the up-regulated EKLF targets [28]. Notably, the top network associated with either the down-regulated EKLF targets or up-regulated EKLF targets was related to the metabolism and small molecule biochemistry (Table S2). Additionally, the significant networks/functions associated with the down-regulated EKLF targets were more broad than those with the up-regulated EKLF targets (Table S2). Overall, our analysis was consistent with previous studies [27,28], in that the promoter occupancy by EKLF also played important roles in the developmental processes, other than erythropeisis and hematological development.

We also used IPA software to group the number of EKLF targets according to their respective biological functions, regulatory pathways, and physiological functions (Table S1 and Table S4A,B). Of the top five molecular and cellular functions, cell death/survival, cellular assembly/organization, and cellular function/maintenance were overrepresented in both the up-regulated and down-regulated EKLF targets. Further enrichment analysis of the canonical pathways using the IPA software revealed significant overrepresented pathways across the same two genes lists (Table S3 and Table S5A,B). The prominent enrichment of the up-regulated EKLF targets was related to cell cycle control of the chromosomal replication, EIF2 signaling, mitochondrial dysfunction, hypusine biosynthesis, and tryptophan degradation III (Eukaryotic; Supplementary Figure S3). 

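Genes of these pathways in Table S5 were mostly lower in the KO fetal liver. In the cell cycle pathway, 12 genes were measured and 11 were lower and none higher in KO, with Orc6, a subunit of the origin recognition complex, at -1.04 and Mcm7, of the replicative helicase, at -0.95. For the cell cycle pathway the median log2 difference was -0.71 but 0.07 with hybridisation control scaling, with adjusted p = 4.7e-05 from camera and adjusted p = 0.25 with an estimated correlation. In the EIF2 pathway, 15 genes were measured and 14 were lower and none higher in KO, among them Rplp0 and Rpl22, which encode ribosomal proteins (-0.68 and -0.76, but 0.093 and 0.017 with hybridisation control scaling). For the EIF2 pathway the median log2 difference was -0.57, -0.053 after quantile normalization but 0.20 with hybridisation control scaling, with adjusted p = 9.1e-06 from camera and adjusted p = 0.17 with an estimated correlation. In the mitochondrial pathway, 16 genes were measured and 15 were lower and none higher in KO, among them Htra2, a mitochondrial protease gene (-1.15), and Uqcr11, of respiratory complex III (-0.96). For the mitochondrial pathway the median log2 difference was -0.72, -0.43 after quantile normalization but 0.06 with hybridisation control scaling, with adjusted p = 5.9e-07 from camera and adjusted p = 0.14 with an estimated correlation. Dohh and Eif5a, the enzyme and the substrate of hypusine synthesis, were both lower, with log2 differences of -0.62 and -0.69 (but 0.16 and 0.083 with hybridisation control scaling). For this hypusine pair the median log2 difference was -0.65 but 0.12 with hybridisation control scaling, with adjusted p = 0.057 from camera. Of 3 measured genes of tryptophan degradation, 2 were lower and none higher in KO, namely Haao (-1.04) and Hadh (-0.60, but 0.18 with hybridisation control scaling). For this tryptophan list the median log2 difference was -0.70 (-0.60 with group means below 100 set to 100), -1.06 after quantile normalization but 0.078 with hybridisation control scaling, with adjusted p = 0.047 from camera and adjusted p = 0.29 with an estimated correlation. The counts were as high when adjusted over the list alone. The study chose these genes by their difference on these arrays, so the counts are not independent evidence of their direction. Among the genes named here, the call on the brightest probe set was lost after quantile normalization for Rplp0, Rpl22, Eif5a and Hadh, and with hybridisation control scaling for Orc6, Mcm7, Rplp0, Rpl22, Htra2, Uqcr11, Dohh, Eif5a, Haao and Hadh (limma). Counted again by scaling, the calls higher and lower were, after quantile normalization, 1 and 3 for the EIF2 pathway, and, with hybridisation control scaling, 1 and 0 for the cell cycle pathway, 1 and 1 for the EIF2 pathway, 1 and 0 for the mitochondrial pathway, 0 and 0 for this hypusine pair and 0 and 0 for this tryptophan list.

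Wider lists, not drawn from the study's tables, were tested as well. Of 31 genes of DNA replication and G1/S, 28 were lower and none higher in KO (and as many adjusted over the list alone), and the largest falls after E2f2 included Rrm2, a subunit of ribonucleotide reductase (-1.98). For DNA replication the median log2 difference was -0.88 and -0.10 with hybridisation control scaling, with adjusted p = 9.3e-12 from camera and adjusted p = 0.25 with an estimated correlation. Of 17 mitotic genes, 10 were lower and 1 higher in KO (12 lower and 1 higher adjusted over the list alone), with Birc5, the gene of survivin, at -1.14 and Kif11, a spindle motor, at 0.34. For mitosis the median log2 difference was -0.38 but 0.40 with hybridisation control scaling, with adjusted p = 2.4e-04 from camera and adjusted p = 0.26 with an estimated correlation. The cell cycle inhibitors went both ways, as of 9 genes 3 were lower and 3 higher in KO (and as many adjusted over the list alone), with Cdkn1a, the gene of p21, higher (2.25) and Cdkn2c lower (-1.95). For cell cycle inhibitors the median log2 difference was -0.25, -0.11 after quantile normalization but 0.53 with hybridisation control scaling, with adjusted p = 0.41 from camera, but the list lay lower than other genes with hybridisation control scaling (adjusted p = 0.018). Over WT the medians of the inhibitors were -0.15, 0.38, -0.073 and 0.24 in KO replicates 2 to 5. Of 43 cytosolic ribosomal protein genes, 33 were lower and 2 higher in KO (and as many adjusted over the list alone), from Rpl27a at -2.29 to Rpl37 at 1.90. For cytosolic ribosomal proteins the median log2 difference was -0.49 but 0.0019 after quantile normalization and 0.29 with hybridisation control scaling, with adjusted p = 3.2e-08 from camera and adjusted p = 0.25 with an estimated correlation. Of 41 genes of translation initiation, the kinases and regulators of eIF2 included, 12 were lower and 6 higher in KO (and as many adjusted over the list alone), with the kinase gene Eif2ak2 at 0.91 and Eif5a among the falls. For translation initiation factors the median log2 difference was -0.036 but 0.067 after quantile normalization and 0.74 with hybridisation control scaling, with adjusted p = 0.22 from camera. Of 77 genes of the mitochondrial respiratory chain, 51 were lower and 2 higher in KO (53 lower and 3 higher adjusted over the list alone), with Ndufa5, of complex I, at -0.91 and Cox6b2 at 1.47. For the respiratory chain the median log2 difference was -0.45, -0.18 after quantile normalization but 0.32 with hybridisation control scaling, with adjusted p = 1.4e-10 from camera and adjusted p = 0.25 with an estimated correlation. Of 10 genes of hypusine synthesis and polyamines, 5 were lower and 2 higher in KO (and as many adjusted over the list alone), with Odc1, ornithine decarboxylase, at -1.00. For hypusine and polyamines the median log2 difference was -0.36 but 0.42 with hybridisation control scaling, with adjusted p = 0.043 from camera and adjusted p = 0.28 with an estimated correlation. Of 7 genes of tryptophan breakdown, 4 were lower and 1 higher in KO (and as many adjusted over the list alone), with Kmo at -0.93 and Gcdh at 0.72. For tryptophan breakdown the median log2 difference was -0.70 (-0.42 with group means below 100 set to 100), -1.06 after quantile normalization but 0.078 with hybridisation control scaling, with adjusted p = 0.07 from camera, but the list lay lower than other genes with hybridisation control scaling (adjusted p = 0.0065) and with poly-A control scaling (adjusted p = 0.046). By scaling, single calls were lost on the brightest probe set after quantile normalization for Eif2ak2 and Eif5a, with 75th percentile scaling and with poly-A control scaling for Kif11, and with hybridisation control scaling for Birc5, Eif5a, Ndufa5, Odc1 and Kmo (limma). The calls higher and lower were, after quantile normalization, 6 and 3 for cytosolic ribosomal proteins, 13 and 3 for translation initiation factors and 5 and 21 for the respiratory chain, and, with hybridisation control scaling, 2 and 4 for DNA replication, 7 and 0 for mitosis, 12 and 2 for cytosolic ribosomal proteins, 31 and 0 for translation initiation factors, 28 and 0 for the respiratory chain, 5 and 0 for hypusine and polyamines and 2 and 1 for tryptophan breakdown, and, with poly-A control scaling, 1 and 24 for the respiratory chain. For translation initiation factors they were 2 and 21 with 75th percentile scaling and 3 and 6 with poly-A control scaling.

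After quantile normalization the ribosomal, respiratory chain, polyamine, EIF2 and Table S5 tryptophan lists no longer passed the test (adjusted p = 0.30, 0.14, 0.39, 0.53 and 0.14 from camera), while translation initiation lay higher than other genes (adjusted p = 0.046 from camera). The polyamine list and Table S5 tryptophan list also missed it with 75th percentile scaling (adjusted p = 0.069 and 0.11 from camera), and the polyamine list with hybridisation and poly-A control scaling (adjusted p = 0.13 and 0.08 from camera). The polyamine list missed it without KO replicate 4 or 5 (adjusted p = 0.056 and 0.065 from camera), and the Table S5 tryptophan list without WT replicate 1, 2 or 4 or KO replicate 2 or 4 (adjusted p = 0.06, 0.053, 0.051, 0.054 and 0.06 from camera). With KO replicates 2 and 4 alone both missed it (adjusted p = 0.099 and 0.056 from camera).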

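A further group of Table S5 pathways had genes that were mostly higher in the KO fetal liver. Of 22 measured genes of insulin receptor signaling, 14 were higher and none lower in KO, among them Ppp1r3c, a glycogen-targeting phosphatase subunit (2.17), and Gys1, glycogen synthase (1.22). For these insulin genes the median log2 difference was 0.48 and 0.21 with 75th percentile scaling, with adjusted p = 8.8e-04 from camera and adjusted p = 0.13 with an estimated correlation. Of 23 genes of gap junction signaling, 18 were higher and none lower in KO, among them Gucy1b1, a subunit of soluble guanylate cyclase (1.53), and Prkcq, a protein kinase C gene (1.49). For these gap junction genes the median log2 difference was 0.90 (0.86 with group means below 100 set to 100) and 0.58 after quantile normalization, with adjusted p = 3.3e-05 from camera and adjusted p = 0.17 with an estimated correlation. Of 13 genes of nitric oxide signaling, 11 were higher and none lower in KO, with Flt1, a VEGF receptor, at 1.69. For nitric oxide signaling in Table S5 the median log2 difference was 0.90 and 0.58 after quantile normalization, with adjusted p = 2.6e-04 from camera and adjusted p = 0.14 with an estimated correlation. Of 14 genes of PDGF signaling, 11 were higher and none lower in KO, with the ligand gene Pdgfb at 1.18. For these PDGF genes the median log2 difference was 0.69 and 0.43 with 75th percentile scaling, with adjusted p = 1.7e-04 from camera and adjusted p = 0.14 with an estimated correlation. Of 6 genes of chondroitin sulfate degradation, 4 were higher and none lower in KO, among them Hexa, a lysosomal hexosaminidase (1.32), and Gm2a (0.84). For chondroitin degradation in Table S5 the median log2 difference was 0.61, 0.35 after quantile normalization and 0.35 with 75th percentile scaling, with adjusted p = 0.17 from camera. As many were found when adjusted over the list alone. Under 75th percentile scaling the calls higher and lower were 8 and 3 for insulin receptor signaling and 16 and 2 for gap junction signaling. They were 9 and 1 for nitric oxide signaling, 8 and 0 for PDGF signaling and 2 and 1 for chondroitin degradation. After quantile normalization the insulin genes had 11 and 1. With hybridisation control scaling every measured gene of these lists was called higher. Since the study picked these genes on the same arrays, they are not independent evidence of direction.

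In the lists not drawn from the study's tables, 17 genes of gap junction and nitric oxide signaling were measured and 13 were higher and none lower in KO (and as many adjusted over the list alone), with Prkca at 1.09. For gap junction and nitric oxide signaling the median log2 difference was 0.85, with adjusted p = 7.5e-04 from camera and adjusted p = 0.17 with an estimated correlation. Of 18 genes of PDGF signaling, 12 were higher and 1 lower in KO (13 higher and 1 lower adjusted over the list alone), where Jun, an immediate early gene, rose (2.84) and Sphk1, sphingosine kinase, fell (-1.75). For PDGF signaling the median log2 difference was 0.48 and 0.21 with 75th percentile scaling, with adjusted p = 1.0e-03 from camera and adjusted p = 0.19 with an estimated correlation. Of 15 genes of chondroitin sulfate and lysosomal breakdown, 11 were higher and none lower in KO (and as many adjusted over the list alone), but 4 higher and 3 lower with 75th percentile scaling. For chondroitin sulfate and lysosomal breakdown the median log2 difference was 0.53, 0.32 after quantile normalization and 0.26 with 75th percentile scaling, with adjusted p = 0.013 from camera and adjusted p = 0.39 with an estimated correlation. Of 20 genes of insulin receptor signaling, 7 were higher and 3 lower in KO (and as many adjusted over the list alone), with Pik3c2a at 1.00 and Gsk3b, a kinase that inhibits glycogen synthase, at -1.05 on its brightest probe set, against 2.08 on its most variable one. For insulin receptor signaling the median log2 difference was 0.18 (0.14 with group means below 100 set to 100) but -0.084 with 75th percentile scaling, with adjusted p = 0.38 from camera. Markers of stellate and mesenchymal cells were also higher, as of 14 genes 9 were higher and 1 lower in KO (and as many adjusted over the list alone), with Col1a1, a collagen gene, at 1.58 and Lox, lysyl oxidase, at 1.56, while Lhx2 was lower (-0.43, but 0.34 with hybridisation control scaling). For stellate and mesenchymal cells the median log2 difference was 0.70 and 0.43 with 75th percentile scaling, with adjusted p = 0.0077 from camera and adjusted p = 0.3 with an estimated correlation. Calls on the brightest probe set were lost with hybridisation control scaling for Gsk3b and Lhx2, and with poly-A control scaling for Lhx2 (limma). Counted again by scaling, the calls higher and lower were, with 75th percentile scaling, 3 and 6 for insulin receptor signaling, 4 and 3 for chondroitin sulfate and lysosomal breakdown and 5 and 1 for PDGF signaling, and, with poly-A control scaling, 3 and 2 for insulin receptor signaling and 3 and 0 for chondroitin sulfate and lysosomal breakdown.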

The enrichment of the down-regulated EKLF targets was related to insulin receptor signaling, chondroitin sulfate degradation (Metazoa), gap junction signaling, nitric oxide signaling in the cardiovascular system, and PDGF signaling (Supplementary Figure S4). Together, the above further established the specific functions and associated biological pathways associated with the EKLF target genes.

### 2.3. Identification of Potential Transcription Factors Co-Regulating the EKLF Targets

As co-occurrences of specific transcription factor-binding motifs in the promoters would suggest the cooperation of these factors in transcriptional regulation [42,43], we searched factor-binding motifs across the EKLF-bound promoters, as described in the Material and Methods. Specifically, the consensus transcription factor-binding motifs were ranked based on how often a particular motif occurred within the sequence ID. This observed frequency was applied to all the consensus transcription factor-binding motifs identified within the EKLF-bound regions on each sequence ID (Table S4 and Table S6). As expected, the most abundant transcription factor-binding motif in the EKLF-bound and regulated promoters was the consensus EKLF-binding sequence CACCC, which was present a total of 2390 times in 2391 of the EKLF target sequence IDs, corresponding to 2143 times in 2644 distinct gene promoters. Consistent with Tallack et al. [27], the binding motifs of known transcription factors functionally interacting with EKLF, such as TAL1 and GATA1 [27], were also identified, which were present at least once in 2390 (2143 distinct gene promoters) and 2384 (2139 distinct gene promoters) of the EKLF target sequence IDs, respectively. In addition, the binding motifs of a number of other transcription factors possibly interacting with EKLF functionally, such as PEA3, LVa, H4TF-1, and XREbf were also identified in this way (Table S4 and Table S6). 

To investigate the functional cooperation between TAL1 and EKLF or between GATA1 and EKLF, we further analyzed the distance between the binding motifs of GATA1 or TAL1 and that of EKLF. Indeed, the distribution of the TAL1 binding motifs had the highest frequencies between +100 bp and −100 bp from the EKLF binding motifs, indicating a functional cooperation between TAL1 (or possibly Ldb1 complex) and EKLF. Moreover, this cooperation likely acts through the binding of TAL1 upstream of the EKLF protein (Figure 2C). The distribution pattern of the GATA1 binding motifs also supported the cooperation between this factor and EKLF (Figure 2D), although there was no obvious upstream/downstream preference between these two factors.

### 2.4. Likelihood of Tal1 Gene as a Regulatory Target of EKLF in E14.5 Fetal Liver Cells

Our motif analysis across the EKLF-bound promoters revealed that the binding motifs of the transcriptional factor TAL1 had the highest frequency of co-occupancy with the binding motifs of EKLF (Table S4). Interestingly, in the hematopoietic system, the transcription factor duet EKLF-GATA1 or TAL1-GATA1 served as part of the specific activation complex(es) in the erythroid cells [43,44,45], and both the *Eklf* gene [46,47] and the *Tal1* gene [48,49] were activated by the GATA1 factor [28,29]. We thus further investigated whether there was also an epistatic relationship between *Eklf* and *Tal1*. 

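Tal1, which encodes a basic helix-loop-helix factor of blood cell formation, was lower in every KO fetal liver than in any WT fetal liver. Its log2 signal was 13.75, 13.58, 13.79 and 13.65 in WT replicates 1 to 4 and 12.79, 12.13, 12.61 and 11.99 in KO replicates 2 to 5. The means were 13.69 ± 0.096 (SD, n = 4) and 12.38 ± 0.38 (SD, n = 4), a 2.49-fold lower signal in KO (log2 difference -1.31, SE 0.18, adjusted p = 4.8e-04 from limma). The exact permutation test gave p = 0.029, the smallest p that 4 arrays against 4 allow. With all arrays set to the same hybridisation control signal, the difference of Tal1 was -0.54 and missed the threshold (adjusted p = 0.051 from limma), at the upper end of the 2.4e-05 to 0.051 found over all alternatives. That scaling used part of the hybridisation controls and moved every difference by 0.78, whereas all 18 together differed by -0.75. Scaling to all 18 was not tested.

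Other transcription factors of the lineage moved both ways. Of 21 erythroid transcription factor genes, Tal1 and Klf1 among them, 12 were lower and 4 higher in KO (and as many adjusted over the list alone). For erythroid transcription factors the median log2 difference was -0.60 but 0.17 with hybridisation control scaling, with adjusted p = 8.8e-04 from camera and adjusted p = 0.19 with an estimated correlation. Sox6 (-2.98), Klf3 (-2.16), Lmo2 (-1.89) and Bcl11a (-1.46) fell, and Mafg (0.87) and Cbfa2t3 (0.67) rose. Gata1, the factor that shares complexes with EKLF and TAL1, had a log2 difference of -0.39, SE 0.13, adjusted p = 0.031 from limma, but 0.38 with hybridisation control scaling. The call of Gata1 was also lost after quantile normalization, with poly-A control scaling, without the filter and with the replicate block (adjusted p = 0.15, 0.16, 0.10 and 0.22 from limma), and with the methods' t-test after adjustment (adjusted p = 0.074 from the methods' t-test). It was lost too without WT replicate 1, 3 or 4 or KO replicate 3 or 5 (adjusted p = 0.069, 0.077, 0.063, 0.075 and 0.075 from limma), and with KO replicates 2 and 4 alone (adjusted p = 0.14 from limma), and its adjusted p ranged from 0.0034 to 0.22 over the alternatives. Nfe2 fell (-0.86, SE 0.16, adjusted p = 0.0027 from limma, and -0.081 with adjusted p = 0.76 with hybridisation control scaling). Zfpm1, the gene of FOG1, rose (0.44, SE 0.088, adjusted p = 0.0034 from limma), as did Fli1, a factor of the megakaryocyte lineage (0.95, SE 0.21, adjusted p = 0.0051 from limma). Spi1, the gene of PU.1, and Ldb1 did not pass the test, at 0.44 (adjusted p = 0.12 from limma) and 0.22 (adjusted p = 0.10 from limma, and -0.043 with 75th percentile scaling). The paper comes to Tal1 from the motifs it finds near those of EKLF. From these arrays and further assays, RT-qPCR of fetal liver among them, it concludes that EKLF activates Tal1 by binding its promoter. Those further assays were not analysed here. Among the other genes named here, the call on the brightest probe set was lost after quantile normalization for Cbfa2t3, with 75th percentile scaling for Zfpm1, and with poly-A control scaling for Cbfa2t3 and Zfpm1 (limma). The calls higher and lower were, with hybridisation control scaling, 9 and 6 for erythroid transcription factors.

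**Figure D2:**
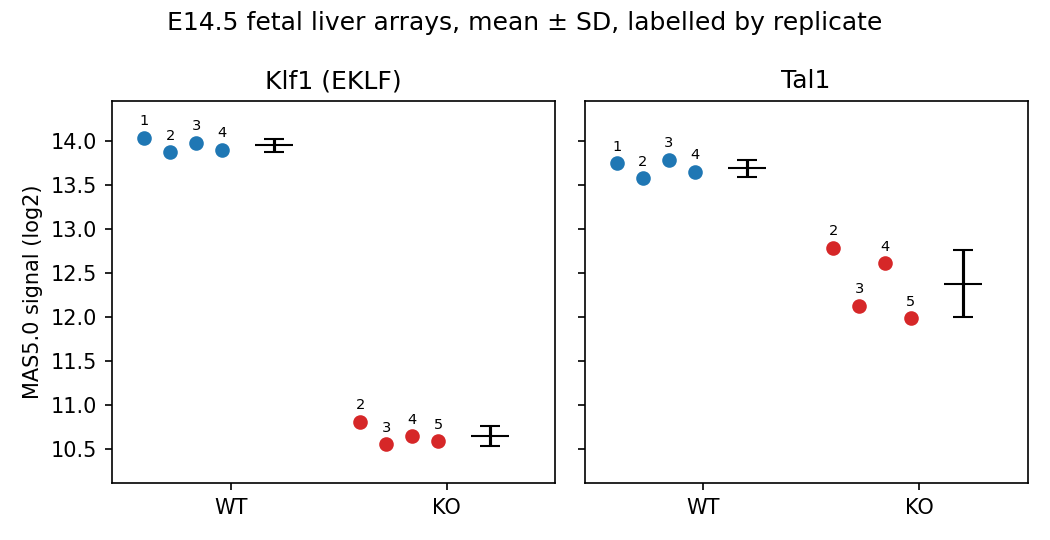
Log2 MAS5.0 signal of Klf1 and Tal1 (y axis) on each array of WT and KO fetal liver (x axis), with points labelled by replicate number and bars for the mean ± SD of 4 arrays. For Tal1 the KO arrays lie between 11.99 and 12.79 and the WT arrays between 13.58 and 13.79, and for Klf1 between 10.56 and 10.81 and between 13.87 and 14.04.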

Gene expression profiling by microarray hybridization revealed a 2.5-fold (effect size = 1.3139) down-regulation of the *Tal1* transcript in the E14.5 *Eklf*^−/−^ fetal liver in comparison with the wild-type E14.5 fetal liver (Table S1A). This microarray data were validated by RT-qPCR. As shown, the level of *Tal1* mRNA in the *Eklf*^−/−^ fetal livers was decreased significantly, down to 47% of the level detected in wild-type fetal liver (left histograph, Figure 3A). In parallel, the TAL1 protein level in the *Eklf*^−/−^ fetal livers cells was also down-regulated by 70% when compared with the wild type (right panels and histograph, Figure 3A). Thus, not only the TAL1 factor could activate the *Eklf* gene transcription [39,40], but the *Tal1* gene might also be a regulatory target of EKLF. As *Eklf*^−/−^ mice and *Tal1*^−/−^ mice both exhibited a deficit of erythroid-lineage cells after the stage of basophilic erythroblasts [33,46], we suspected that the promotion of erythroid terminal differentiation from pro-erythroblasts to basophilic erythroblasts very likely required EKLF-dependent activation of the *Tal1* gene transcription. 

### 2.5. EKLF As an Activator of Tal1 Gene Expression during Erythroid Differentiation

To further examine whether EKLF was an activator of *Tal1* gene transcription in erythroid cells, we first analyzed the expression level of *Tal1* mRNA in cultured mouse erythroid leukemic (MEL) cells during DMSO induced erythroid differentiation. Similar to βmaj mRNA, the *Tal1* mRNA was expressed in un-induced MEL at a basal level, which was increased by 2–3 fold upon DMSO differentiation (top, Figure 3B). Consistent with this, the protein level of TAL1 was also up-regulated during a 48 h period of DMSO-induced differentiation, but was down-regulated subsequently (bottom, Figure 3B). The up-regulation of the *Tal1* gene supported the scenario that a sustained higher expression of the *Tal1* gene was required for erythroid differentiation. The biphasic expression profile of the TAL1 protein further suggested that the requirement of TAL1 for MEL cell differentiation was up to 48 h after DMSO-induction, which corresponded to the basophilic/polychromatic stages of erythroid differentiation. 

We then analyzed the *Tal1* mRNA levels in two independent MEL cell-derived stable clones, 4D7 and 2M12. As shown in Figure 3C, the knock-down of *Eklf* mRNA by the doxycycline-induced shRNAs led to a significant reduction in the *Tal1* mRNA under the condition of DMSO-induced erythroid differentiation, but not in the un-induced MEL cells. The latter result further supported that EKLF was not part of the regulatory program of *Tal1* gene transcription in MEL cells prior to their differentiation. The data of Figure 3C indicate that EKLF was required for the activation of *Tal1* gene transcription during the DMSO-induced erythroid differentiation of MEL cells. Together with the loss-of-function of *Eklf* studied in the mouse fetal liver (Figure 3A), we conclude that while TAL1 is a known activator of *Eklf* gene transcription, EKLF also positively regulates *Tal1* gene transcription during erythroid differentiation from CFU-E/ pro-erythroblasts to the basophilic/polychromatic erythroid cells.

### 2.6. Binding In Vivo of EKLF to the Upstream Promoter of Tal1 Gene

How would EKLF activate the *Tal1* gene transcription during erythroid differentiation? It could either directly activate the *Tal1* gene through DNA-binding in the regulatory regions of the gene, e.g., its promoter or enhancer, or indirectly through other transcriptional cascades. In an interesting association with the above data of *Tal1* expression in the presence and absence of EKLF, the ChIP-chip analysis identified two regions with significant reads of EKLF-binding, one of which (region I, 114,551,700–114,552,900 on chromosome 4, NCBI 36/mm8) was located around the *Tal1* gene in the E14.5 fetal liver cells (Figure 4A, Table S2, Table S1A). In the mouse erythroid cells, the *Tal1* gene encodes a *Tal1* mRNA isoform A (Figure 4B) consisting of five exons, with the most upstream exon1 located at 115,056,426–115,056,469 (NCBI 36/mm10). However, no CCAAT box or TATA box or CACCC box could be found 300 bp upstream of this exon 1. Instead, we found these motifs in a region ~860 bp upstream of isoform A exon 1 (Figure 4B,C; see also sequence in Figure 5A). We thus suspected that exon 1 of the *Tal1* gene might be longer than currently documented in the database. Alternatively, there might be another exon upstream of the exon 1 of isoform A. 

To solve the issue, we carried out a semi-quantitative RT-PCR analysis of the MEL cell RNAs using different sets of primers. As shown in the bottom panels of Figure 4B, the use of the forward primer PF-3 with any one of four different reverse primes (AR-1, AR-2, AR-3, and AR-4) would not generate a RT-PCR band on the gel. On the other hand, the use of the forward primer PF-1 or PF-2 together with the four reverse primers generated RT-PCR bands, the lengths of which were consistent with the existence of an exon (115,055,766–115,056,469, NCBI 36/mm10) consisting of the previously known isoform A exon 1 at its 3′ region (diagram, Figure 4B). Based on these RT-PCR data and the common distance (25–27 bp) between the promoter TATA box and transcription start site(s) of the polymerase II-dependent genes, we suggest a map of the promoter region of *Tal1* gene upstream of the newly identified exon1, which contains the TATA box at −28, two CCAAT boxes at −133 and −57, and three CACCC boxes (−788, −710, and −185) upstream of the transcription start site or TSS (Figure 4C and Figure 5A). 

To validate the in vivo binding of EKLF in the newly identified *Tal1* promoter, we carried out a ChIPq-PCR analysis. As shown in Figure 4C, use of four different sets of primers spanning different regions upstream and downstream of the *Tal1* transcription start site (TSS) indicated EKLF-binding to region b containing the distal CACCC boxes E1 at −788/E2 at −710, and to region c containing the proximal CACCC box E3 at −185. 

### 2.7. Binding In Vivo of EKLF to the Proximal CACCC Box of Tal1 Promoter-Genomic Footprinting Analysis 

In order to examine whether EKLF indeed bound to the proximal CACCC box of the *Tal1* promoter in differentiated erythroid cells, we next carried out a genomic footprinting assay of the *Tal1* promoter in MEL cells before and after DMSO induction (Figure 5). As shown, upon DMSO induction of the MEL cells, genomic footprints appeared at the distal CACCC box E1 and more prominently the proximal CACCC box E3 at −185 (Figure 5). On the other hand, the distal CACCC box E2 at −710 was not protected in MEL cells with or without DMSO induction. Notably, the intensities of gel bands at −133, −132, −57, and −56 appeared to be enhanced upon DMSO induction, suggesting a binding of factor(s) at the two CCAAT boxes as well (Figure 5). These genomic footprinting data support the scenario that EKLF positively regulates the *Tal1* promoter activity through binding mainly to the proximal promoter CACCC box E3. This would facilitate the recruitment of other factors, including the CCAAT box-binding protein(s) to the *Tal1* promoter. 

### 2.8. Requirement of the Proximal CACCC Motif for Transcriptional Activation of the Tal1 Promoter by EKLF

To investigate whether EKLF was indeed an activator of *Tal1* gene transcription through binding to the proximal CACCC promoter box, we constructed a reporter plasmid p*Tal1*-luc, in which the *Tal1* promoter region from −900 to −1 was cloned upstream of the luciferase reporter. Three mutant reporter plasmids, p*Tal1*(Mut E1)-Luc, p*Tal1*(Mut E2)-Luc, and p*Tal1*(Mut E3)-Luc, were also constructed, in which the CACCC box E1, E2, or E3 was mutated (Figure 6A). Human 293T cells were then co-transfected with one of these four reporter plasmids, plus an expression plasmid pFlag-EKLF. As shown in Figure 6B, the luciferase reporter activity in the cells co-transfected with p*Tal1*-Luc, p*Tal1*(Mut E1)-Luc, or p*Tal1*(Mut E2)-Luc increased in a Flag-EKLF dose-dependent manner. However, mutation at the E3 box of the reporter plasmid p*Tal1*(Mut E3)-Luc prohibited this increase. This result, in combination with the genomic footprinting data of Figure 5, demonstrate explicitly that the binding of EKLF to the proximal CACCC box E3, but not the distal E1 or E2 box, in differentiated erythroid cells is required for the transcriptional activation of the *Tal1* promoter.

## 3. Discussion

A well-coordinated group of transcription factors regulate similar or distinct sets of target genes, which build up the diverse functional networks and biological pathways governing the process of erythropoiesis. Among these factors are GATA1, FOG1, FLI1, PU.1, TAL1/SCL, and EKLF [2,3,4,10]. Previously, global analyses by gene expression profiling with the use of the microarrays have suggested the potential target genes and genetic pathways that function in erythropoiesis, as regulated by GATA1, TAL1/SCL, and EKLF [17,18,29,36,39,49]. Later, ChIP analysis in combination with next-generation sequencing and microarray hybridization further provided lists of genes that could be regulated directly, through DNA-binding, by these factors [27,28,38,39,50]. Among the factors the potential regulatory targets of which have been studied globally is EKLF. In particular, the two sets of ChIP-Seq analyses have each provided a set of direct target genes of EKLF in the mouse fetal liver cells [27,28]. The change of binding of EKLF to its potential gene targets during differentiation from erythroid progenitors to erythroblasts in the E13.5 fetal liver has also been analyzed [28]. However, these two studies have displayed divergent data with respect to the identities of genes directly regulated by EKLF. 

In this study, we analyzed the regulatory functions of EKLF in E14.5 mouse fetal liver cells through the combined use of genome-wide expression profiling and a promoter ChIP-chip assay. Unexpectedly, the number of direct gene targets (1866), as defined by the occupancy of EKLF within −3.75 kb to +0.75 kb relative to TSS (1.2-fold enrichment) and a >1.4 fold change in the expression levels upon depletion of *Eklf* in the gene knockout mice, are significantly higher than those derived from Tallack et al. [27] and Pilon et al. [28]. As shown in Figure S5A, of the 1866 EKLF target genes that we identified, 257 genes (13.7%) overlapped with the data set from Tallack et al. [27], and 231 genes (12.3%) overlapped with the data set from Pilon et al. [28]. Furthermore, the number of overlapping genes between those two data sets was only 199. Moreover, among the direct targets identified in the three studies, only 55 (2.9% of 1866) were in common (Figure S5A). The inconsistencies of the conclusions among the three groups with respect to the direct target genes of EKLF likely resulted from the use of different antibodies; different approaches; different developmental stages of the embryos analyzed; different mouse strains; different cell types; and, finally, analyses using different peak calling methods. Moreover, we used 1.4-fold as the cutoff line, rather than 2-fold chosen by the other two groups [17,28,29], when comparing the WT and *Eklf*^−/−^ expression profiles. This lower cutoff line may have allowed us to find more candidate targets that display subtle expression differences, but have a prominent functional significance. 

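Red cell genes lay on both sides of a 2-fold change. Kel, a blood group protein gene, and Rhag, a red cell membrane protein gene, fell in the KO fetal liver by less than that (log2 differences -0.74 and -0.66, but 0.037 and 0.12 with hybridisation control scaling). Aqp1, the water channel gene of the red cell, and Rhd fell by more (-2.35 and -2.04). At a minimum effect size of 0.5 on the log2 scale, 5168 genes with calls in a single direction were found, 3387 higher and 1781 lower in KO. At a minimum of 1 there were 2292 genes, 1723 higher and 569 lower. The balance at 0.5 turned with the scaling, with 2140 higher and 2766 lower after quantile normalization, 1950 and 3409 with 75th percentile scaling and 8748 and 252 with hybridisation control scaling. All counts are of genes called with limma and take no account of EKLF binding. By scaling, single calls were lost on the brightest probe set with hybridisation control scaling for Kel and Rhag (limma).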

Notably, the use of a higher cut-off line, i.e., 2-fold instead of 1.4-fold, reached a similar conclusion (Supplementary Figure S5B). 

One surprising outcome of our genome-wide study is the existence of a positive feedback loop between the two well-known erythroid-enriched transcription factors, EKLF and TAL1, in early erythroid differentiation. By loss-of-function analysis, we show that EKLF also positively regulates the expression of *Tal1* during erythroid differentiation (Figure 3). In particular, the induced depletion of *Eklf* drastically lowers the expression level of *Tal1* in DMSO-induced MEL cells (Figure 3C). The combined data from the ChIP-chip, genomic footprinting, and transient reporter assays further indicate that EKLF activates the *Tal1* gene transcription through binding to the proximal CACCC box in the newly identified *Tal1* promoter (Figure 4 and Figure 5). Consistent with this scenario of mutual activations of *Tal1* and *Eklf*, the mRNAs of *Tal1* and *Eklf* were both progressively up-regulated during erythroid differentiation of the primary mouse fetal liver cells [51]. Thus, our finding of the positive regulation of the *Tal1* gene by EKLF demonstrates the existence of a *Tal1*-*Eklf* positive feedback loop that promotes the mammalian erythroid differentiation in a tightly regulated time window, from the transition of Pro-E to Baso-E of the erythroid lineage.

We propose the following scenario for the mutual activation of *Tal1* and *Eklf*, as well as the functional consequences of this positive feedback loop during erythroid differentiation. In the erythroid lineage at the BFU-E/CFU-E/Pro-E stages, the two factors are already expressed at basal levels. EKLF is retained by FOE in the cytosol [26], while the TAL1 protein positively regulates the expression of *Eklf* [38,39]. When the cells enter the Baso-E stage, the EKLF protein is released from its physical interaction with FOE in the cytoplasm and is imported into the nucleus [26]. The imported EKLF binds to the E3 box of the *Tal1* promoter to enhance the promoter activity of *Tal1* (Figure 5 and Figure 6). This positive feedback loop rapidly amplifies both factors during erythroid terminal differentiation. As a result, the EKLF-mediated activation of *Tal1* may act as a valve that facilitates the commitment of the erythroid lineage from MEP through promoting the differentiation transition from Pro-E to Baso-E, thus sustaining the process after Baso-E. Furthermore, there is a high frequency of co-occupancy of EKLF and TAL1 in a number of promoters that are active in erythroid cell lines or erythroid tissues (Table S4) [27,28,29]. Thus, the *Eklf*/*Tal1* loop would irreversibly promote erythroid terminal differentiation through the up-regulation of not only *Eklf* and *Tal1*, but also their mutual downstream targets that are crucial for erythroid differentiation. For the latter process, the EKLF and TAL1 proteins may work within the same transcriptional complex(es) that bind to the composite CACCC box-E box in the promoters of these downstream targets [45]. The positive feedback regulatory loop between EKLF and TAL1, as identified in this study, provides a mechanism ensuring the commitment to erythroid differentiation among the multiple lineages of the hematopoietic system.

## 4. Material and Methods

### 4.1. Generation of Eklf^−/−^ Mice

As described elsewhere [11], the generation of B6 mouse lines with homozygous knockout of the *Eklf* gene, *Eklf*^−/−^, was carried out in the Transgenic Core Facility (TCF) of IMB, Academia Sinica, following the standard protocols with the use of the BAC construct containing genetically engineered *Eklf* locus and E2A-Cre mice.

### 4.2. Gene expression Profiling by Affymetrix Array Hybridization

The E14.5 mouse fetal livers from WT and *Eklf*^−/−^ mouse fetuses were homogenized by repeated pipetting in phosphate-buffered saline (PBS) (10 mM phosphate, 0.15 M NaCl [pH 7.4]). The total RNAs were then isolated with Trizol reagent (Invitrogen, Carlsbad, CA, USA) and were subjected to genome-scale gene expression profiling using the Mouse Genome Array 430A 2.0 (Affymetrix, Inc., Santa Clara, CA, USA). The standard MAS5.0 method was applied to normalize the gene expression data. The gene expression values were log-transformed for later comparative analysis. Statistical analysis was carried out using R 3.0.2 language (R Development Core Team, 2013, http://www.R-project.org, accessed on 21 July 2021)

### 4.3. Identification of Differentially Expressed Genes

The genes with differential expression patterns between the WT and *Eklf* ^−/−^ mice E14.5 fetal liver were first identified using a two-sided two sample *t*-test with the significance level at 0.05. As the set of probes for each annotated gene should all exhibit the same direction or sign when comparing the WT and *Eklf*^−/−^ samples, this consistency check was used to remove 257 ambiguous genes from the gene list. 

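Rbm39, a splicing factor gene, had probe sets that moved in opposite directions, as of 12 tested 9 were called higher in KO, 1 lower and 2 not, with the lower one at -1.80 and one of the higher at 1.43 (log2 difference, KO minus WT, adjusted p = 4.2e-06 and 0.00012 from limma). For Pdpk1, a kinase gene of insulin signaling, the brightest probe set was lower (-0.46, but 0.32 with hybridisation control scaling) and the mean over its probe sets was higher (0.52). With limma, 338 genes had called probe sets in both directions, and leaving them out left 11313 probe sets. The methods' t-test was run at its stated significance level over the 23438 probe sets above a signal of 100, with the array's control probe sets kept. With it 12281 probe sets of 6765 genes differed, of which 387 genes had probe sets in both directions, and 11255 probe sets and 6378 genes remained. After Benjamini-Hochberg adjustment of the methods' t-test, 9444 probe sets passed. The supplementary p-values recompute with unequal variances, the form used here. Calls on the brightest probe set were lost with hybridisation control scaling for Pdpk1 (limma).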

After filtering by the *p*-value threshold, a subset containing 12,277 statistically significant probe sets was obtained. 

### 4.4. Identification of EKLF-Bound Targets by Using NimbleGen ChIP-Chip Array Hybridization

The E14.5 mouse fetal liver cells were cross-linked, sheared, and the EKLF bound-chromatin complexes were immuno-precipitated (ChIP) with the AEK antibody [20] and rabbit IgG, respectively. The DNA was then purified from the immunoprecipitated chromatin samples using a QIAquick PCR purification kit (Qiagen, Hilden, Germany) and amplified by the Sigma GenomePlex WGA kit for hybridization with the Roche NimbleGen Mouse ChIP-chip 385 K RefSeq promoter arrays. 

There were 768,217 probes on the NimbleGen 385 K ChIP-chip array. These probes were grouped into 21,536 sequence IDs, each of which contained 5 to 320 probes that ranged from 49 bp to 74 bp in length. The distances between the probes in the same sequence ID ranged from 100 bp to 3700 bp. In general, these sequence IDs are located in the promoter regions of the genes, roughly from −3.75 kb to +0.75 kb, relative to the transcription start site (TSS). The sequence ID was assigned a gene name when the gene’s coding sequence overlapped with the region from 10 kb upstream to 10 kb downstream of the sequence ID. In this way, 652 sequence IDs were found to be located in the intergenic regions and 20,884 sequence IDs were near the coding regions of the genes.

To identify the binding targets of EKLF, the moving window with a size equal to 5 was adopted to test the hypothesis on a positive mean value using a one-sided *t*-test with the significant level set at 0.0017. This smaller cut-off value was chosen to account for the multiple comparisons. Specifically, there were 35 probes in each sequence ID, and the adjusted *p*-value was derived by (1 − (1 − 0.0017)^30^) ~0.05. The moving window was applied to each sequence ID separately. Finally, the results were summarized at the sequence ID level, and a sequence ID would be defined as a target site of EKLF if there was a significant peak in the sequence ID.

### 4.5. Matching between Affymetrix Probes and NimbleGen ChIP-Chip Probes

The E14.5 fetal liver gene expression data obtained from the Affymetrix array hybridization analysis allowed us to further reduce the false positives from the ChIP-chip dataset. To do this, the annotation strategy used in annotating the sequence IDs in the ChIP-chip array was adopted to match the probes from these two platforms by gene symbols. After this procedure, there were a total of 78,634 matched pairs between the ChIP-chip sequence IDs and Affymetrix probes.

### 4.6. Co-Occurrence of Binding Motifs and Relative Distance Distribution

First, 226 known transcription factor-binding motifs were extracted from the previous report [28]. For each of these binding motifs, the number of sequences in the mouse genome bearing the motif was sorted. The top co-existing binding motifs with EKLF were then further investigated. The relative distance between a co-existing motif and the EKLF-binding motif was calculated for each sequence ID. However, when multiple binding motifs existed in the same sequence ID, multiple distances would be generated. In that case, the shortest distance was selected as the representative distance in that sequence ID. The relative distance distribution was then plotted to inspect the potential localization biases. The existence of a localization bias provided further indication that two transcription factors might interact in certain way to regulate the particular target gene(s).

### 4.7. Functional Enrichment Analysis

An analysis was carried out with the use of IPA (Ingenuity^®^ Systems, www.ingenuity.com, accessed on 21 July 2021) to identify the genes significantly associated with specific biological functions and/or diseases in the Ingenuity Knowledge Base. Right-tailed Fisher’s exact test was used to calculate the *p*-value, determining the probability that each biological function and/or disease assigned to that data set was due to chance alone. The list of genes with significant EKLF-binding enrichment and deemed to be expressed differentially in WT and KO mice fetal livers was imported into IPA. The up-regulated and down-regulated EKLF targets were first mapped to the functional networks available in the IPA database, and then ranked by scores computed with the right-tailed Fisher’s exact test mentioned above. As listed in Table S3A,B, this analysis identified significant over-represented molecular and cellular functions (*p* value < 0.05) associated with the imported up-regulated and down-regulated EKLF targets that were eligible (score > 25), with significance scores of 26 and 34, respectively (Figures S1 and S2). 

### 4.8. ChIP-qPCR 

The ChIP-PCR analysis followed the procedures of Daftari et al. [52]. The sonicated cell extracts from formaldehyde cross-linked E14.5-day mouse fetal liver cells were immuno-precipitated with anti-EKLF and purified rabbit IgG, respectively. The precipitated chromatin DNA was purified and analyzed by quantitative PCR (qPCR) in the Roche LightCycle Nano real-time system. The sequences of the primers used for q-PCR designed by our lab are listed in Table S7. Each target gene was amplified with one set of primers flanking the putative EKLF-binding CACCC motif(s) and two sets of non-specific primers bracketing the regions located upstream and downstream of the CACCC motif(s), respectively. 

### 4.9. Plasmid Construction

Mouse *Eklf* cDNA was derived by the RT-PCR of RNA from DMSO-induced MEL cells and was cloned into the vector pCMV-Flag (Invitrogen), resulting in pFlag-EKLF. Plasmids for the luciferase reporter assay were constructed in the following way: *Tal1* promoter region from −1 to −900 relative to the transcription start site of the newly identified *Tal1* exon 1 was amplified by PCR of mouse genomic DNA, with the addition of a XhoI cutting site at the 5′ end and a HindIII site at 3′ end, and cloned into the XhoI and HindIII sites in the psiCHECK™-2 Vector (Promega, Madison, WI, USA), resulting in the plasmid p*Tal1*-Luc. *Tal1* promoter DNA fragments with the putative EKLF-binding CACCC box(es) mutated were generated by fusion PCR, using the endogenous *Tal1* promoter as the template. The sequences of the three mutated CACCC boxes and their flanking regions in these fragments were E1 box, 5′-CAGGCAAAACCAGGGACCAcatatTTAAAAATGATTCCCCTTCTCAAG-3′; E2 box, 5′-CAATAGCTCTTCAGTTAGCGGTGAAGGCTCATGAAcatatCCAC-3′; and E3 boxes, 5′-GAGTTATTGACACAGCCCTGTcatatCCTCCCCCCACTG-3′. The inserts of all of the plasmids were verified by DNA sequencing before use.

### 4.10. Cell Culture, Differentiation, DNA Transfection, and Knockdown of Gene Expression

The murine erythroleukemia cell line (MEL) was cultured in Dulbecco’s modified Eagle medium containing 20% fetal bovine serum (Gibco, Carlsbad, CA, USA), 50 units/mL of penicillin, and 50 μg/mL of streptomycin (Invitrogen). For the induction of differentiation, the cells at a density of 5 × 10^5^/mL were supplemented with 2% dimethyl sulfoxide (DMSO; Merck) and the culturing was continued for another 24 to 72 h. DNA transfection of the MEL cells and K562 cells was carried out using the TurboFect transfection reagent (Thermo Scientific, Waltham, MA, USA) and Lipofectamine^®^ 2000 transfection reagent (Life Technologies, Carlsbad, CA, USA), respectively. 

For knockdown of the *Eklf* gene expression, MEL cell line-derived clones 4D7 and 2M12 [7] were maintained in 20 μg/mL of blasticidin (Invitrogen) and 1 mg/mL of G418 (Gibco). Differentiation of the 4D7 and 2M12 cells was induced by 2% dimethyl sulfoxide (DMSO; Merck) for 48 h. The expression of shRNA targeting and the knocking-down *Eklf* was induced with the addition of 2 μg/mL of doxycycline (Clontech, Kusatsu, Japan) for 96 h, as described in Bouilloux et al. [7]. 

### 4.11. RNA Analysis

The total RNA from the MEL cells and fetal liver suspension cells were extracted with the TRIzol reagent (Invitrogen). cDNAs were synthesized using SuperScript II Reverse Transcriptase (RT) (Invitrogen) and oligo-dT primer (Invitrogen). Taq DNA polymerase was used for semi-quantitative RT-PCR analysis of the cDNAs. Quantitative real-time PCR (qPCR) analysis of the cDNAs was carried out using the LightCycler^®^ 480 SYBR Green I Master (Roche Life Science, Penzberg, Germany) and the products were detected by a Roche LightCycler LC480 Real-Time PCR instrument. The primers used for the qPCR analysis were designed following previous reports or from the online database PrimerBank: http://pga.mgh.harvard.edu/primerbank, accessed on 21 July 2021. The primers used for validating the microarray data and for *Tal1* exon 1 identification by RT-PCR were designed by our lab. The sequences of the DNA primers used in semi-quantitative RT-PCR and real-time RT-qPCR are available upon request.

### 4.12. Western Blotting Analysis and Antibodies

Whole-cell extract of MEL or mouse fetal liver cells were analyzed by polyacrylamide gel electrophories (PAGE) and Western blotting, following the standard protocols. Enhanced chemiluminescence (ECL) detection system (Omics Biotechnology Co., Taipei, Taiwan) was used to visualize the hybridizing bands on the blots. Goat anti-TAL1 antibodies, sc-12982 and sc-12984, were purchased from Santa Cruz, Inc., Anti-Flag (M2), anti-Tubulin(B-5-1-2), and anti-β-Actin (AC-15) mouse antibodies were purchased from Sigma-Aldrich (St. Louis, MO, USA). The anti-EKLF antibody (anti-AEK) was homemade [19].

### 4.13. Reporter Assay

For the luciferase reporter assay in 293T cells, 1 μg of each of the wild-type p*Tal1*-Luc plasmid or its mutant forms were transfected into 4 × 10^5^ /mL of cells. The total amount of transfected DNA was kept at 0~3 μg, with the addition of 0~3 μg of empty vector pCMV-Flag. After 24 h, the luciferase activities were measured using the Dual-Luciferase^®^ Reporter Assay System (Promega). Firefly luciferase activity was used as an internal control and Renilla activity was used to monitor the transactivity of the *Tal1* promoter and its mutant forms.

### 4.14. In Vivo Genomic Footprinting

The status of nuclear factor-binding in the living MEL cells was investigated by dimethyl sulfate (DMS) cleavage in vivo and ligation-mediated PCR (LMPCR), as described previously [53,54,55,56], with some modification. The distal promoter region was analyzed with primer set D (P1[5′-885 GCTCACAAA CT CCT GTTTCAGAGGAG-860 3′], P2 [5′-867CAGAGGAGCTAATGTT CTGCCTTCTTC-840 3′], and P3 [5′-867 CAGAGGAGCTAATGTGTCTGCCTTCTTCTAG-837 3′]), the central promoter region was analyzed with primer set C (P1[5′-817GACATTAATACAGGCAAAACCAGG GACC-790 3′], P2[5′-798CCAGGGACCAC ACCCTTAAAAATGATTCC-770 3′], and P3[5′-798CCAGGGACCAC ACC CTTAAAAATGATTCCCC-768 3′]); and the proximal promoter region was analyzed with primer set P(P1[5′ 320GAAAGAAAAACCCAG A TACTCCTCAGC-294 3′], P2 [5′-287GGTTCCTACAATGTACCTATGG GCTTC-261 3′], and P3[5′-287GG TTCCTACAATGTACCTATGGGCTTCAATG-257 3′]). Different batches of DMS-treated cells were analyzed several times to check for consistency of the protection patterns. The relative intensities of the bands on the autoradiographs were estimated in an AlphaImager 2200 (Clontech).

## Figures and Tables

**Figure 1:**
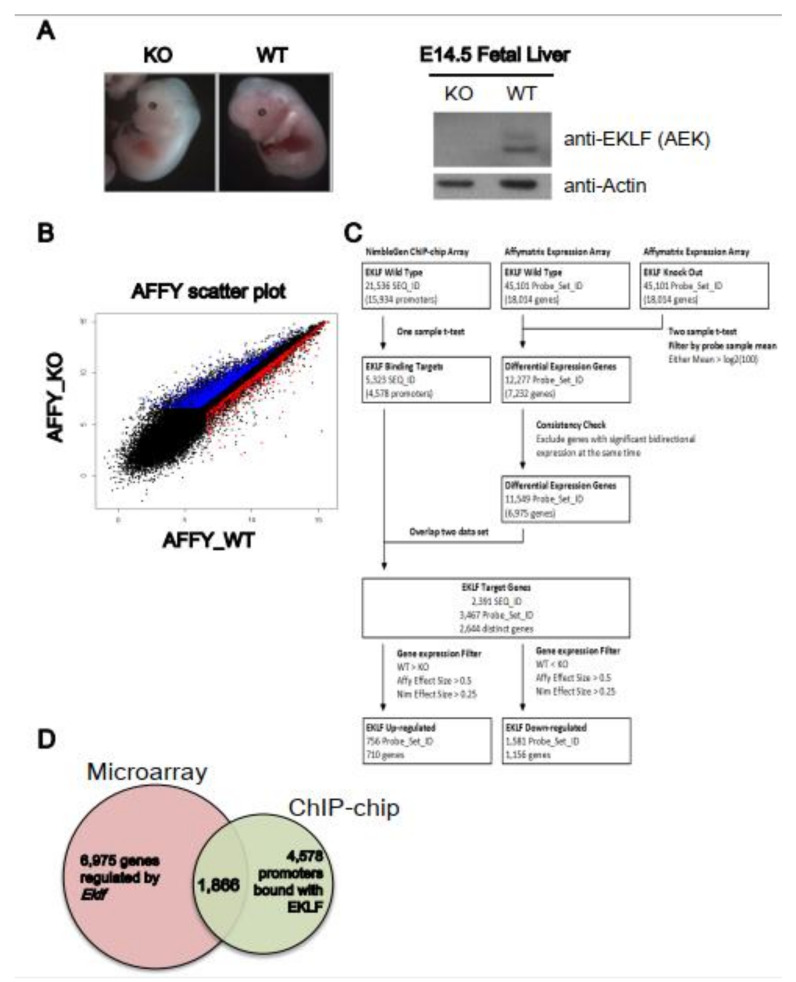
Identification of EKLF target genes by global gene expression profiling. (**A**) Left panels, representative appearance of E14.5 embryos of wild-type and *Eklf*^−/−^ mice. Right panels, Western blotting patterns of EKLF protein in E14.5 fetal lives. Actin was used as the gel loading control. (**B**) Scatter plot comparing the gene expression profiles of the E14.5 fetal liver cells of WT and *Eklf*^−/−^ mice by Affymatrix array hybridization. Each gene on the arrays is displayed as a single dot on a logarithmic (log2) graph. The genes up-regulated and down-regulated by EKLF are indicated by the red and blue dots, respectively. (**C**) Overview of the workflow of ChIP-chip and microarray expression profiling. The flow chart illustrates the procedures used for the analysis of the NimbleGen promoter ChIP-chip data and Affymatrix differential expression profiling data. The number of genes (SEQ_ID or Probe_Set) after data processing at each step is indicated in parentheses. (**D**) The Venn diagram showing the overlapping between gene sets derived from the microarray hybridization analysis (6975 genes) and ChIP-chip analysis (4578 genes) of the E14.5 fetal liver cells of WT and *Eklf*^−/−^ mice, respectively.

**Figure 2:**
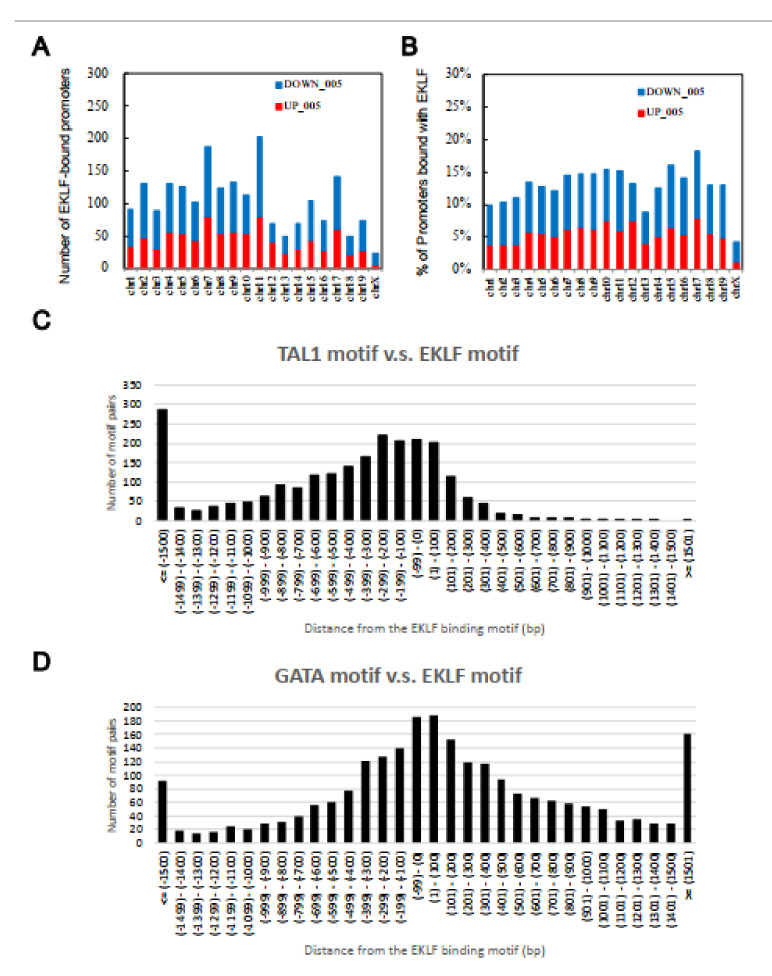
Chromosome distribution patterns from the global analysis of direct target genes of EKLF in the E14.5 fetal liver cells. (**A**) The number of putative EKLF-bound promoters on the different mouse chromosomes. (**B**) The percentage of promoters of the individual mouse chromosomes bound with EKLF. (**C**,**D**) Distributions of the distances between the binding motif of TAL1 (**C**) and GATA1 (**D**), and that of EKLF on the mouse genome in the E14.5 fetal liver cells. Upstream locations are indicated by the “−” sign.

**Figure 3:**
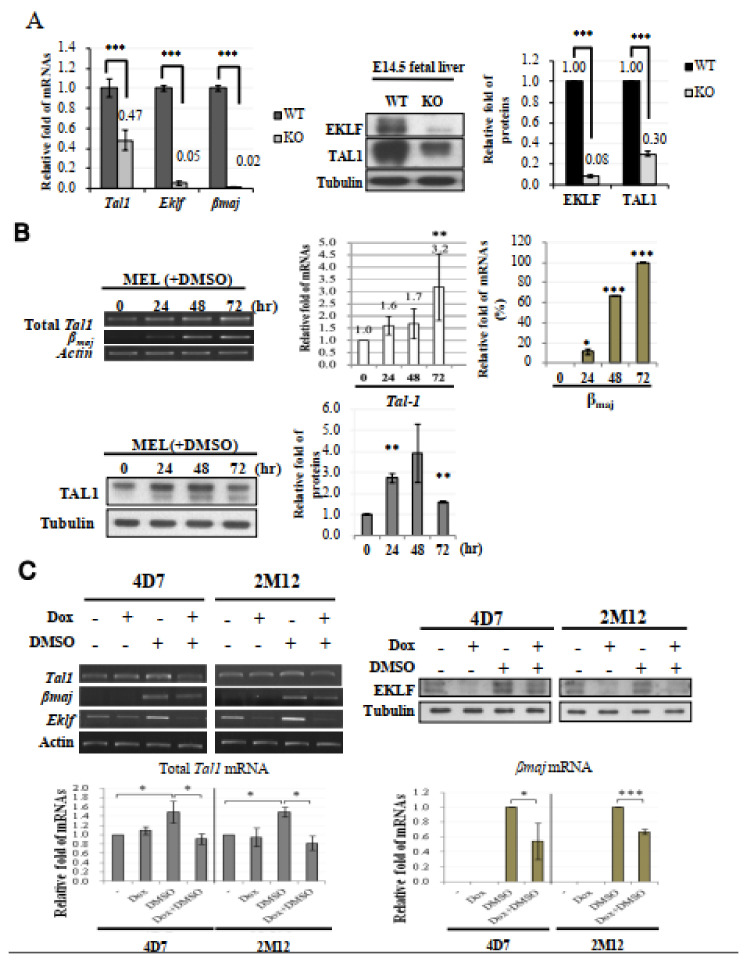
*Tal1* as a direct target gene of EKLF. (**A**) Left, bar diagram of the relative mRNA levels of *Tal1*, *Eklf,* and βmaj in E14.5 fetal liver cells of the WT and *Eklf*^−/−^ (KO) mice, as analyzed by RT-qPCR. *** *p* < 0.001 by *t* test. Error bars, SEM. Middle panels and right histobar diagram, Western blotting analysis of TAL1 and EKLF in the E14.5 fetal livers of WT and *Eklf*^−/−^ (KO) mice. Tubulin was used as the loading control. *** *p* < 0.001 by *t* test. Error bars, STD. (**B**) Top, expression levels of *Tal1* and βmaj in MEL cells without or with DMSO induction for 72 h. The gel patterns of the semi-quantitative RT-PCR bands are shown on the left, and the histographs of the statistical analysis of the data are shown on the right. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001 by *t* test. Error bars, SD. Bottom, Western blotting analysis of the levels of the TAL1 protein in MEL cells during DMSO-induced differentiation. Tubulin was used as the loading control. The statistical analysis of the data is shown in the bar diagrams on the right. ** *p* < 0.01 by *t* test. Error bars, SD. (**C**) Analysis of the gene expression in 4D7 and 2M12 cells without and with doxycycline (Dox)-induced expression of *Eklf* shRNA. The cells without or with induction by DMSO for 48 h were treated with doxycycline. The levels of EKLF protein in the whole cell extracts were then analyzed by Western blotting, as exemplified in the upper right panels. Tubulin was used as the loading control. RT-PCR analysis showed that the knockdown of EKLF reduced the levels of total *Tal1* mRNA and βmaj mRNA in DMSO-induced cells, as exemplified in the upper left panels and statistically analyzed in the two histobar diagrams below. The gel band signals were all normalized to that of actin. * *p* < 0.05, and *** *p* < 0.001 by Student’s *t* test. Error bars, SD.

**Figure 4:**
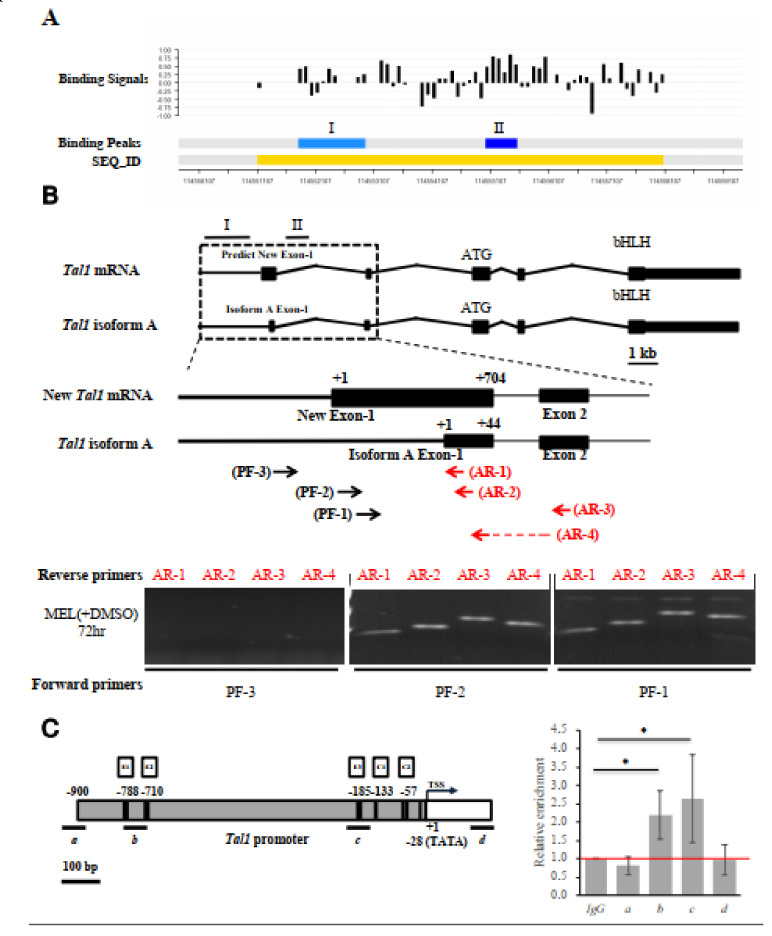
Identification and characterization of the authentic exon-1 and promoter of *Tal1* gene. (**A**) ChIP-chip promoter array data around the *Tal1* gene region. The black bars indicate the signals from the individual probes (“binding signals”). The blue regions I and II indicate the EKLF-binding signals from ChIP-chip promoter array analysis of two different mouse E14.5 fetal liver samples (“binding peaks”). The yellow region indicates the sequence ID (SEQ_ID). (**B**) RT-PCR validation of the newly identified exon 1 of *Tal1* mRNA. Top, maps of the newly identified exon structure of *Tal1* mRNA in comparison with that of *Tal1* isoform A. Exons 1–5 are represented by the black boxes. Middle, maps of the exon-1 of *Tal* mRNA and *Tal1* isoform A, respectively, are shown above the primers used for RT-PCR analysis of the *Tal1* mRNA. The sequences of the reverse primers AR-1 and AR-2 are derived from the exon 1 of *Tal1* isoform A. AR-3 is derived from the exon 2 sequence. The reverse prime AR-4 is across exons 1 and 2. The sequences of the forward primers PF-1 and PF-2 are from the predicted new exon-1, while PF-3 is from the upstream region. Bottom, gel band patterns of the RT-PCR analysis of DMSO and MEL cell RNAs using different sets of PCR primers. (**C**) ChIP-qPCR analysis of EKLF-binding to the *Tal1* promoter. The map of the *Tal1* promoter region is shown on the left, with the CACCC boxes (E1, E2, and E3), CCAAT boxes (C1 and C2), the TATA box, and the transcription start site (TSS, +1) indicated. The four regions (a, b, c, d) are bracketed by the four primer sets used in qPCR analysis of chromatin from DMSO-induced MEL cells immunoprecipitated with anti-EKLF. The relative folds of the enrichment of the chromatin DNA samples pulled down by anti-EKLF are calculated as the Cq values over those derived from use of the IgG and shown in the right histograph. Error bars represent standard deviations from 3~7 biological repeats. The statistical significance of the difference between the experimental and control groups was determined by the two-tailed Student’s *t* test, * *p* < 0.05.

**Figure 5:**
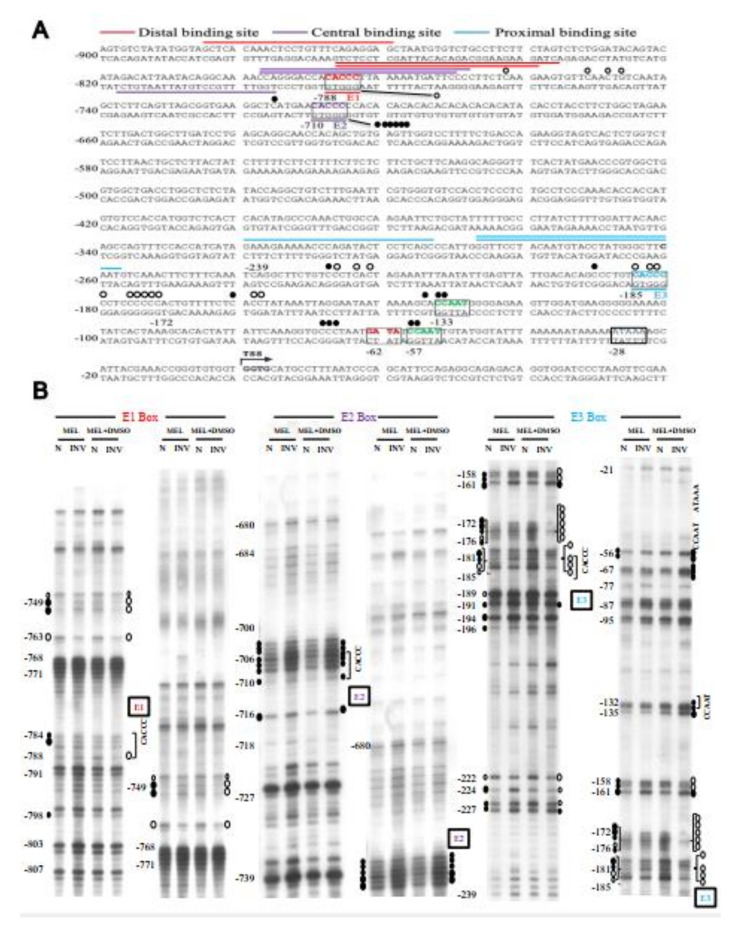
Genomic footprinting analysis of the promoter of *Tal1* gene in MEL cells. (**A**) The protected bases (○) and hyper-reactive bases (●) of the *Tal1* promoter region in MEL cells after DMSO induction, as deduced from the in vivo DMS footprinting analysis, are labeled on the DNA sequence. The footprinting pattern indicates the binding of EKLF on the E3 box. (**B**) The representative autoradiographs of the analysis of the upper strand of the *Tal1* promoter region by in vivo DMS protection and LMPCR assays are shown. Locations of different factor-binding motifs/boxes, i.e., E1, E2, E3, CCAAT, and ATAAA, are indicated on the right of the gel patterns. Numbers on the left correlate with those indicated on the sequence in (**A**). The patterns in the N and INV lanes are the results from the in vitro and in vivo DMS cleavages, respectively. Only those residues consistently showing differences from the controls are indicated. The sizes of the circles reflect the different extents of the protection or enhancement of DMS cleavage in vivo vs. in vitro.

**Figure 6:**
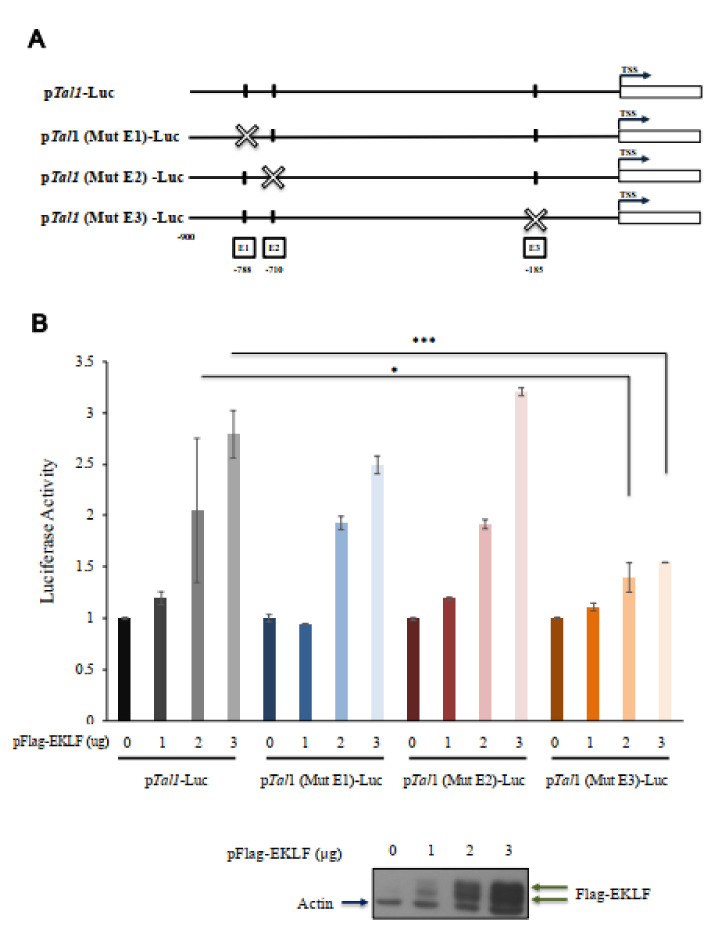
Transactivation of the *Tal1* promoter by EKLF. (**A**) Linear maps of the wild type and three mutant fragments, in which the CACCC box E1, E2, or E3 was mutated, and used for construction of the reporter plasmids p*Tal1*-Luc, p*Tal1*(Mut E1)-Luc, p*Tal1*(Mut E2)-Luc, and p*Tal1*(Mut E3)-Luc, respectively. (**B**) Luciferase reporter assay of the *Tal1* promoter in 293 cells. The dose-dependence of the luciferase (Luc) activity on the amount (ug) of pFlag-EKLF used in co-transfection is shown in the bar diagram. * *p* < 0.05, *** *p* < 0.001 by *t* test. Error bars: STD. The elevated levels of the exogenous Flag-EKLF upon co-transfection with increased amounts of the pFlag-EKLF plasmid were validated by immunoblotting.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22158024/s1.

# Supplementary material for: A Positive Regulatory Feedback Loop between EKLF/KLF1 and TAL1/SCL Sustaining the Erythropoiesis
**Source:** Int J Mol Sci. 2021 Jul 27;22(15):8024. doi: 10.3390/ijms22158024
**Supplement:** Supplementary file 1

## LIST of SUPPLEMENTARY TABLES

Supplementary Table S1A. List of EKLF direct downstream targets generated from matching between the Affymetrix expression profiling comparing wild-type and Eklf<sup>-/-</sup> (KO) mice and the NimbleGen ChIP-chip promoter array.

Supplementary Table S1B. List of EKLF up-regulated genes after filtering with effect sizes.

Supplementary Table S1C. List of EKLF down-regulated genes after filtering with effect sizes.

Supplementary Table S2. List of EKLF-bound regions on mouse genome.

Supplementary Table S3A. List of top enriched network functions from up-regulated genes derived from Ingenuity IPA software.

Supplementary Table S3B. List of top enriched network functions from down-regulated genes derived from Ingenuity IPA software.

Supplementary Table S4A. List of molecular and cellular functions from up-regulated genes derived from Ingenuity IPA software.

Supplementary Table S4B. List of molecular and cellular functions from down-regulated genes derived from Ingenuity IPA software.

Supplementary Table S5A. List of significant canonical pathways from up-regulated genes derived from Ingenuity IPA software.

Supplementary Table S5B. List of significant canonical pathways from down-regulated genes derived from Ingenuity IPA software.

Supplementary Table S6. The occurrences of binding motifs of 226 transcription factors in EKLF-bound regions.

Supplementary Table S7. List of primers used in ChIP-chip data validation by ChIP- qPCR.

Supplementary Table S8. List of RT-PCR primers of used for validation of microarray hybridization data.

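On the arrays, 13 of the 15 genes for which these primers were designed were measured, and 10 of them were higher in the KO fetal liver, none was lower and 3 did not pass the test on their brightest probe set (limma, also when adjusted over the list alone). Nrip3 was at least 6.21-fold higher, Hecw1, a ubiquitin ligase gene, at least 2.19-fold and Il12a, an interleukin subunit gene, at least 1.33-fold, each against a signal of 100 in WT. Xk, a red cell membrane protein gene (1.39, SE 0.18, adjusted p = 3.8e-04 from limma), and Pde4b, a phosphodiesterase gene (1.23, SE 0.21, adjusted p = 0.0015 from limma), were higher as well. Among genes of cytokine signaling, Jak3 (1.14), Stat2 (1.13), Stat6 (0.64) and Il16 (0.81 on its brightest probe set and -0.44, adjusted p = 0.30 from limma, on the other) had log2 differences above 0. Jak2, a kinase of erythropoietin receptor signaling, had 0.02 on its brightest probe set (adjusted p = 0.88 from limma, and -0.25 with 75th percentile and -0.064 with poly-A control scaling) and 0.67 on another (adjusted p = 0.0031 from limma). Ankrd17 had -0.019 (adjusted p = 0.86 from limma, 0.76 with hybridisation control scaling and 0.038 after quantile normalization) and 0.73 on another probe set (adjusted p = 6.0e-04 from limma). Tnfaip1 rose at least 9.79-fold on a dim probe set and by 0.56 on a brighter one (adjusted p = 0.016 from limma), beside its brightest one. All 3 probe sets of Dcbld2 were higher, with 2.30 on the third. Among the genes named here, the call on the brightest probe set was lost after quantile normalization for Il12a and Il16, with 75th percentile scaling for Il16 and Dcbld2, and with poly-A control scaling for Dcbld2 (limma).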

Supplementary Table S9. List of primers used for identification of Tal1 exon-1.

# Supplementary material for: A Positive Regulatory Feedback Loop between EKLF/KLF1 and TAL1/SCL Sustaining the Erythropoiesis
**Source:** Int J Mol Sci. 2021 Jul 27;22(15):8024. doi: 10.3390/ijms22158024
**Supplement:** Supplementary file 1

## Slide 1
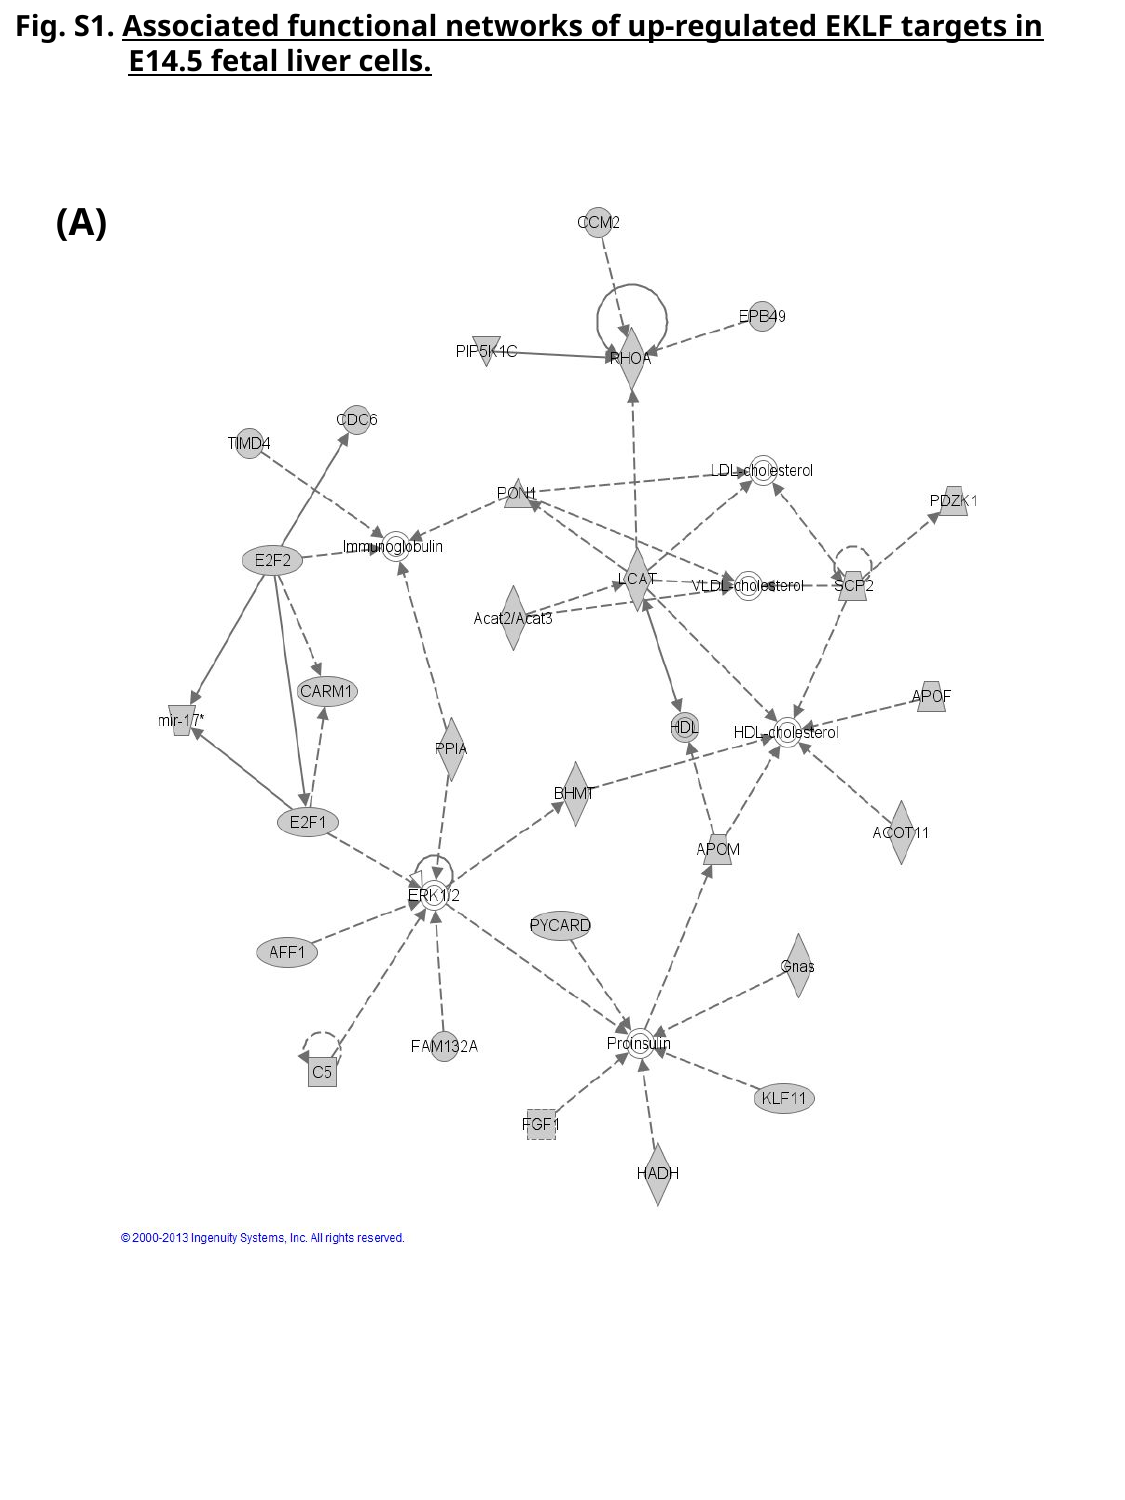

Fig. S1. Associated functional networks of up-regulated EKLF targets in E14.5 fetal liver cells.
(A)

## Slide 2
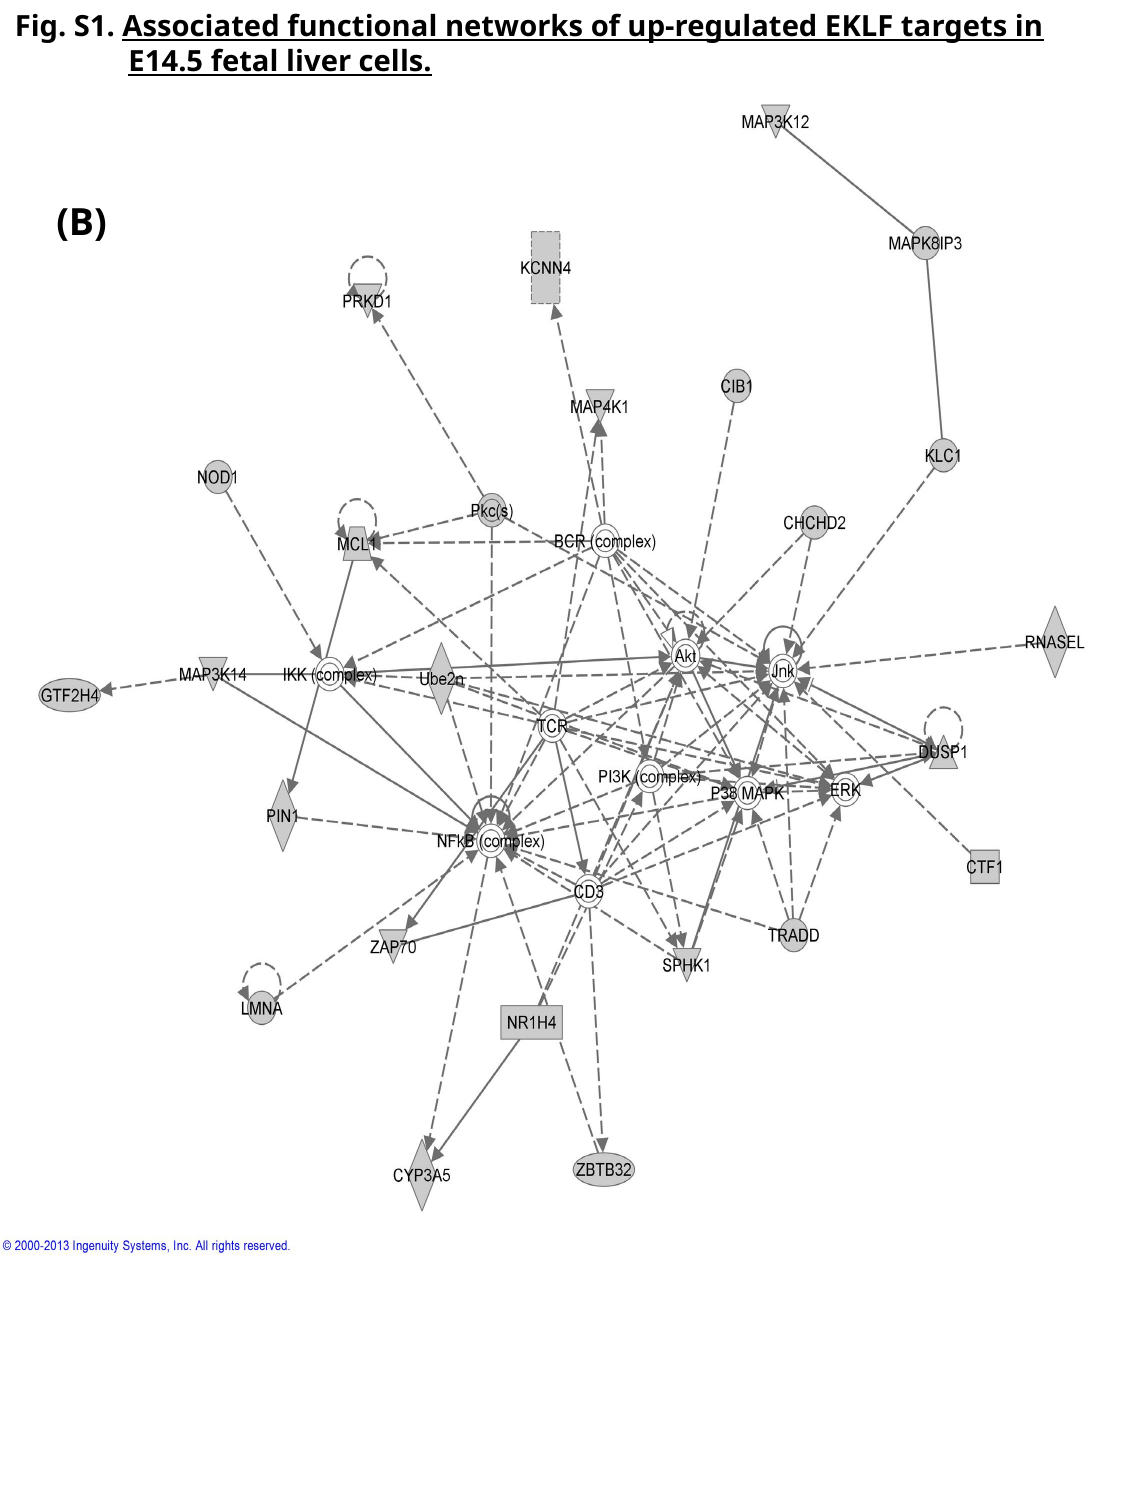

Fig. S1. Associated functional networks of up-regulated EKLF targets in E14.5 fetal liver cells.
(B)

## Slide 3
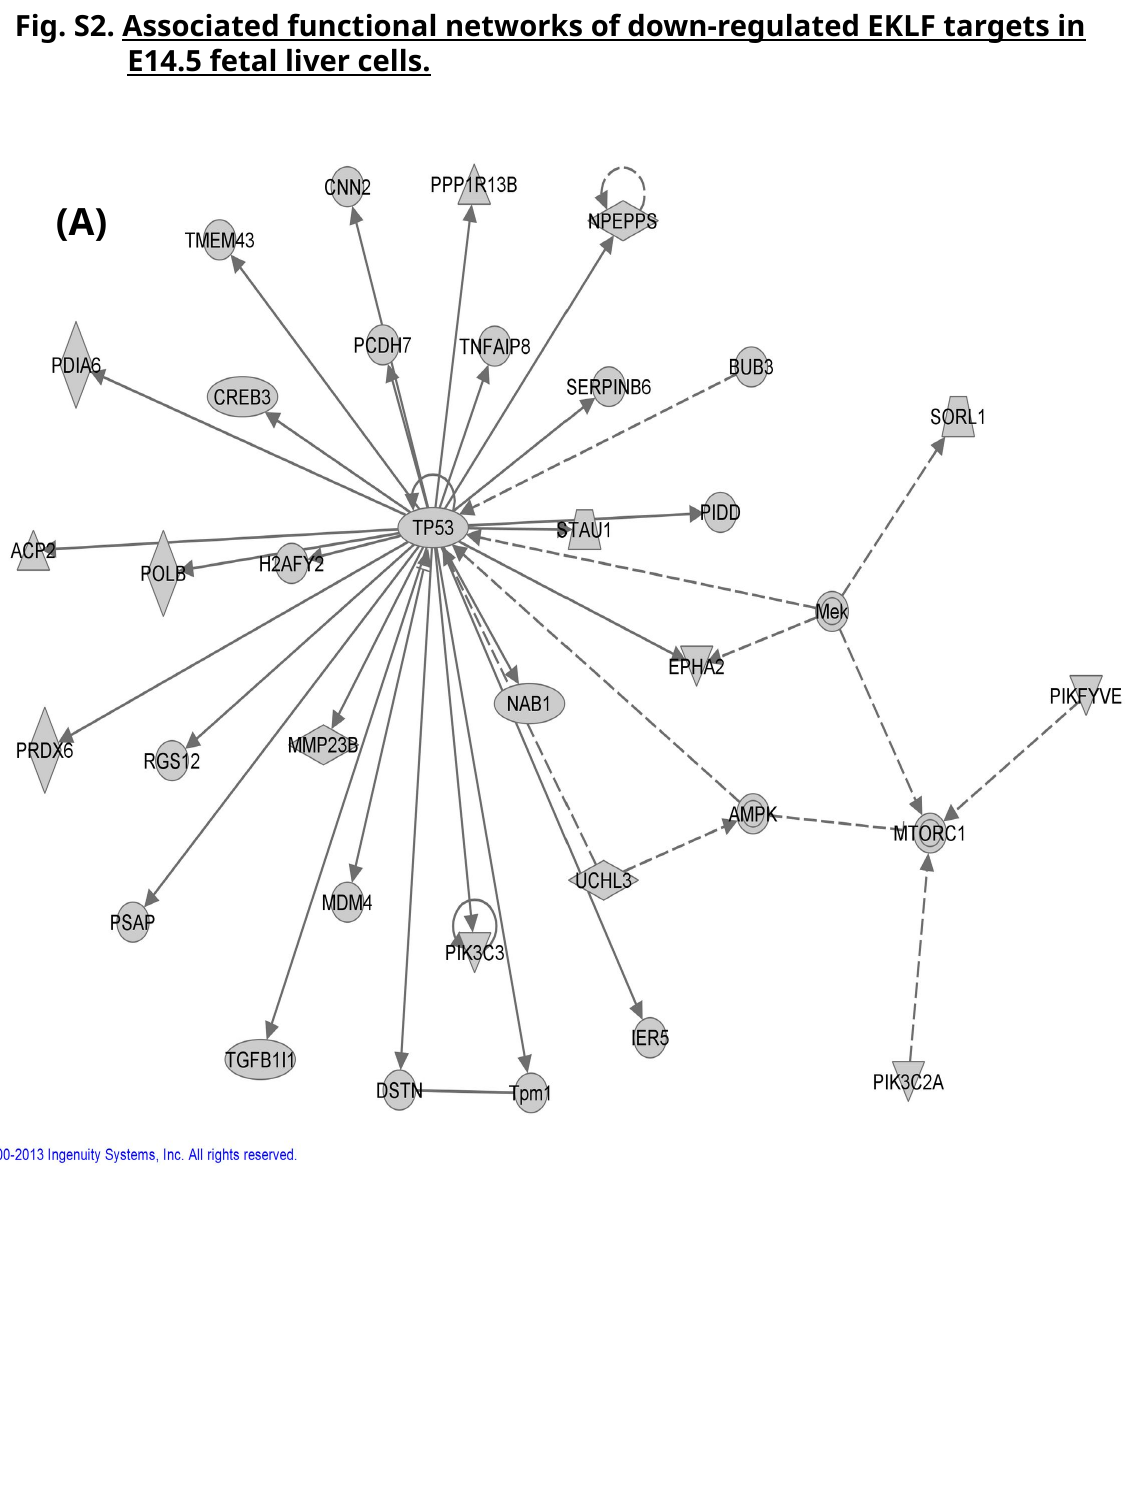

Fig. S2. Associated functional networks of down-regulated EKLF targets in E14.5 fetal liver cells.
(A)

## Slide 4
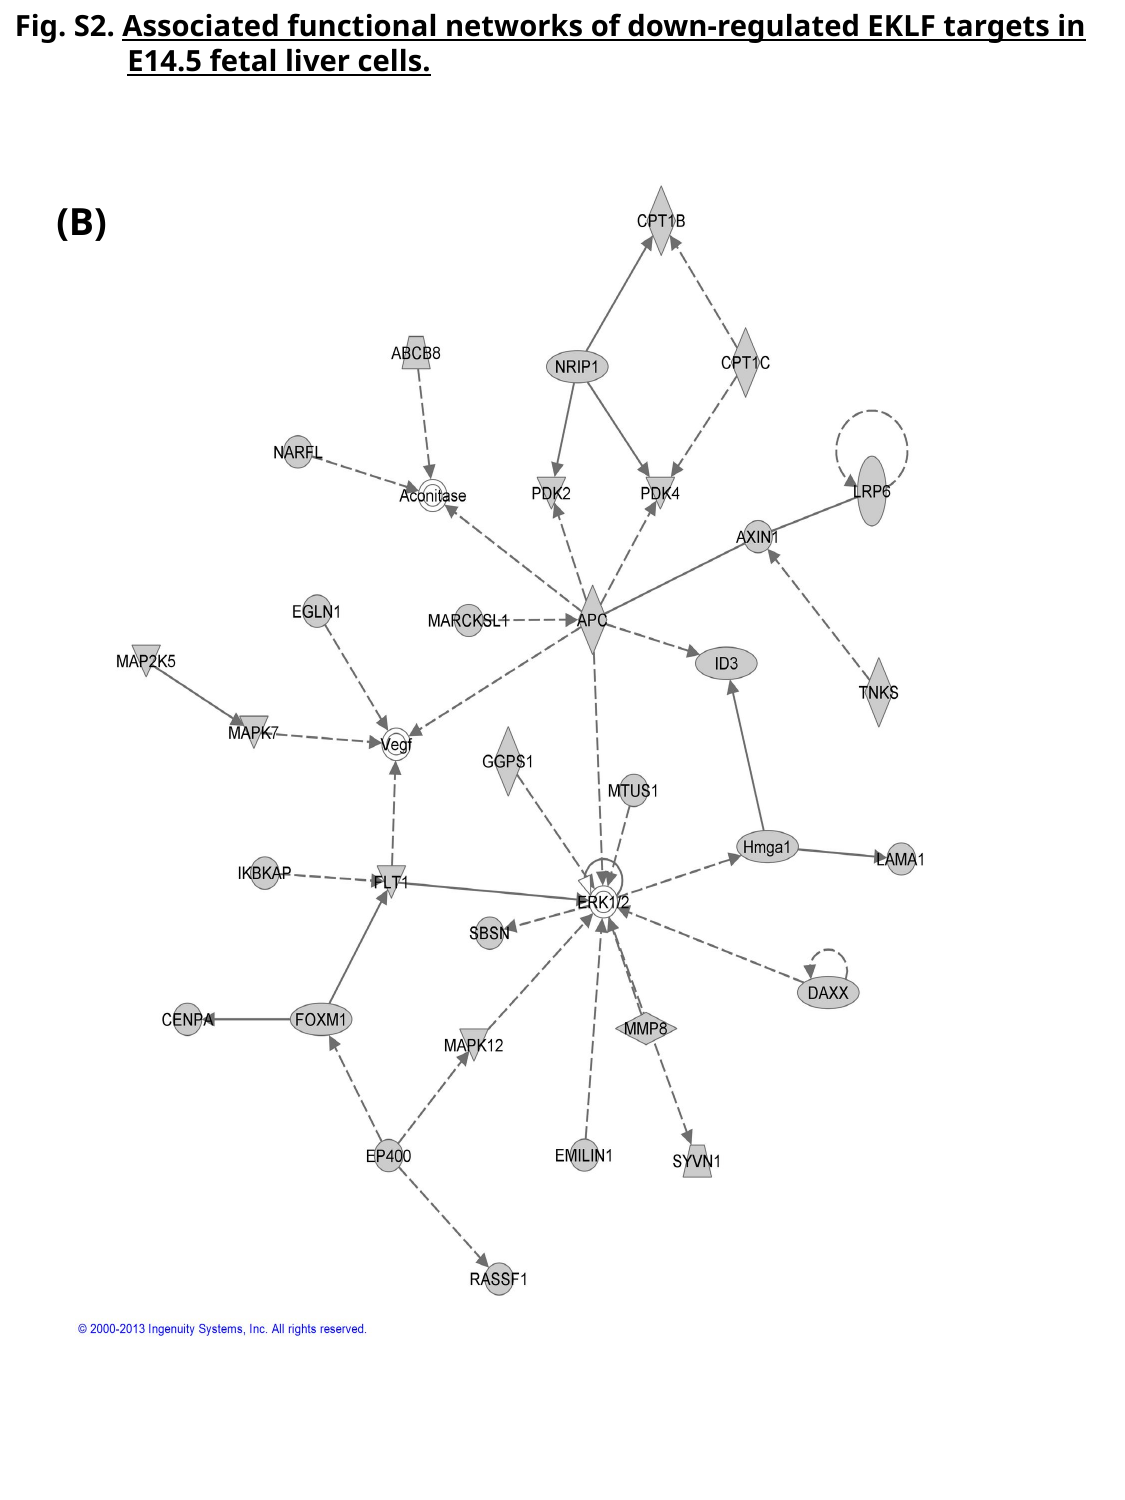

Fig. S2. Associated functional networks of down-regulated EKLF targets in E14.5 fetal liver cells.
(B)

## Slide 5
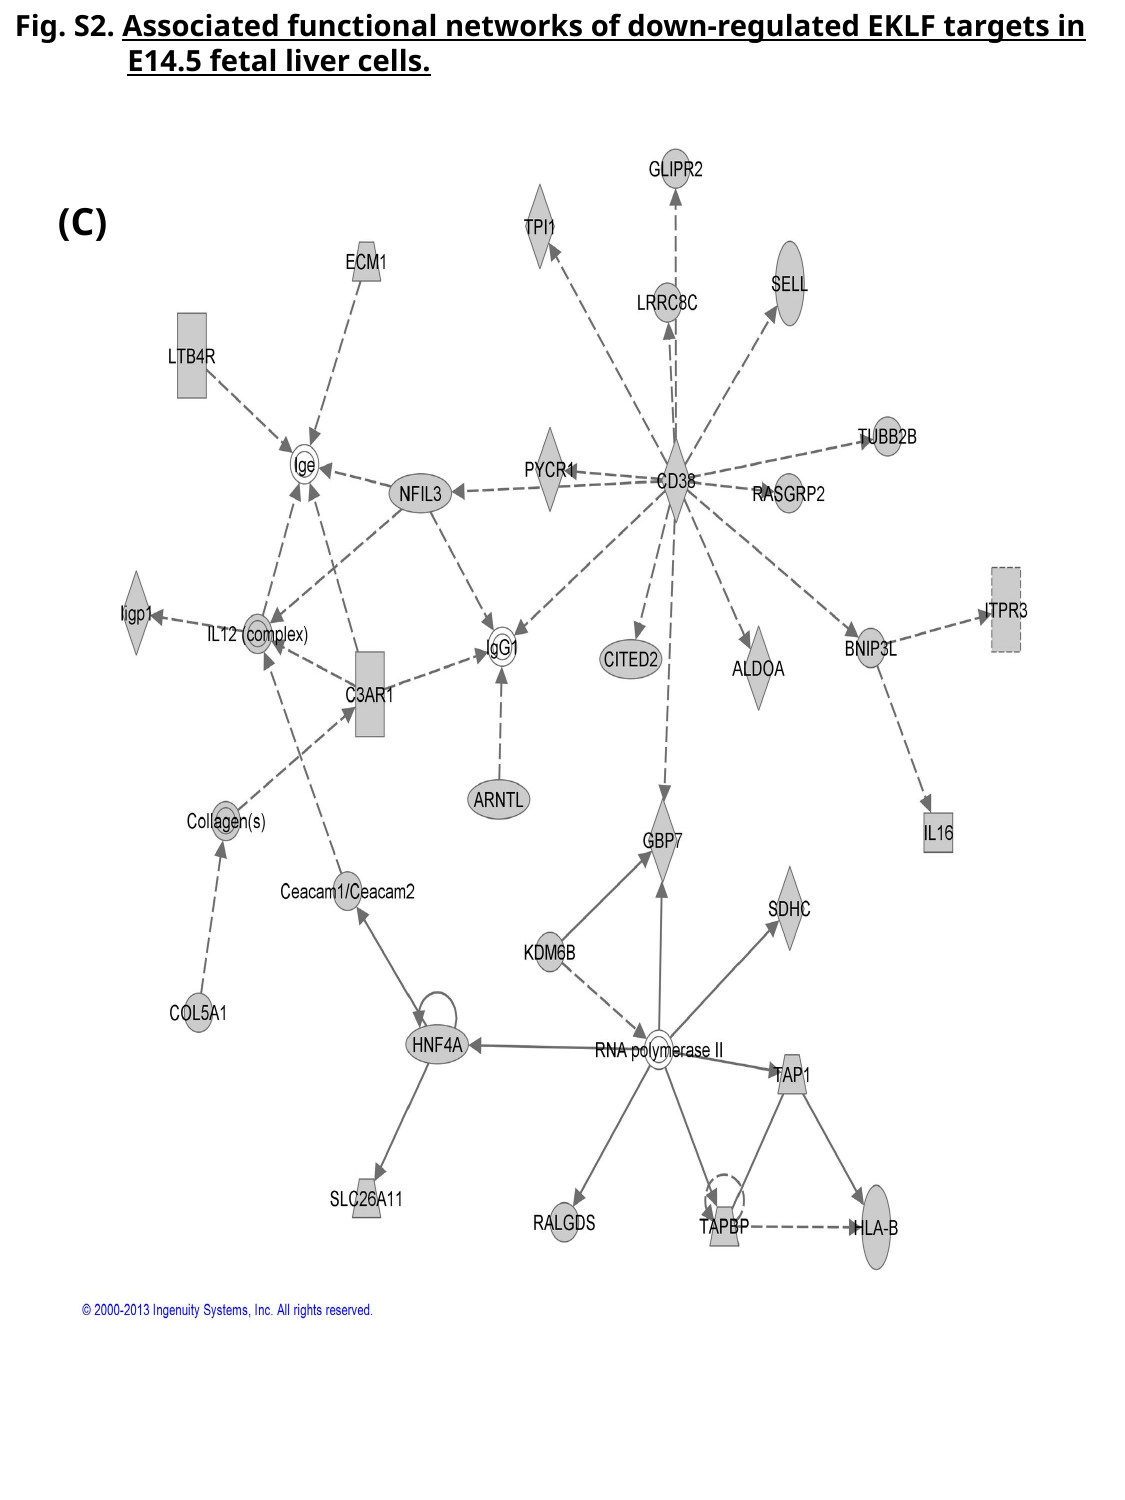

Fig. S2. Associated functional networks of down-regulated EKLF targets in E14.5 fetal liver cells.
(C)

## Slide 6
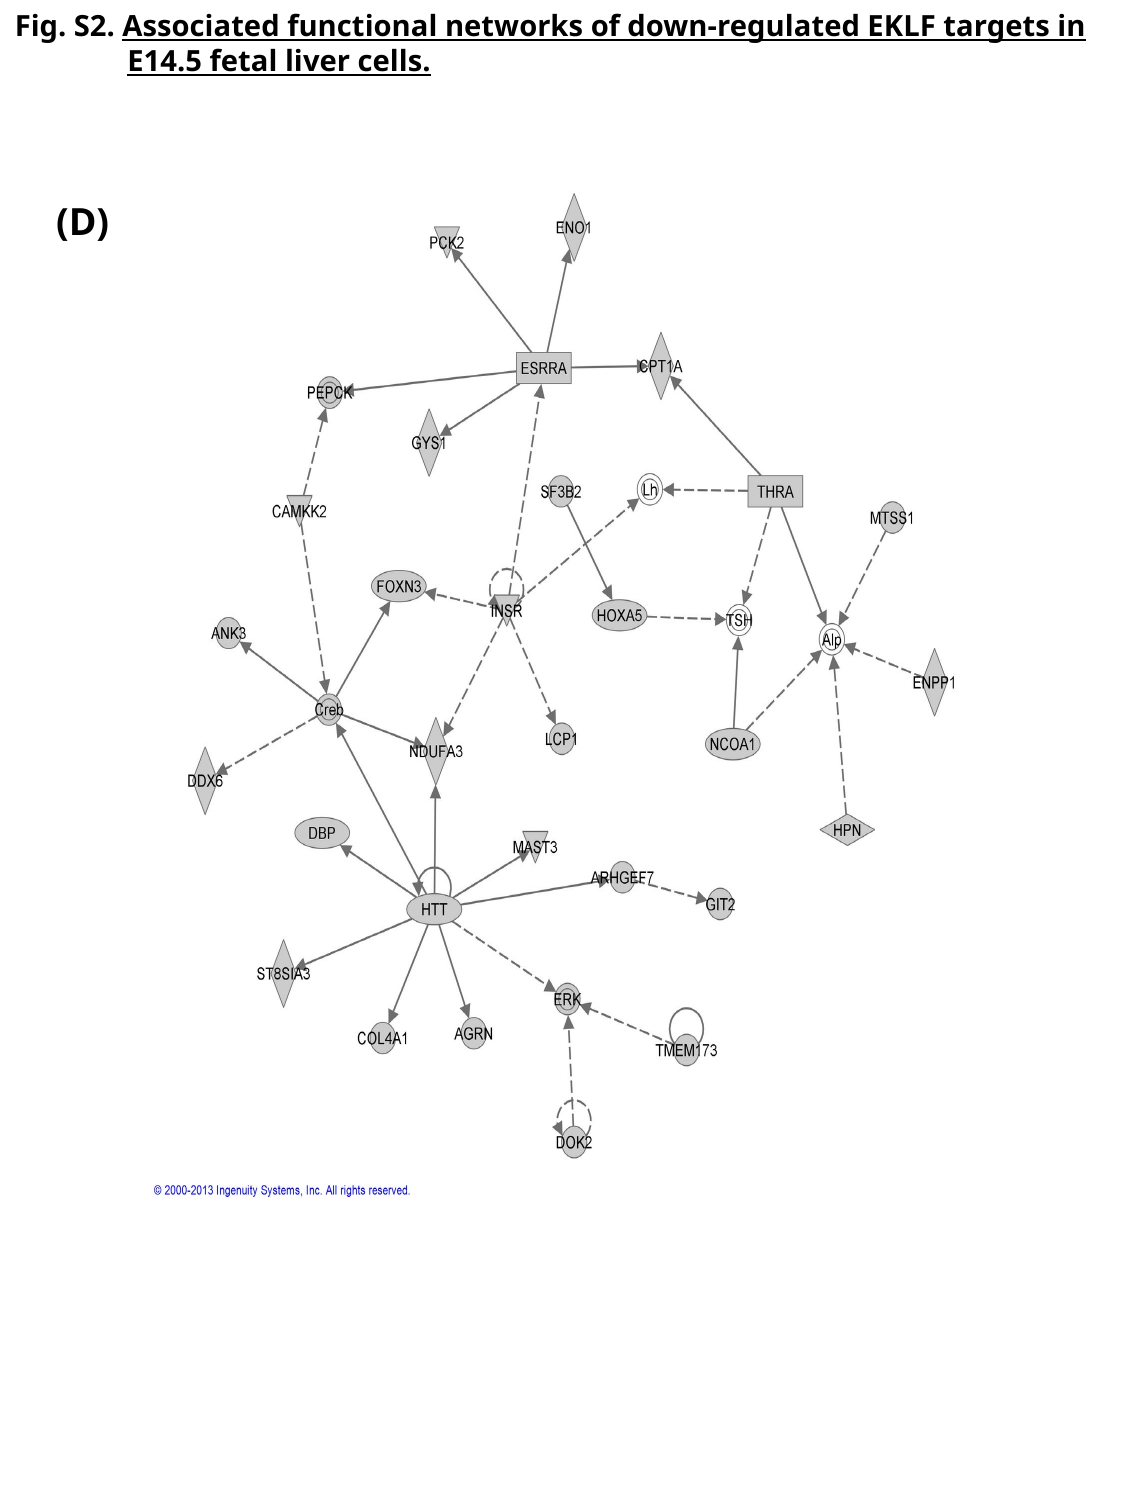

Fig. S2. Associated functional networks of down-regulated EKLF targets in E14.5 fetal liver cells.
(D)

## Slide 7
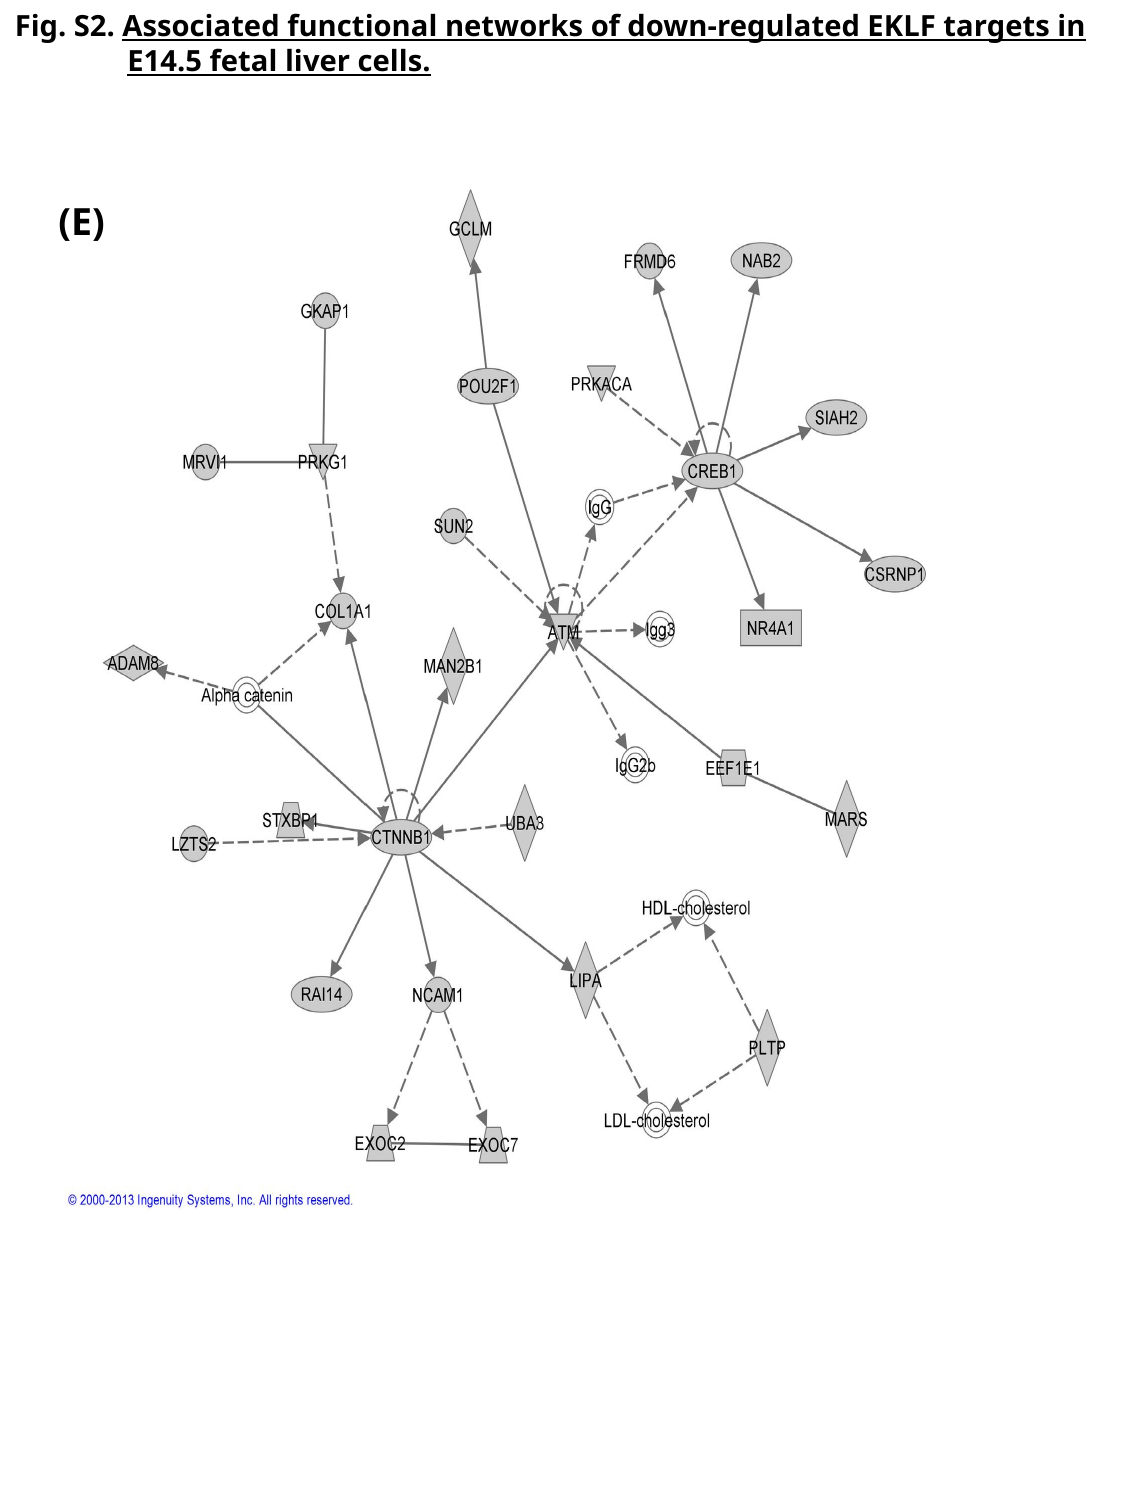

Fig. S2. Associated functional networks of down-regulated EKLF targets in E14.5 fetal liver cells.
(E)

## Slide 8
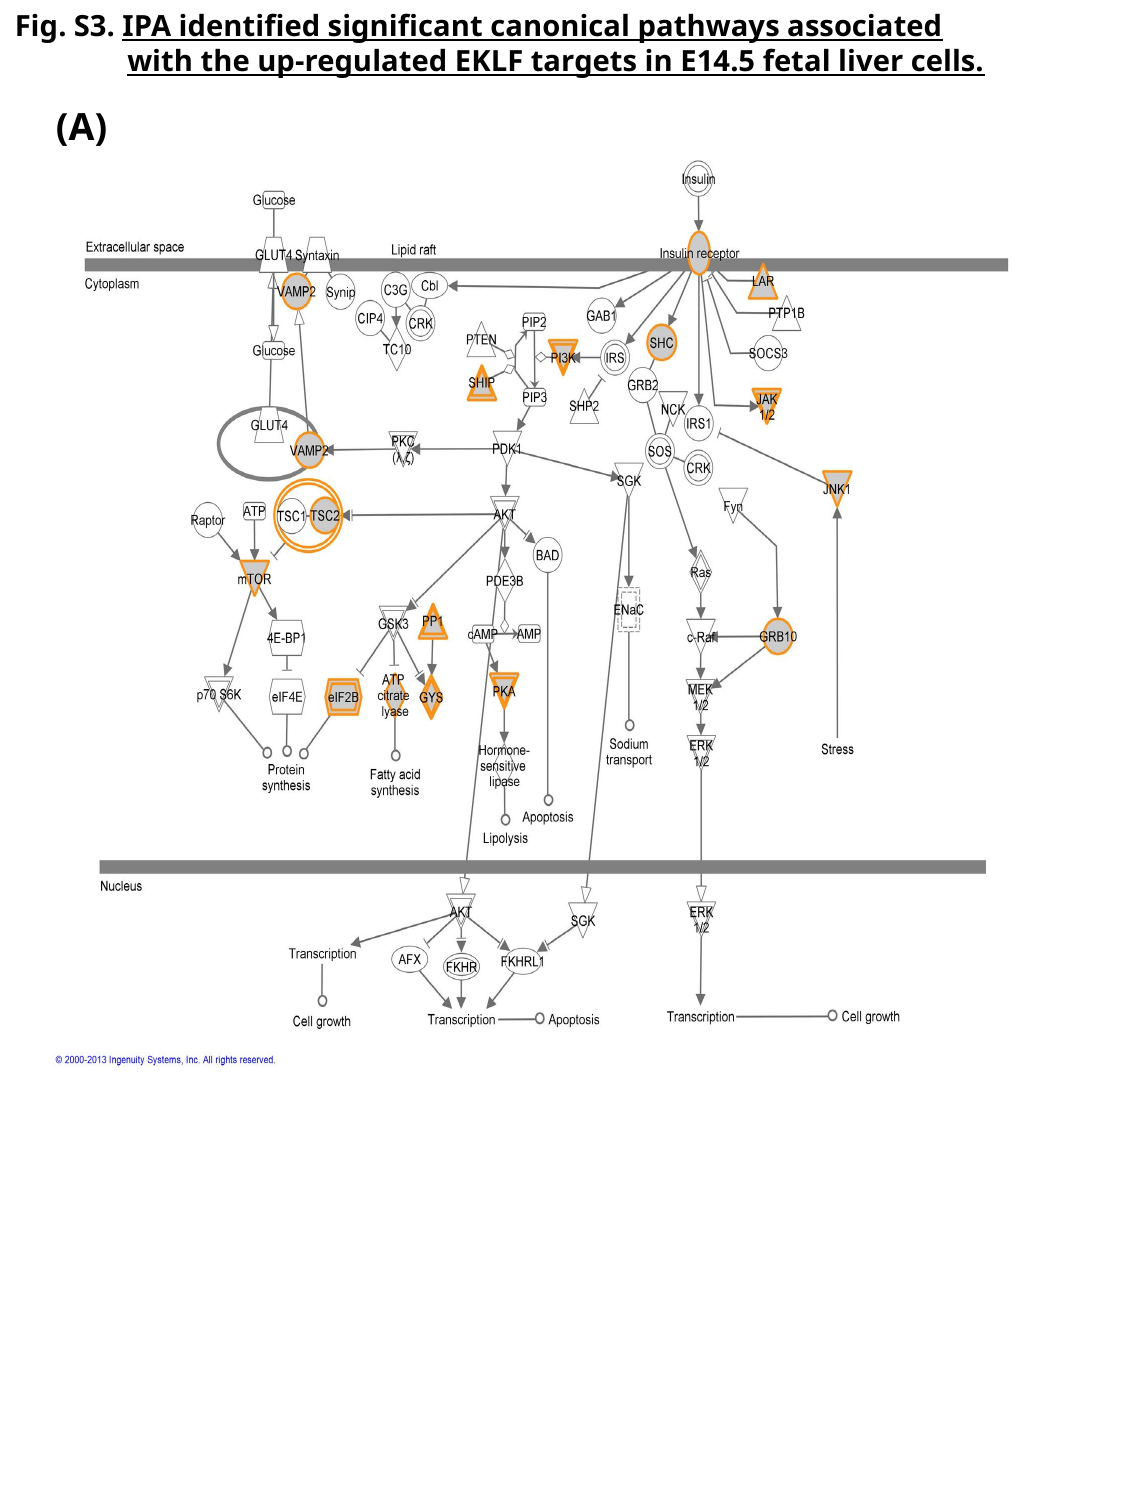

Fig. S3. IPA identified significant canonical pathways associated with the up-regulated EKLF targets in E14.5 fetal liver cells.
(A)

## Slide 9
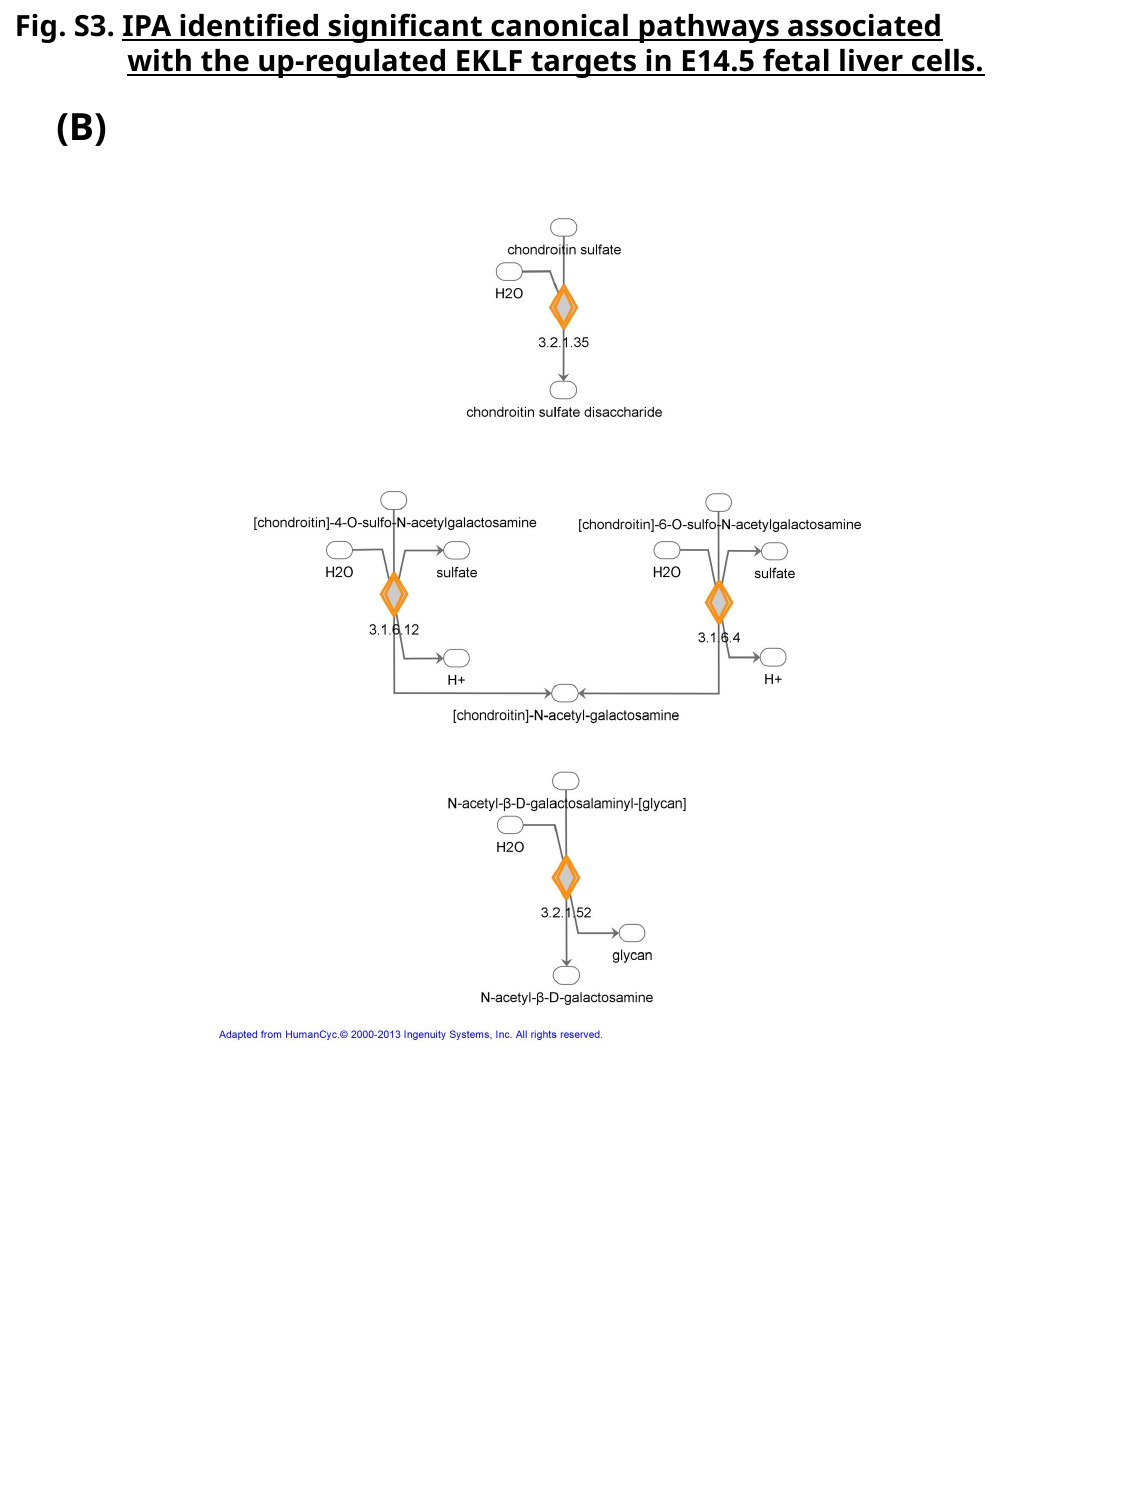

Fig. S3. IPA identified significant canonical pathways associated with the up-regulated EKLF targets in E14.5 fetal liver cells.
(B)

## Slide 10
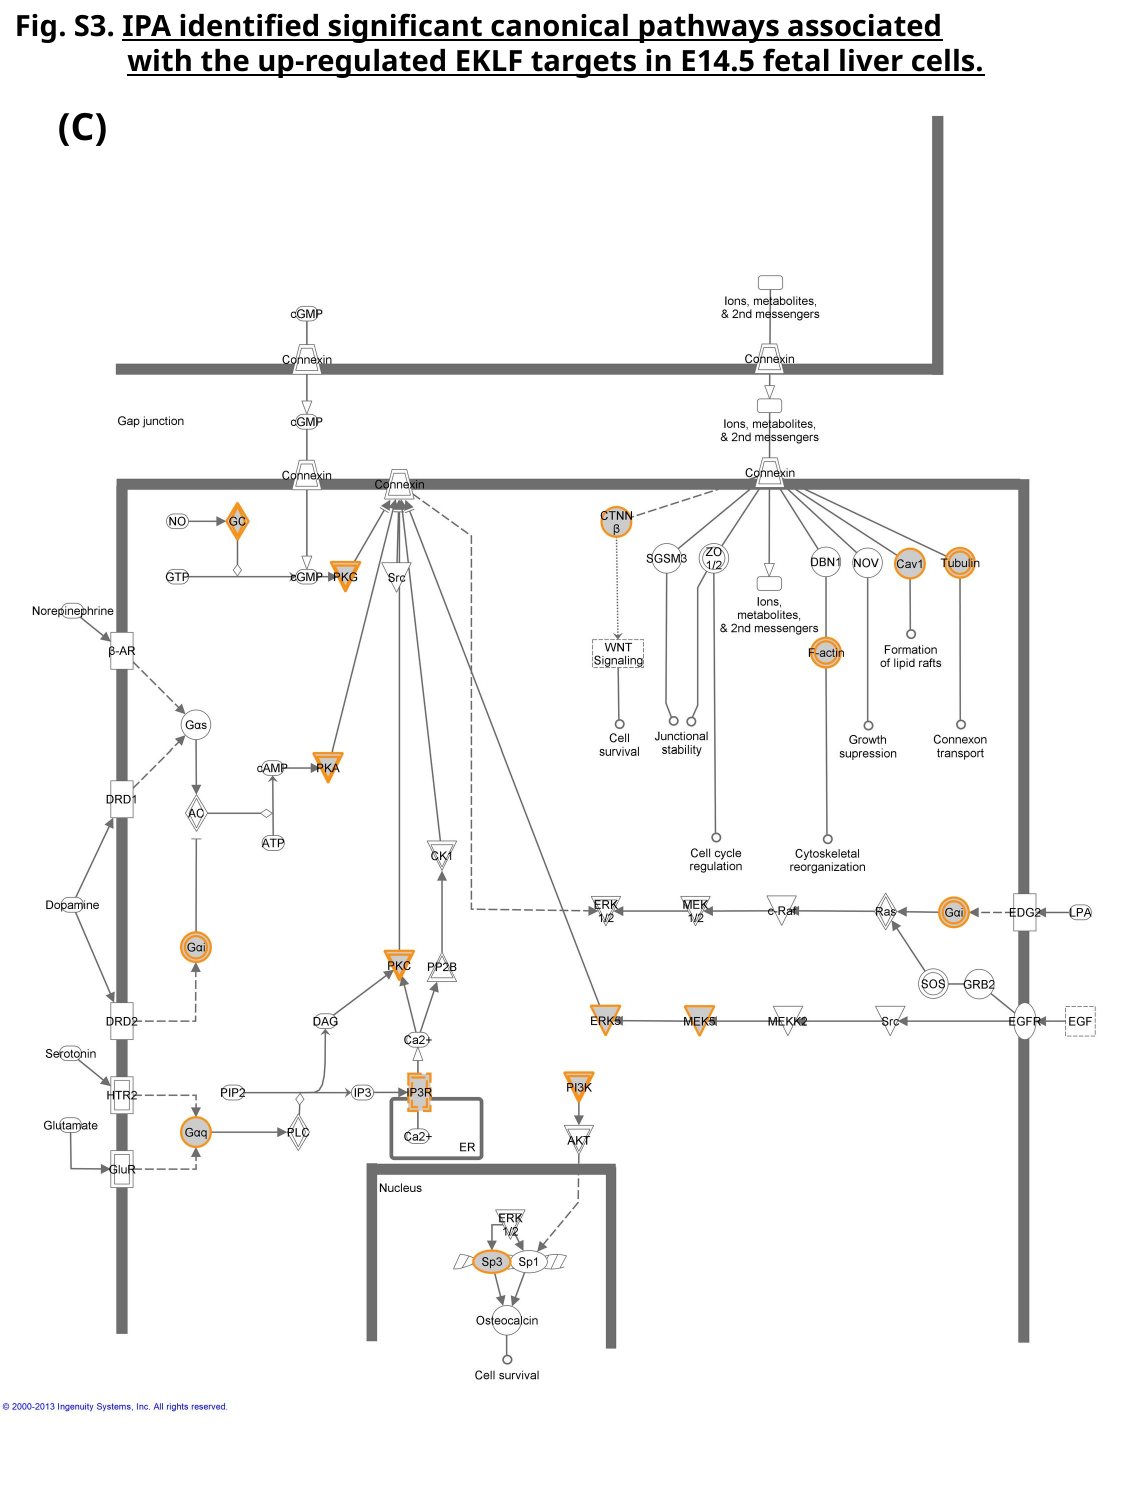

Fig. S3. IPA identified significant canonical pathways associated with the up-regulated EKLF targets in E14.5 fetal liver cells.
(C)

## Slide 11
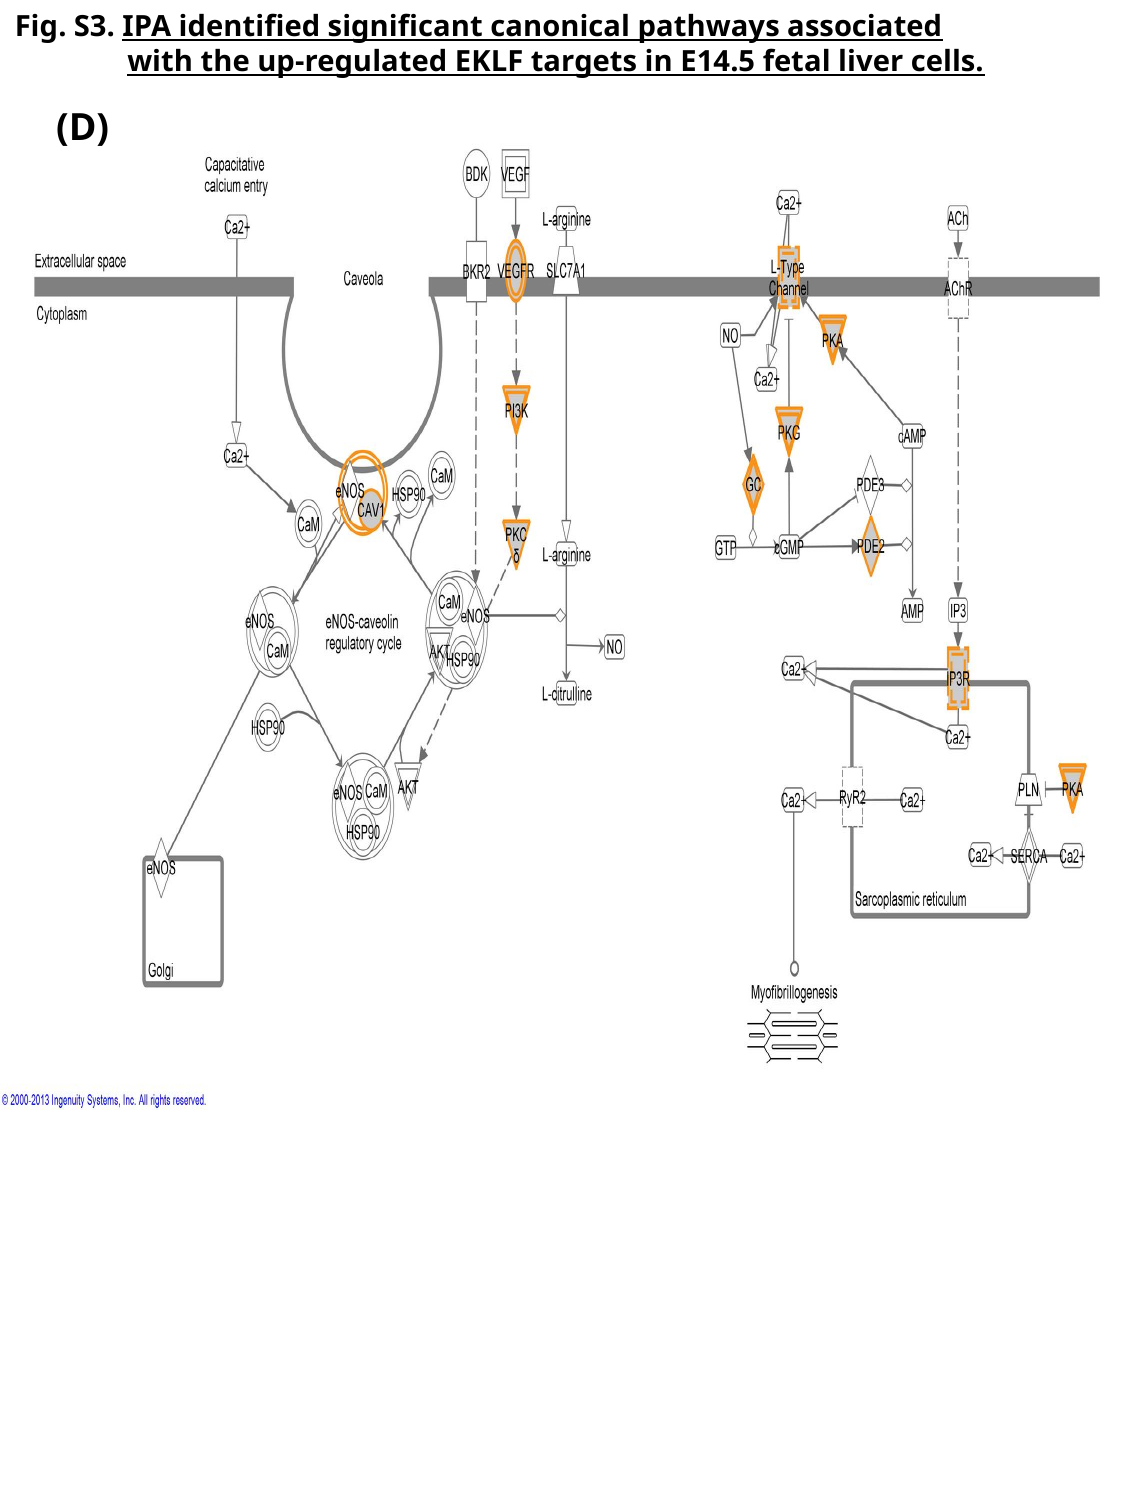

Fig. S3. IPA identified significant canonical pathways associated with the up-regulated EKLF targets in E14.5 fetal liver cells.
(D)

## Slide 12
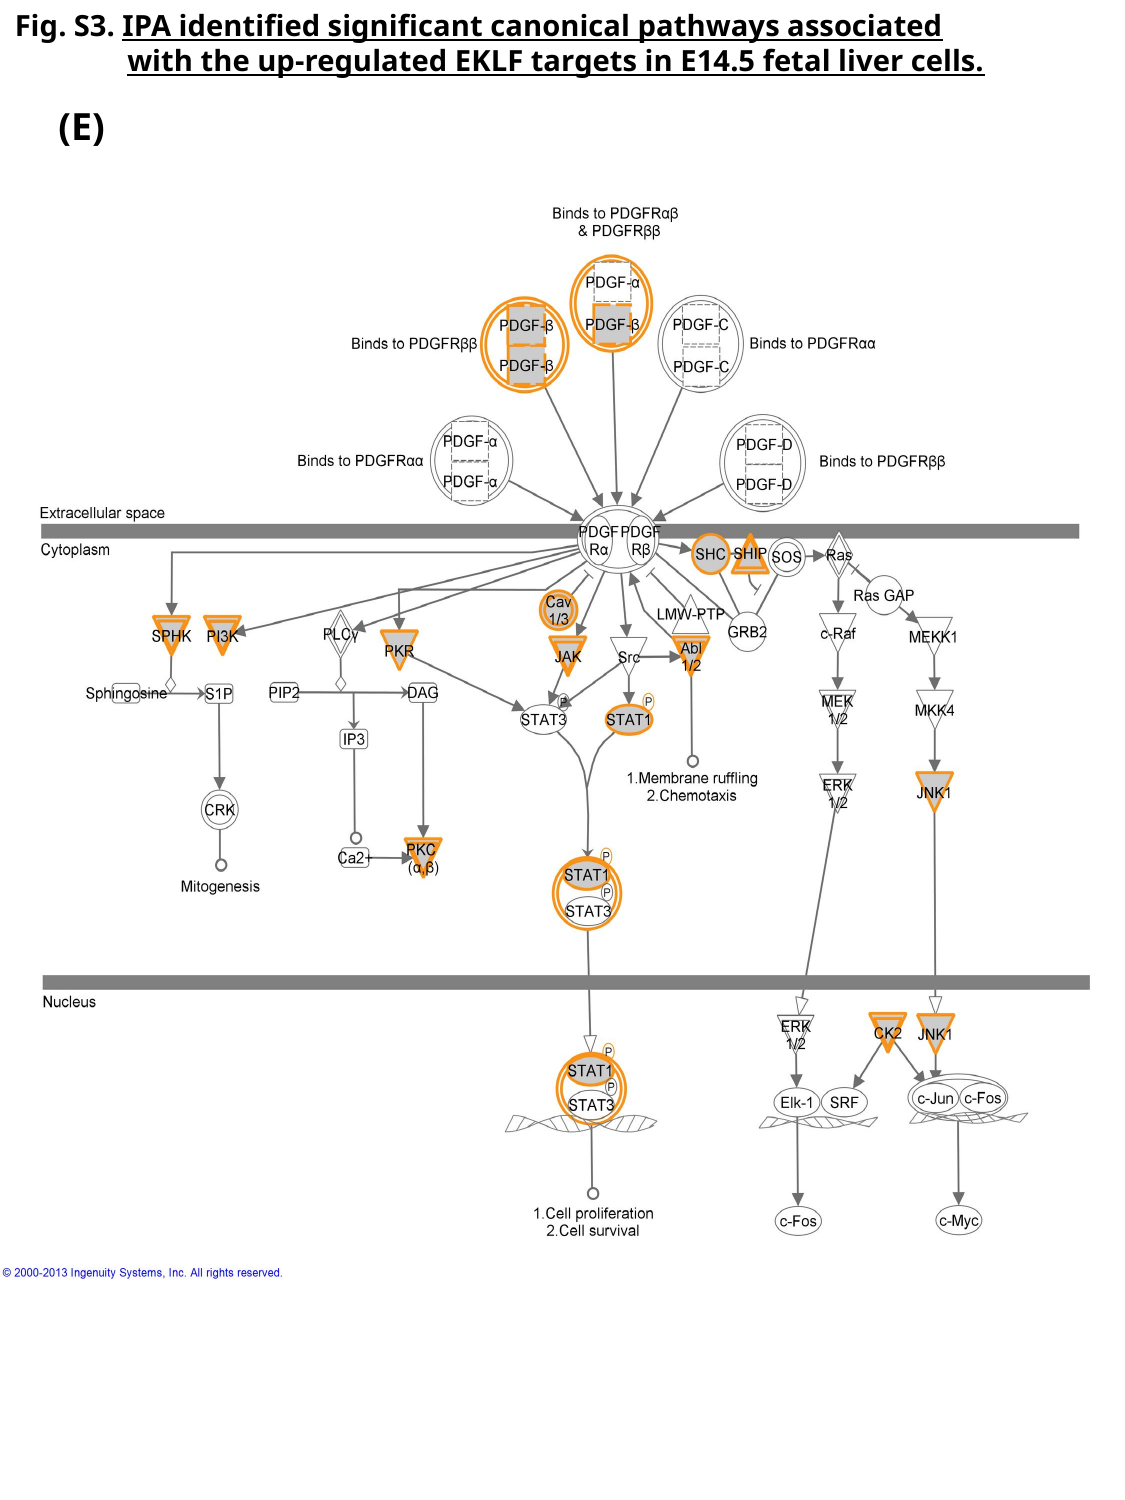

Fig. S3. IPA identified significant canonical pathways associated with the up-regulated EKLF targets in E14.5 fetal liver cells.
(E)

## Slide 13
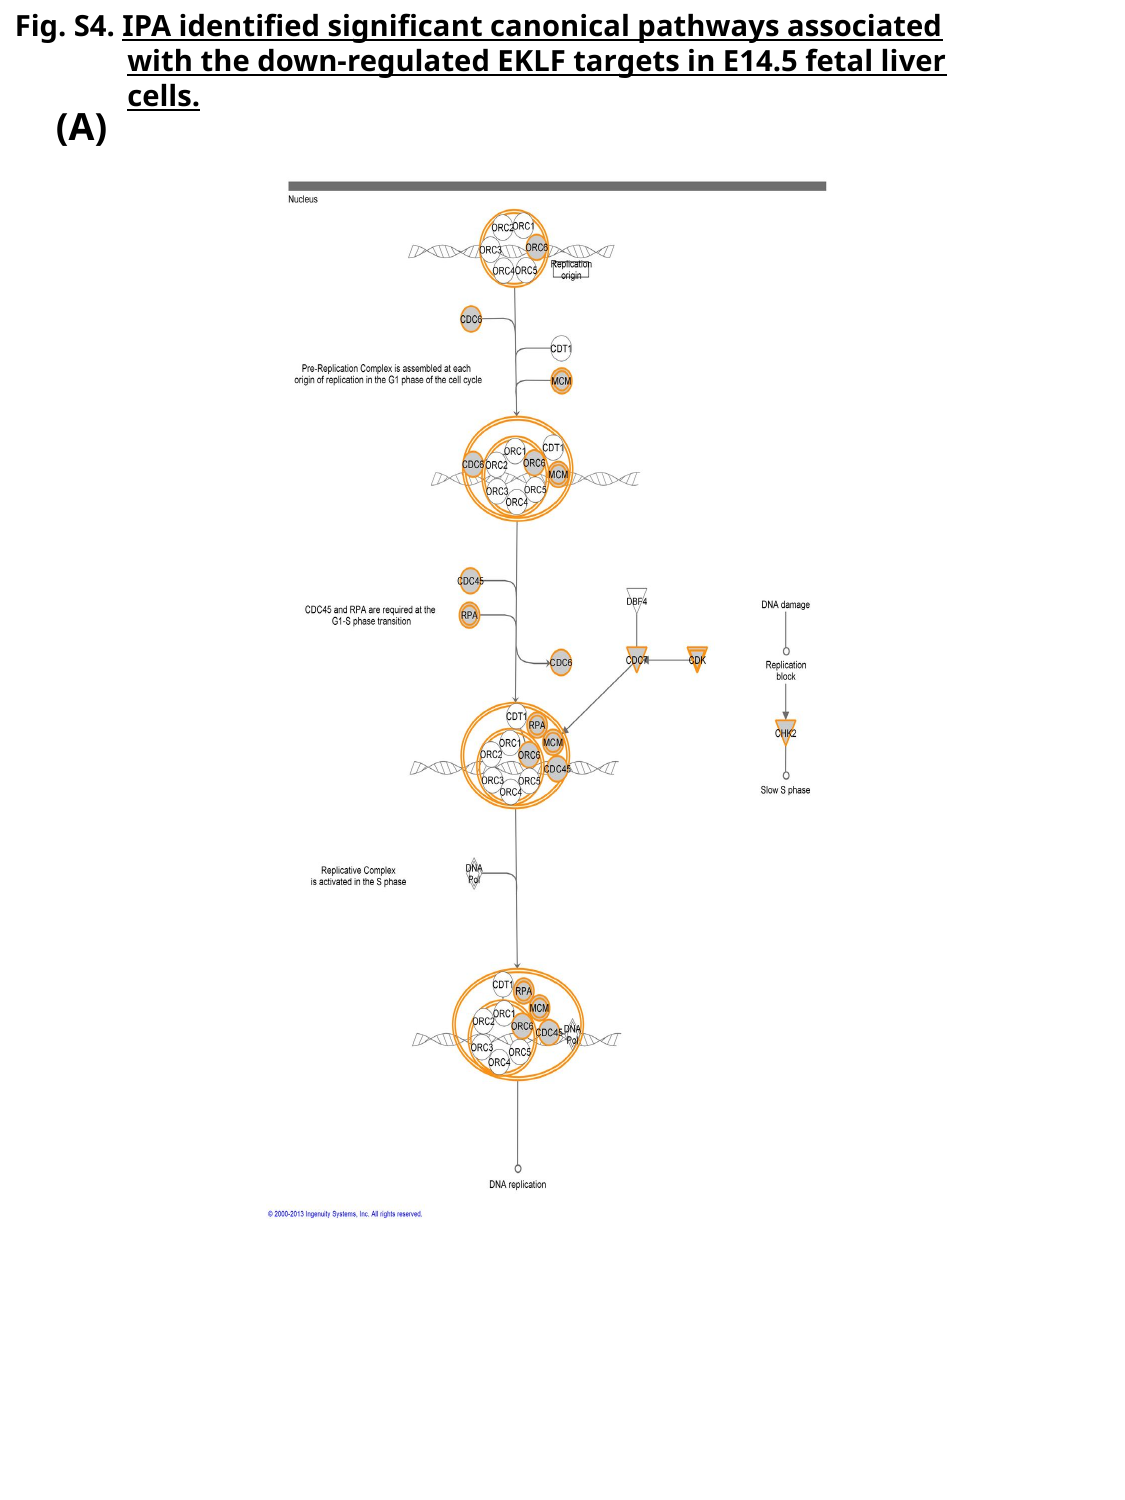

Fig. S4. IPA identified significant canonical pathways associated with the down-regulated EKLF targets in E14.5 fetal liver cells.
(A)

## Slide 14
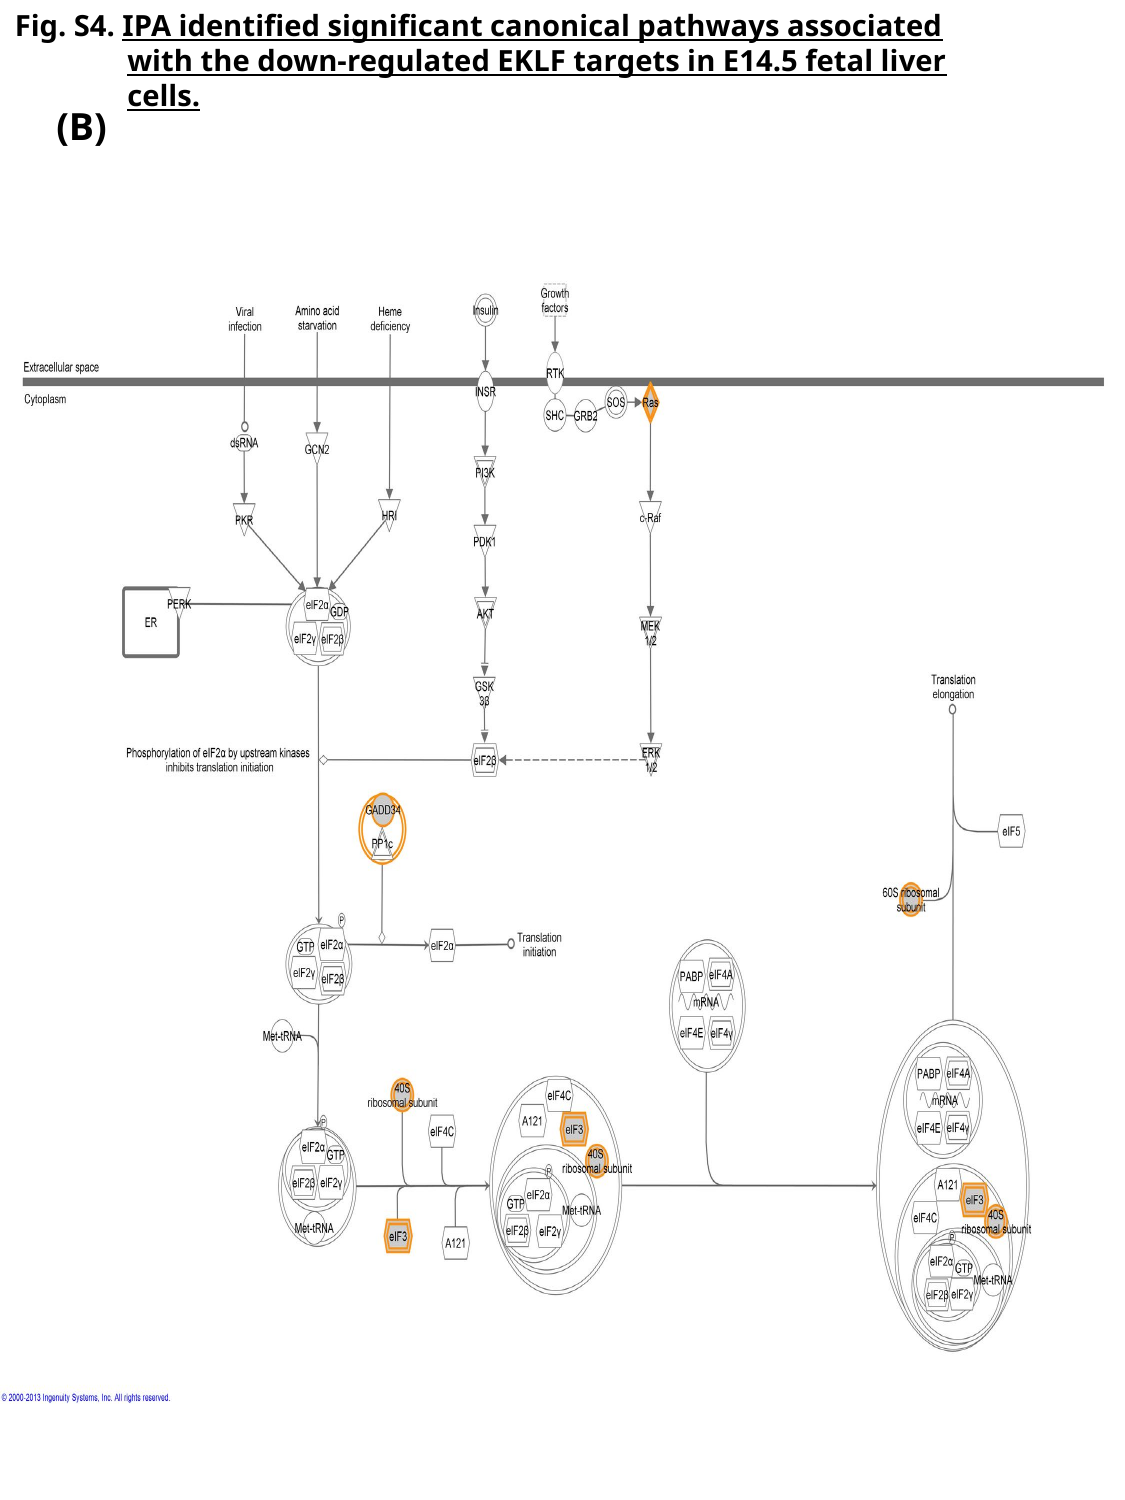

Fig. S4. IPA identified significant canonical pathways associated with the down-regulated EKLF targets in E14.5 fetal liver cells.
(B)

## Slide 15
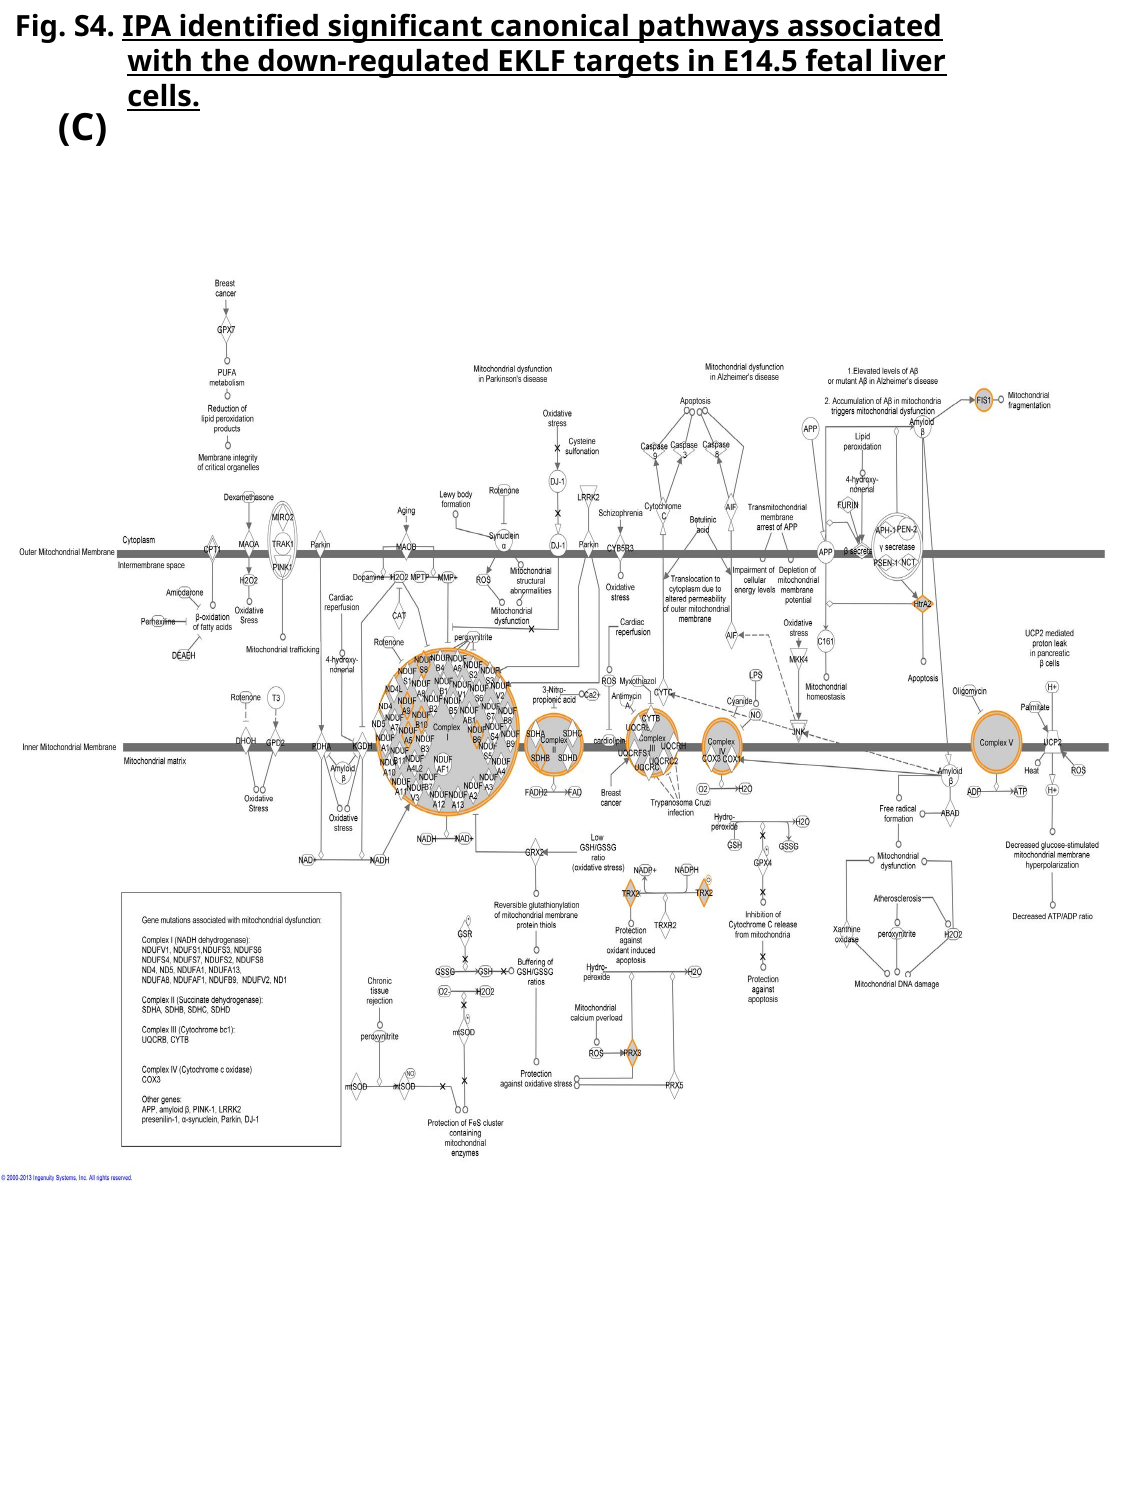

Fig. S4. IPA identified significant canonical pathways associated with the down-regulated EKLF targets in E14.5 fetal liver cells.
(C)

## Slide 16
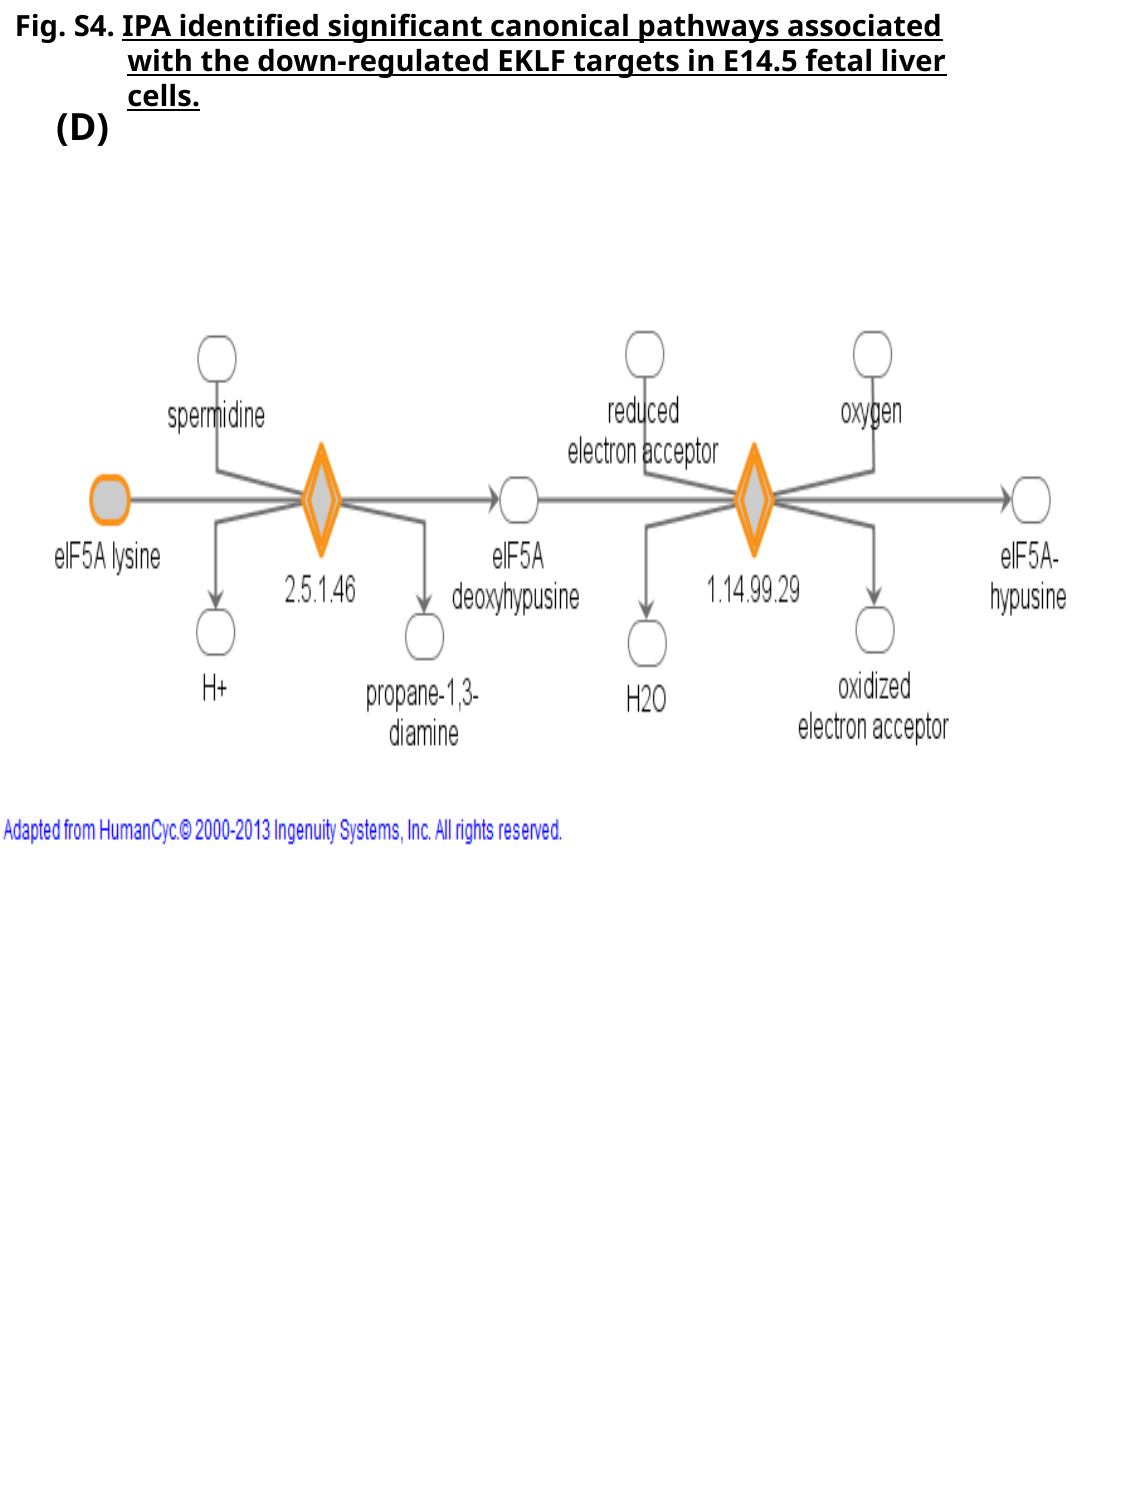

Fig. S4. IPA identified significant canonical pathways associated with the down-regulated EKLF targets in E14.5 fetal liver cells.
(D)

## Slide 17
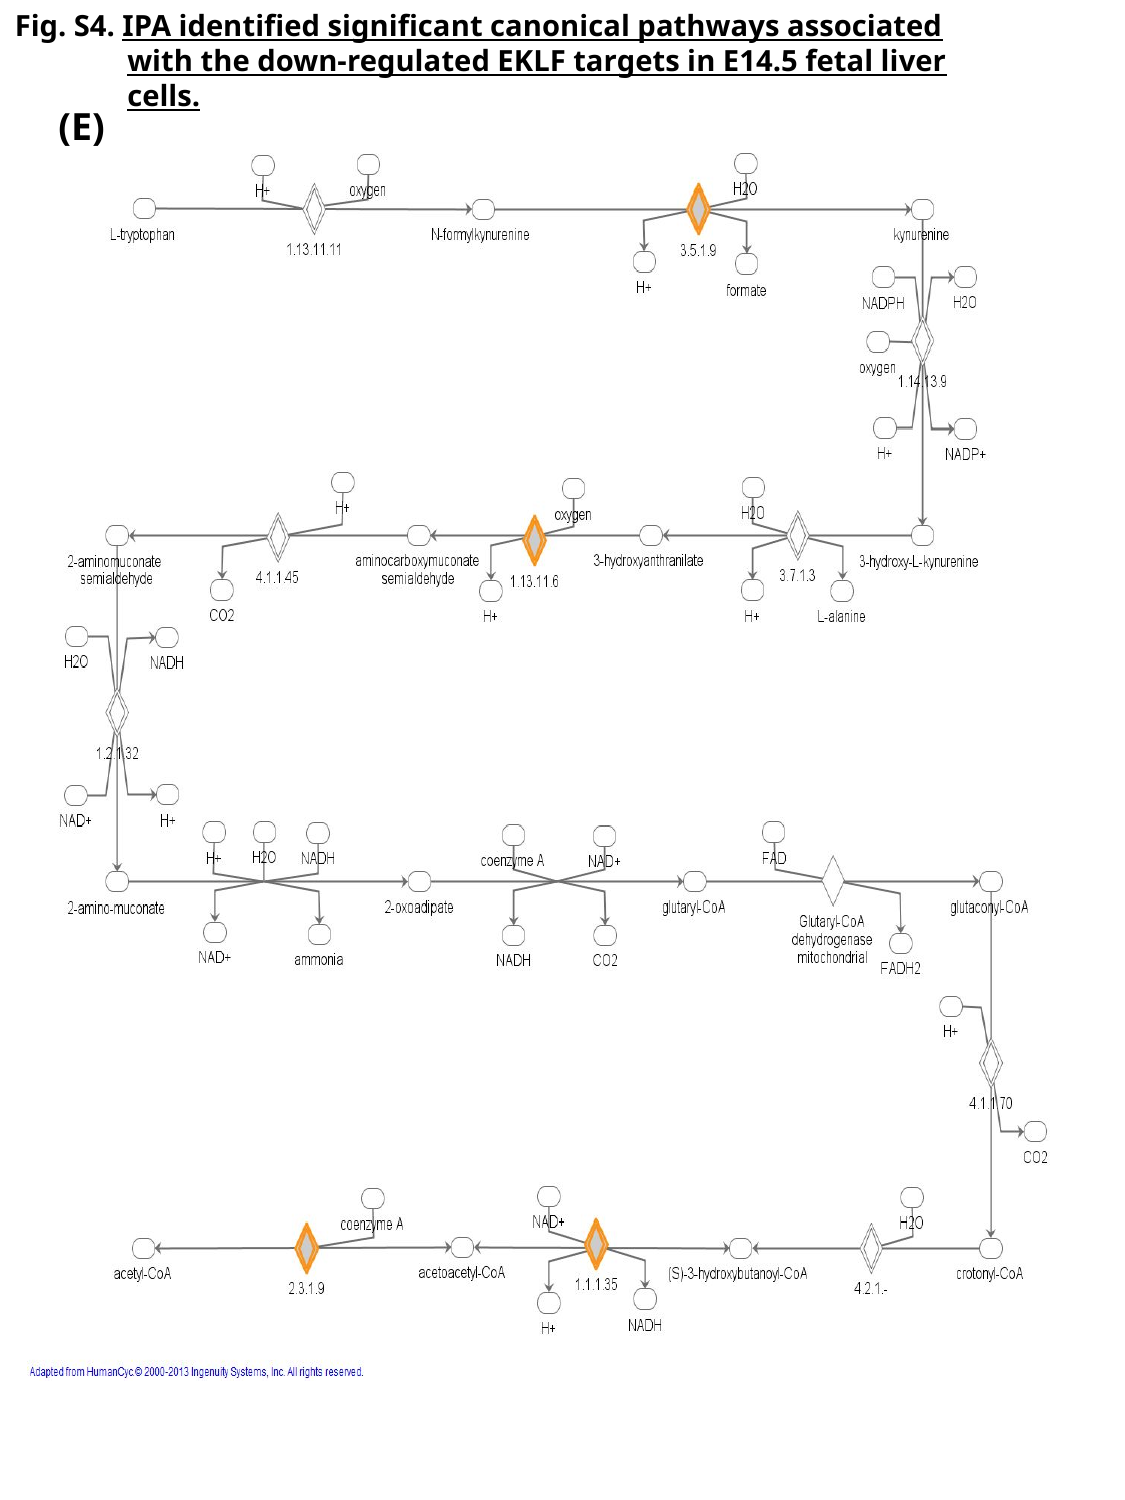

Fig. S4. IPA identified significant canonical pathways associated with the down-regulated EKLF targets in E14.5 fetal liver cells.
(E)

## Slide 18
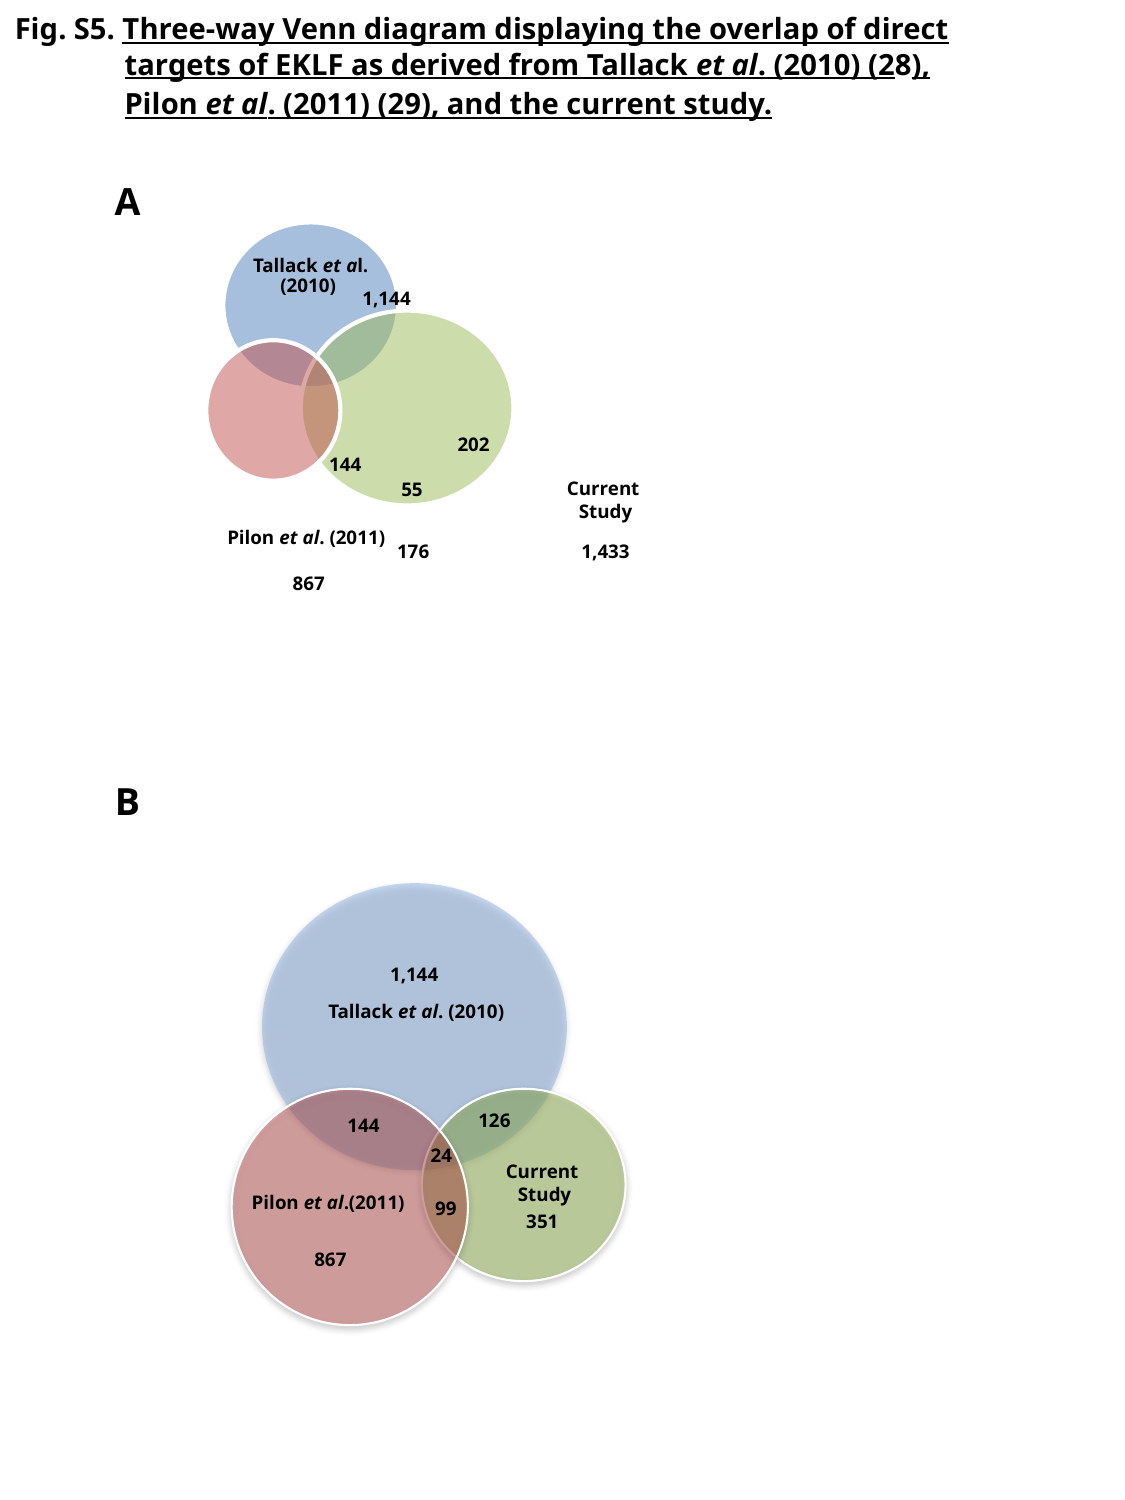

Fig. S5. Three-way Venn diagram displaying the overlap of direct targets of EKLF as derived from Tallack et al. (2010) (28), Pilon et al. (2011) (29), and the current study.
A
1,144
202
144
55
176
1,433
867
Current
Study
Pilon et al. (2011)
B
1,144
Tallack et al. (2010)
126
144
24
Current
Study
Pilon et al.(2011)
99
351
867

# Supplementary material for: A Positive Regulatory Feedback Loop between EKLF/KLF1 and TAL1/SCL Sustaining the Erythropoiesis
**Source:** Int J Mol Sci. 2021 Jul 27;22(15):8024. doi: 10.3390/ijms22158024
**Supplement:** Supplementary file 1

Supplementary Table S7. List of PCR primers of used for validation of the ChIP-chip data.

| ChIP-Q-PCR primers     | Sequence 5' → 3'                        |
|------------------------|-----------------------------------------|
| Actb+668L              | 5'-GAC TAC CTC ATG AAG ATC CTG AC-3'    |
| Actb+817               | 5'-CAG GGA AGA AGA GGA TGC GGC C-3'     |
| βmajor-6411            | 5'-GTT CTC TGC ACA GAT AAG GAC AAA C-3' |
| βmajor-6623            | 5'-CTG ATC CTA CCT CAC CTT ATA TGC-3'   |
| TAL1R-688              | 5'-CTC CCC GCG TGG GCT TTT GG-3'        |
| TAL1R-475              | 5'-GTG AGG ATC ACA CCC GCC CG-3'        |
| Tnfaip1 Dicer 1-F(2)   | 5'-GGT CTT GTA GTC TCT TTC CCG AT-3'    |
| Tnfaip1 Dicer 1-R(2)   | 5'-ATC CGT GGT GCC TCC C-3'             |
| Tnfaip1 Binding-F(2)   | 5'-GGG AGG CAC CAC GGA T-3'             |
| Tnfaip1 Binding-R(2)   | 5'-CGG CTC TTA TGT TTC ACC CA-3'        |
| Tnfaip1 Plasma 1-F(2)  | 5'-TGG GTG AAA CAT AAG AGC CG-3'        |
| Tnfaip1 Plasma 1-R(2)  | 5'-AGC CAA GCA GAA CAA AGC G-3'         |
| Tnfaip1 Dicer1-F(3)    | 5'-GGT CTT GTA GTC TCT TTC CCG AT-3'    |
| Tnfaip1 Dicer1-R(3)    | 5'-ATC CGT GGT GCC TCC C-3'             |
| Tnfaip1 Binding-F(3)   | 5'-GGG AGG CAC CAC GGA T-3'             |
| Tnfaip1 Binding-R(3)   | 5'-AGC CAA GCA GAA CAA AGC G-3'         |
| Tnfaip1 Plasma 1 -F(3) | 5'-CGC TTT GTT TGC TTG GCT-3'           |
| Tnfaip1 Plasma 1 -R(3) | 5'-CAG ACC AGA TTC CAC CCA G-3'         |
| NFE2 Dicer 1-F         | 5'-CAT CCC AAG GCA TCA GGC-3'           |
| NFE2 Dicer 1-R         | 5'-TTC ACC CAG TCT ACC TCT CTT TGT-3'   |
| NFE2 Binding-F         | 5'-ACA AAG AGA GGT AGA CTG GGT GAA-3'   |
| NFE2 Binding-R         | 5'-CAG AAG ACC AGA GGA TAG GGC T-3'     |

| ChIP-Q-PCR primers  | Sequence 5' → 3'                          |
|---------------------|-------------------------------------------|
| NFE2 Plasma 1-F     | 5'-AGC CCT ATC CTC TGG TCT TCT G-3'       |
| NFE2 Plasma 1-R     | 5'-TCT CCT CAT CCT GCC TCC ATA-3'         |
| E2F2 Dicer 1-F      | 5'-TCC CAG GCA GCG AAA CTC-3'             |
| E2F2 Dicer 1-R      | 5'-CAA TGC TCT CAG TCA AGT CTC TCT C-3'   |
| E2F2 Binding-F      | 5'-GAG AGA GAC TTG ACT GAG AGC ATT G-3'   |
| E2F2 Binding-R      | 5'-GTC TGC TAT TTC ACT GGT CCC TTA-3'     |
| E2F2 plasma 1-F     | 5'-TAA GGG ACC AGT GAA ATA GCA GAC-3'     |
| E2F2 plasma 1-R     | 5'-GTG AGA GGC AGA GGC AGG TAG-3'         |
| Xpo7 Dicer 1-F      | 5'-GAA GAG CAG AGC AGA GCC AGA-3'         |
| Xpo7 Dicer 1-R      | 5'-TCC TTG GTG GCT CAG TCC C-3'           |
| Xpo7 Binding-F      | 5'-GGG ACT GAG CCA CCA AGG A-3'           |
| Xpo7 Binding-R      | 5'-AGT GAC AGT GAC CTC CTC CTC CT-3'      |
| Xpo7 Plasma 1-F     | 5'-AGG AGG AGG AGG TCA CTG TCA CT-3'      |
| Xpo7 Plasma 1-R     | 5'-TCC CTC TCC CTC TTT CTC CAA C-3'       |
| PTAL1-5'D           | 5'-CTG GAT ACA GTA CAT AGA CAT TAA TAC-3' |
| PTAL1-3'D           | 5'-GCC AGA AGG TAG GTG TAT GTG-3'         |
| PTAL1-5'P           | 5'-CTA CAA TGT ACC TAT GGG CTT C-3'       |
| PTAL1-3'P           | 5'-CAT CCAACT TCT CCC CAT TGG-3'          |
| PTAL1-5'Non         | 5'-GCT GAA CGA GCA TCT GGG AGG-3'         |
| PTAL1-3'Non         | 5'-GGA TGG CCC AGG AAT GCG CAG-3'         |
| Csf2rb Dicer 1-F(1) | 5'-CCC AGC AGC CTC AAG TTA TTC-3'         |
| Csf2rb Dicer 1-R(1) | 5'-CAG TAG GCA GTG GGA GCA GTC-3'         |

| ChIP-Q-PCR primers   | Sequence 5' → 3'                      |
|----------------------|---------------------------------------|
| Csf2rb Binding-F(1)  | 5'-GAC TGC TCC CAC TGC CTA CTG-3'     |
| Csf2rb Binding-R(1)  | 5'-GAA ACA GAG AGC AGA TTG AGG AAG-3' |
| Csf2rb Plasma 1-F(1) | 5'-CTT CCT CAA TCT GCT CTC TGT TTC-3' |
| Csf2rb Plasma 1-R(1) | 5'-CAA GTC TGA GGA ATA CGC TAC CC-3'  |
| Csf2rb Dicer 1-F(2)  | 5'-GAC TGC TCC CAC TGC CTA CTG-3'     |
| Csf2rb Dicer 1-R(2)  | 5'-GAA ACA GAG AGC AGA TTG AGG AAG-3' |
| Csf2rb Binding-F(2)  | 5'-CTT CCT CAA TCT GCT CTC TGT TTC-3' |
| Csf2rb Binding-R(2)  | 5'-CAA GTC TGA GGA ATA CGC TAC CC-3'  |
| Csf2rb Plasma 1-F(2) | 5'-GGG TAG CGT ATT CCT CAG ACT TG-3'  |
| Csf2rb Plasma 1-R(2) | 5'-CCC ACT CAC CCT GTC CCA-3'         |
| Fn3k Dicer 1-F       | 5'-CAT CTT AGT GTG AGG CTG GTC G-3'   |
| Fn3k Dicer 1-R       | 5'-GCT CCT GCC TTC TCT ATG ACA A-3'   |
| Fn3k Binding-F       | 5'-TTG TCA TAG AGA AGG CAG GAG C-3'   |
| Fn3k Binding-R       | 5'-TGG GCA CAC ACA CAC ATA CAT A-3'   |
| Fn3k Plasma 1-F      | 5'-TAT GTA TGT GTG TGT GTG CCC A-3'   |
| Fn3k Plasma 1-R      | 5'-AGA GGC TAC TGT GGG AGG TGT-3'     |

**Supplementary Table S8. List of RT-PCR primers of used for validation of microarray hybridization data.**

| Name           | Forward primer                 | Reverse Primer                  |
|----------------|--------------------------------|---------------------------------|
| <i>Dcbld2</i>  | 5'-CAAGGTGATGGATGTGGACAC-3'    | 5'-GCAGCATGGGTTCCTCATG-3'       |
| <i>Pde4b</i>   | 5'-TGGAAATCCTGGCTGCCAT-3'      | 5'-TCCACAGAAGCTGTGTGCT-3'       |
| <i>Hecw1</i>   | 5'-AGCTGTCAATGCCTGTTCAG-3'     | 5'-TCCTCCTCCAAGCCATCTTC-3'      |
| <i>Nrip3</i>   | 5'-AGGCTAAGTCTGAAGGGCTGAAG-3'  | 5'-TATCATCAACCACAGCTGCTTG-3'    |
| <i>STAT1</i>   | 5'-AAGCGAACTGGATACATCA-3'      | 5'-CCGGGACATCTCATCAAAC-3'       |
| <i>JAK3</i>    | 5'-ACTGCTGTTCGCTTGGCAGATC-3'   | 5'-CTCTGCCAGCAGCTCCAGGAG-3'     |
| <i>STAT2</i>   | 5'-GGGACGAAGCTTTTGGGT -3'      | 5'-CTCTCGCCAGCCAACATT-3'        |
| <i>XK</i>      | 5'-TGACGCTGCTCTTCTCCTTGATG-3'  | 5'-CTTCCAGTAGTGATGTTCTGCTCC-3'  |
| <i>IL12a</i>   | 5'-TCAATCACGCTACCTCCTC-3'      | 5'-CAGAGCTTCATTTTCACTC-3'       |
| <i>IL16</i>    | 5'-AACCGAGGACAGGAACCACT-3'     | 5'-CTTGAGAGATTTGCCATTGA-3'      |
| <i>Ankrd17</i> | 5'-TCCACCAGATGTCCTCAGCTAAC-3'  | 5'-GTACTGGCTGTCCAACTATCACTCC-3' |
| <i>JAK2</i>    | 5'-GAAGGCCAATGTTCTGAAAAAAG-3'  | 5'-ACTCCGTATCTGTAGGTTCTGCTG-3'  |
| <i>STAT6</i>   | 5'-CAATGAGCCAGATGGGACCTTC-3'   | 5'-GGCTCTGAAATGAGTGGATGGA-3'    |
| <i>Tnfaip1</i> | 5'- CATGATCCGCGACGTGGAAC-3'    | 5'-GGCAGCCTTGTCCCTTGAAGA-3'     |
| <i>Ankrd1</i>  | 5'-TGGCGATCGTGGAGAAGTTAATGG-3' | 5'-GCGCACTCGTAATGACCAGTCCTC-3'  |

Supplementary Table S9. List of primers used for identification of *Tall* exon-1.

| Primer name                        | Sequence 5'→ 3'           |
|------------------------------------|---------------------------|
| Predict primer-F-1 (PF-1)          | CGAAGACAGCCTGGTCTACAGAAG  |
| Predict primer-F-2 (PF-2)          | CAAGGCTACACAGACAAACCCTATC |
| Predict primer-F3 (PF-3)           | CCAGTTTCCACCATCATAGAAAG   |
| Isoform A exon 1 primer-R-1 (AR-1) | CGTATCTCAACACCCAGTTCCTCG  |
| Isoform A exon 1 primer-R-2 (AR-2) | CAACCAACCCTCCCTTCTTCAT    |
| Isoform A exon 1 primer-R-3 (AR-3) | CTACAAACAACCCGACTCGGATC   |
| Isoform A exon 1 primer-R-4 (AR-4) | GATGCTCGTTCAGCGGCTTTG     |

How the deposited data were processed for this re-analysis (not part of the article)

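RNA of E14.5 fetal livers from 4 WT and 4 Eklf knockout (KO) mouse embryos was hybridized to Affymetrix Mouse Genome arrays, 1 array per embryo. The authors computed MAS5.0 signals, and the deposited values are intensities on a linear scale, 1 per probe set and array. The submitters' processing notes name MAS5 and R 3.0.2, and the MAS5.0 software version is not given in the sources used here. In the deposited intensities the trimmed mean, leaving out 2% at each end, is the same in all 8 arrays. No pair of arrays shared more than 1 identical value, so all were counted as separate samples. WT arrays carry replicate numbers 1 to 4 and KO arrays 2 to 5.

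Of the 45101 probe sets, 34945 have 1 gene symbol in the platform annotation, 932 have several, 9160 have none and 64 are control probe sets. No gene was named from a probe set with several symbols. The probe sets name 18193 symbols. The annotation can be old, and 2 genes of the study's tables were matched through an older name. Genes with no probe set of a single symbol were not analysed here.

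The values were log2-transformed with no pseudocount. Probe sets with a mean of WT or of KO above log2 of 100, the study's own minimum, were tested, with control probe sets left out. The test was limma (lmFit and eBayes, two-sided) over all 8 arrays with genotype as the only term, and Benjamini-Hochberg adjusted p under 0.05 counted as called. A gene was counted when its called probe sets moved in a single direction. Elsewhere a gene is represented by the probe set with the highest mean over all 8 arrays. Where a group mean lay below a signal of 100, the fold is given as at least, against 100. Single values were compared by exact permutation tests over 70 assignments of the arrays, whose smallest two-sided p is 0.029. The share of calls higher in KO has a 95% binomial interval, which counts probe sets as independent. MAS5.0 signals carry no count of molecules, and the number of arrays limits the precision.

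The main test, the alternatives, the rule for named genes and 38 gene lists, of pathways and of markers of the cell types of the fetal liver, were fixed before the data were examined. The pathways of Table S5 are 10 further lists. The 48 lists were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. Of them 33 passed, 14 higher and 19 lower in KO. Among these, 8 are lists of Table S5 (4 higher and 4 lower), whose genes the study picked by their difference on the same arrays. The other 25 are among the 38, but some of the 38 share genes with lists of Table S5. Flt1 and Gucy1b1 are in both nitric oxide lists, Haao in both tryptophan lists and Eif5a in both hypusine lists. Lists with such genes are not free of that choice. With an estimated correlation 0 of the 48 passed in camera (smallest adjusted p = 0.10), and 13 had an unadjusted p under 0.05. The rule for named genes takes genes the study names in its text and in Tables S7 and S8, the 10 genes with the largest fall and the 10 with the largest rise among called probe sets of a single symbol in which every KO array lay beyond every WT array (group means floored at 100, placeholder symbols left out), and in each list the 2 called genes with the largest rise and the 2 with the largest fall. The values of Tal1 and Xpo7 and of the genes in the study's supplementary target table had been seen when the rule was written. Outside the rule, Alas2, Epb42, Kel, Rhag, Aqp1, Rhd, Alb, Hba-x, Sox6, Klf3, Lmo2, Bcl11a, Rplp0, Rpl22, Adm, Vegfa, Itga2b, Irf7, Ifit3, Ddit3, Herpud1, the sex-linked genes and further probe sets of named genes were chosen after their values were seen.

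The alternatives were quantile normalization, scaling to the 75th percentile or to the hybridisation controls, pseudocounts of 16 and 64, no filter, a filter on the mean over all arrays or at a signal of 200, trend and robust options of limma, the methods' t-test and an equal-variance form of it, the replicate number as a block, leaving out each array, other ways to represent a gene, an estimated correlation, and an effect size minimum of 1 in place of 0.5. Scaling to the poly-A controls, and KO replicates 2 and 4 alone or 3 and 5 alone against WT, were added after seeing the data. Each control scaling used part of its control probe sets, with shifts of 0.78 (hybridisation) and -0.084 (poly-A). All 18 hybridisation controls together differed by -0.75 and all 24 poly-A controls by 0.086. The limma step was tested on simulated data of 23379 probe sets, where 11% of 100 probe sets changed by 0.5 on the log2 scale and 61% of 100 changed by 1 were recovered, with 5 false calls among 77. Far fewer probe sets changed there than the 12195 called in the real data, and the adjusted threshold depends on that number. These rates therefore do not give the recovery or false calls of the real test. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 were used. The planned count of calls per chromosome was not run, because no build is given for the probe sets in the sources used here. ChIP-chip, RT-PCR, Western blotting, reporter and footprinting data were not analysed here.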

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

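The tests of single arrays were planned, and the pairs of KO arrays and which control probe sets to look at were chosen after they were seen.

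In 16 of 298 groups of 4 arrays, 1 array stood far from the other 3 of its genotype, where chance alone gives about 14.9. WT replicates 1 and 3 had 5 each, KO replicate 5 had 3, WT replicate 4, KO replicate 3 and KO replicate 4 had 1 each, and WT replicate 2 and KO replicate 2 had 0.

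WT replicate 1 read -0.062 for Eif2s3y (others 11.28 to 11.41), 3.41 for Kdm5d (others 8.93 to 9.17), 4.35 for Uty (others 8.96 to 9.33) and 13.03 for Xist (others 6.17 to 6.84), all on the log2 scale, which parts it from the other WT arrays by X- and Y-linked transcripts of the embryo's sex. It also read 6.78 for Cdkn1a (others 7.48 to 7.58). WT replicate 3 read 12.74 for Apob (others 12.20 to 12.28), 10.74 for Cdkn2c (others 10.83 to 10.84), 10.44 for Kif11 (others 10.67 to 10.68), 14.79 for Mki67 (others 14.72) and 11.96 for Nxpe2 (others 12.15 to 12.18). WT replicate 4 read 9.83 for Dohh (others 10.14 to 10.19).

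KO replicate 5 read 13.43 for Fn1 (others 12.83 to 12.93), 14.15 for Mpo (others 13.60 to 13.66) and 8.96 for Rps27 (others 7.29 to 7.49). KO replicate 3 read 7.74 for Pklr (others 8.59 to 8.61), and KO replicate 4 read 1.91 for Slc22a4 (others 6.03 to 6.20).

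The KO arrays also fell into 2 pairs. Deviations from the KO mean correlated at 0.12 between replicates 2 and 4 and 0.12 between replicates 3 and 5, and at -0.62 to -0.52 across the pairs. Most genes of the hypoxia response and both Hspa1 genes were higher in replicates 3 and 5, and Tal1 was lower there (12.13 and 11.99, against 12.79 and 12.61). In replicates 3 and 5, 25 of 31 DNA replication genes and 51 of 77 respiratory chain genes were lower than in both 2 and 4, and 12 of 15 macrophage markers higher, against 29.2% lower and 26.8% higher of all tested probe sets. What parts the pairs is not given in the sources used here.

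The study does not report on the control probe sets. Those for 18S ribosomal RNA differed by -3.90 (KO minus WT, log2) and the hybridisation controls by -0.75, with every KO array below every WT array in both (exact permutation test, p = 0.029).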

How the results depend on the processing

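The poly-A control scaling and the pairs of KO arrays were chosen after seeing the data, and all other alternatives were planned. Over all alternatives, gene results stood 3759 times in the same direction and on the same side of the threshold, lost the call 214 times (58 genes), gained it 18 times and reversed 41 times (23 genes). For gene lists the numbers were 984, 80, 21 and 18 (9 lists), where a reversal is of camera's direction, relative to other genes, and the median can keep its sign. The cause was not tested for any change given here, and dim probe sets near a signal of 100 limit what the arrays can show.

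With hybridisation control scaling 18548 probe sets were called, 97.08% of them higher in KO, and 9000 genes had an effect size above 0.5. Tal1 was then -0.54, with adjusted p = 0.051 from limma, where its alternatives ranged from 2.4e-05 to 0.051. The direction reversed with this scaling for Actb (0.52), Ankrd17 (0.76), Apoa1 (0.077), Apoa2 (0.063), Bcl2l1 (0.18), Dohh (0.16), Eif4g2 (0.18), Eif5a (0.083), Gata1 (0.38), H2-Q10 (0.089), Hadh (0.18), Hbb-y (0.33), Hk1 (0.49), Hsp90aa1 (0.20), Hspa8 (0.28), Lhx2 (0.34), Mcl1 (0.32) and Pdpk1 (0.32), and relative to other genes for the lists of embryonic globins (median 0.68), erythroid progenitors (1.03), sex-linked genes (2.54) and translation initiation (0.74). Quantile normalization gave 51.11% higher and reversed Actb (0.21), Ankrd17 (0.038), Hbb-y (0.11), Hspa8 (0.012) and, relative to other genes, the lists of embryonic globins (0.14), hepatocytes (-0.079, the sign of the median unchanged), ribosomal proteins (0.0019) and translation initiation (0.067). The 75th percentile gave 41.90% higher and reversed Jak2 (-0.25) and Ldb1 (-0.043), and the mast cell list (-0.28, the sign unchanged) relative to other genes only. Poly-A control scaling gave 67.17% and reversed Jak2 (-0.064).

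The share of calls higher in KO was 67.30% with no filter, 63.65% with a filter on the mean, 62.10% with a filter at 200, 64.97% with trend and robust options, 65.09% with the methods' t-test, 64.72% and 64.94% with its equal-variance form before and after adjustment. The mast cell list reversed with the filter at 200 (0.45), and the lymphoid list with the filter on the mean (0.093, the sign unchanged) relative to other genes only. With an effect size minimum of 1, 2292 genes remained, and with an estimated correlation 0 lists passed in camera, 13 at an unadjusted p under 0.05. The mean of a gene's probe sets reversed Ankrd17 (0.25), Gsk3b (0.63), Hk1 (0.42), Itga4 (0.18) and Pdpk1 (0.52), and the most variable probe set reversed Ankrd17 (0.32), Gsk3b (2.08), Hk1 (1.12), Il16 (-0.44) and Pdpk1 (1.498). Pseudocounts of 16 and 64 raised the correlation between WT and KO arrays to 0.898 and 0.915 and lowered the Tfrc 3-prime to 5-prime difference to 0.39 and 0.30 (exact permutation test, p = 0.057 and 0.086).

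With the replicate number as a block, 7780 probe sets were called, 71.71% of them higher, and the embryonic globin list was at 0.00023. Deviations of arrays with the same number correlated at -0.00084, -0.082 and -0.027, so nothing shows that the numbers pair the embryos.

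Leaving out each array gave 10625 to 12100 called probe sets, 64.67% to 67.81% of them higher, a Tal1 difference of -1.45 to -1.18, 30 to 34 lists, and a Tfrc 3-prime to 5-prime difference of 0.26 to 0.53. Ankrd17 ranged from -0.031 to 0.0059, Jak2 from -0.027 to 0.053, and the lists of embryonic globins from -0.25 to 0.00014, lymphoid cells from -0.080 to 0.13 and mast cells from -0.17 to 0.13. KO replicates 2 and 4 alone gave a correlation between WT and KO arrays of 0.898, a Tal1 difference of -0.995, Jak2 at -0.077 and the embryonic globin list at -0.20 (the sign unchanged). KO replicates 3 and 5 alone gave 61.30% of calls higher, a Tal1 difference of -1.63, Ankrd17 at 0.0060 and the list of cell cycle inhibitors at 0.31.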

Differences from the paper's values

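No value of the paper that was also computed here differed from the limma result by more than 1.5 times. The paper gives 12277 probe sets, 11549 after its consistency check, 6975 genes and 257 genes removed, and the values found here were 12195, 11313, 6371 and 338, with limma's adjusted threshold in place of the paper's unadjusted one. Fig. 1C shows about 7200 genes before the check, read by eye, and 6709 were found here. At the paper's own threshold, with its t-test over all probe sets above a signal of 100, the values were 12281 probe sets, 11255 after the check, 6378 genes and 387 removed, and the number of genes removed was then more than 1.5 times the paper's 257.

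Of the alternatives set before the data were examined, hybridisation control scaling (18548 probe sets, 18360 after the check, 61 genes removed) and the replicate block (7780, 7458 and 127) lay more than 1.5 times from the paper's counts, and so did 75th percentile scaling (473) and the equal-variance t-test (434) for the genes removed. The paper's 6975 genes also lay that far from the block (4267) and from poly-A control scaling, which was chosen after seeing the data (4449, with 143 removed). For Tal1 the paper's effect size of 1.3139 was found here as 1.314 and its 2.5-fold as 2.49-fold, but with hybridisation control scaling the effect size was 0.54 and the fold 1.45.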

Other observations

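The tests of explanations in this part, those of other splits of the arrays included, were chosen after the results were seen.

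Genes of the hypoxia response, which the paper does not report, were among the strongest rises in the KO fetal liver. Of 14 genes, 9 were higher and 1 lower in KO (and as many adjusted over the list alone), with Egln3, an oxygen-sensing prolyl hydroxylase, at 3.08, Ddit4 at 2.64, Adm at 2.31 and Vegfa at 2.08, while Slc2a1, a glucose transporter that the red cell lineage also expresses, was at -1.42. In KO replicates 2 to 5 the log2 signal was 10.27, 11.33, 10.48 and 11.75 for Egln3 and 9.66, 11.58, 10.10 and 12.02 for Ddit4. For the hypoxia response the median log2 difference was 1.47, with adjusted p = 0.0051 from camera and adjusted p = 0.41 with an estimated correlation. Of 12 glycolytic genes, 8 were higher and 2 lower in KO (9 higher and 2 lower adjusted over the list alone), with Pfkp at 2.61 and Pkm at 2.10 but Pklr, the red cell and liver pyruvate kinase, at -2.79. For glycolysis the median log2 difference was 0.61 and 0.34 with 75th percentile scaling, with adjusted p = 0.0043 from camera and adjusted p = 0.25 with an estimated correlation. With hybridisation control scaling the glycolysis list missed the threshold (adjusted p = 0.077). Of 14 markers of megakaryocytes and platelets, 9 were higher and none lower in KO (10 higher and none lower adjusted over the list alone), with Thbs1 at 1.90, Vwf at 1.78, which endothelium also expresses, and Itga2b at 1.76. For megakaryocytes and platelets the median log2 difference was 0.81, with adjusted p = 2.6e-04 from camera and adjusted p = 0.25 with an estimated correlation. Of 11 markers of hematopoietic stem cells, 3 were higher and none lower in KO (and as many adjusted over the list alone), with Slamf1 at 1.09. For hematopoietic stem cells the median log2 difference was 0.51 (0.47 with group means below 100 set to 100) and 0.20 after quantile normalization, with adjusted p = 0.026 from camera and adjusted p = 0.23 with an estimated correlation. The stem cell list missed the threshold after quantile normalization (adjusted p = 0.16) and with hybridisation control scaling (adjusted p = 0.084), and with KO replicates 2 and 4 alone (median 0.22, adjusted p = 0.068). Of 17 interferon response genes, 8 were higher and none lower in KO (and as many adjusted over the list alone), with Irf7 at 0.94 and Ifit3 at 0.86. For the interferon response the median log2 difference was 0.64 and 0.38 with 75th percentile scaling, with adjusted p = 0.0025 from camera and adjusted p = 0.46 with an estimated correlation. By scaling, single calls were lost on the brightest probe set after quantile normalization and with 75th percentile scaling for Irf7 and Ifit3 (limma). Counted again by scaling, the calls higher and lower were, with 75th percentile scaling, 3 and 0 for the interferon response and 3 and 0 for hematopoietic stem cells. With hybridisation control scaling they were 17 and 0 for the interferon response and 10 and 0 for hematopoietic stem cells.

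Of 15 genes of lipoproteins and plasma lipid transport, 9 were lower and 1 higher in KO (and as many adjusted over the list alone), with Apof at -1.58. For lipoproteins and plasma lipid transport the median log2 difference was -0.64, -0.27 after quantile normalization but 0.14 with hybridisation control scaling, with adjusted p = 0.0036 from camera and adjusted p = 0.28 with an estimated correlation. The lipoprotein list missed the threshold after quantile normalization (adjusted p = 0.13). Of 12 markers of granulocytes and monocytes, 3 were higher and none lower in KO (2 higher and none lower adjusted over the list alone), with Csf3r at 1.25 and Mpo at 1.02. For granulocytes and monocytes the median log2 difference was 0.57 and 0.30 with 75th percentile scaling, with adjusted p = 0.11 from camera, but the list lay higher than other genes after quantile normalization (adjusted p = 0.011), with 75th percentile scaling (adjusted p = 0.022) and with poly-A control scaling (adjusted p = 0.031). Over WT the medians of this list were 0.11, 0.23, 0.13 and 1.62 in KO replicates 2 to 5, and without KO replicate 5 it was at 0.14, while KO replicates 3 and 5 alone gave 0.99 (adjusted p = 0.019 from camera). Of 4 markers of mast cells and basophils, 1 was lower and 1 higher in KO (and as many adjusted over the list alone), with Mcpt8 at -1.56 and Hdc at 0.75. For mast cells and basophils the median log2 difference was -0.013, -0.41 after quantile normalization but 0.76 with hybridisation control scaling, with adjusted p = 0.79 from camera. Of 4 lymphoid markers, 1 was lower and none higher in KO (and as many adjusted over the list alone), the lower one being Igll1. For lymphoid cells the median log2 difference was 0.037 but -0.38 after quantile normalization and -0.23 with 75th percentile scaling and -0.047 with poly-A control scaling, with adjusted p = 0.82 from camera. Of 10 genes of antigen presentation, 4 were higher and 1 lower in KO (and as many adjusted over the list alone), with H2-Ab1 at 1.49. For antigen presentation the median log2 difference was 0.38 and 0.11 with 75th percentile scaling, with adjusted p = 0.25 from camera. Of 11 genes of apoptosis and p53, 5 were higher and 2 lower in KO (and as many adjusted over the list alone), with Trp53inp1 at 2.04 and Bcl2l1, a survival gene, at -0.59 but 0.18 with hybridisation control scaling. For apoptosis and p53 the median log2 difference was 0.61 and 0.23 after quantile normalization, with adjusted p = 0.26 from camera. The medians of this list in KO replicates 2 to 5 were 0.13, 0.85, 0.049 and 0.92, and without KO replicate 5 it was at 0.27. Of 13 genes of heat shock and the unfolded protein response, 5 were higher and 2 lower in KO (and as many adjusted over the list alone), where Ddit3 (1.57) and Herpud1 (1.14) rose beside the Hspa1 genes and Hsp90aa1 (-0.57, but 0.20 with hybridisation control scaling) fell. For the heat shock and unfolded protein response the median log2 difference was 0.21, 0.50 after quantile normalization but -0.062 with 75th percentile scaling, with adjusted p = 0.38 from camera, but the list lay higher than other genes after quantile normalization (adjusted p = 0.011). Of 4 sex-linked genes, limma called 0 as different in KO, 0 also when adjusted over the list alone and 0 at an unadjusted p under 0.05. For sex-linked genes the median log2 difference was 1.77, with adjusted p = 0.79 from camera. The median of these came from WT replicate 1, without which it was 0.27. Calls on the brightest probe set were lost after quantile normalization for Hdc and Hsp90aa1, with 75th percentile scaling and with poly-A control scaling for Hdc, and with hybridisation control scaling for Bcl2l1 and Hsp90aa1 (limma). The calls higher and lower were, with 75th percentile scaling, 2 and 3 for antigen presentation, and, with hybridisation control scaling, 6 and 1 for lipoproteins and plasma lipid transport.

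More called probe sets were higher than lower in KO, as the paper also reports for the EKLF targets. The share higher was 41.9% with 75th percentile scaling, which moves every difference by -0.27. It was 51.1% after quantile normalization, which gives all arrays the same distribution of values. Either step changes the share by its design, so whether the excess of rises comes from the scaling of the arrays stays open. The hybridisation controls differed by -0.75 (KO minus WT, log2) and each genotype carries its own label code, so separate preparation of the groups and genotype cannot be told apart here. Of 35 splits of the 8 arrays into 4 and 4, 1, the real one, gave as many calls (12195 probe sets, 6371 genes and 5168 genes above an effect size of 0.5, against 0 at most in the others by limma). The other splits all mix WT and KO arrays, so the difference between the groups widens their spread. Their 0 calls therefore do not show how many calls chance gives, and the test only ranks the real split first of 35. For lists passing in camera it was also 1 split of 35, with 33 lists against 32 in the highest other, a margin smaller than the 30 to 34 lists found on leaving out each array, so it stays open whether chance can be excluded for the lists.

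Markers of erythroid maturation were lower in KO. A lower share of erythroid cells alone would raise the markers of all other cell types alike, but the endothelial median less the hepatocyte median was -5.41 ± 0.21 (SD, n = 4) in WT and -4.35 ± 0.19 (SD, n = 4) in KO, a rise of 1.065 (exact permutation test, p = 0.029). After quantile normalization the rise was 0.42 (WT -5.08 ± 0.20, KO -4.66 ± 0.19, SD, n = 4 each, exact permutation test, p = 0.057). Over WT on the MAS5.0 scale, the hepatocyte medians were -0.48 to -0.33 in the KO arrays and the endothelial medians 0.47 to 0.74. The hepatocyte median log2 difference was -0.48 on the MAS5.0 scale and -0.079 after quantile normalization. The contrast of these 2 lists thus depended on the scale, so it cannot decide whether a lower share was the only cause. A lower share of erythroid cells, alone or beside other changes, stays open. Relative to all tested probe sets of the same array the lists of heme synthesis and the red cell membrane were lower in every KO array. Scaling by a constant cancels in this comparison, so only quantile normalization tests scaling. After it the falls were -0.473 for heme synthesis and -0.74 for the red cell membrane (exact permutation test, p = 0.029 each). This argues against scaling as the cause of their fall relative to other genes. The absolute fall stays open, as hybridisation control scaling took the heme synthesis median to 0.019 and the red cell membrane median to -0.30. The loss of EKLF is a further explanation that the design names, and it was not tested apart from these.

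The rise of hypoxia response genes kept a median of at least 1.20 under each of the 4 other scalings. All of these but quantile normalization move every difference by a constant (-0.27, 0.78 or -0.084), so only quantile normalization tests scaling. After it the median log2 difference of the hypoxia list was 1.38, which argues against scaling as the cause of the rise. Quantile normalization took the median of all tested probe sets to -0.0075 and left the hypoxia genes 1.29 higher in KO (WT -0.0093 ± 0.10, KO 1.28 ± 0.58, SD, n = 4 each, exact permutation test, p = 0.029), which argues against a shift of the whole array. The rise differed between KO arrays, with list medians of 1.77 and 1.86 over WT in replicates 3 and 5 and 0.75 and 0.95 in replicates 2 and 4, and 12 of the 14 genes were higher in both of the former than in both of the latter, against 26.8% of all tested probe sets. Handling or preparation of the arrays stays open, with the hybridisation controls at -0.75 between the groups and the poly-A controls at 8.30 and 8.21 in KO replicates 3 and 5 and 7.89 and 7.72 in 2 and 4. A candidate explanation is the severe anemia that the paper describes for KO embryos, which could lower oxygen in the fetal liver, and it was not tested.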
